# Osteocyte-specific gasdermin D deletion accelerates osteoarthritis via promoting subchondral inflammation and remodeling

**DOI:** 10.1038/s41413-026-00566-w

**Published:** 2026-07-28

**Authors:** Yuki Ogawa, Taku Ebata, Taiki Tokuhiro, Liyile Chen, Ryota Suzuki, Yuki Fujie, Masaya Nakajo, Tsutomu Endo, Hend Alhasan, Masanari Hamasaki, Daisuke Takahashi, Koji Iwasaki, Ken Kadoya, Tomohiro Onodera, Norimasa Iwasaki, M. Alaa Terkawi

**Keywords:** Pathogenesis, Metabolic bone disease

## Abstract

Subchondral bone remodeling in the early stages of osteoarthritis (OA) is characterized by elevated bone turnover and is closely associated with osteocyte function within the subchondral bone. However, beyond the canonical role of gasdermin D (GSDMD) in mediating pyroptosis in immune cells, its function in osteocytes remains poorly understood. Accordingly, this study aimed to determine whether osteocyte-derived GSDMD regulates subchondral bone homeostasis or contributes to pathological remodeling during osteoarthritis progression. GSDMD expression was evident in osteocytes within the subchondral bone in both clinical and experimental models of OA, as well as in osteocytes co-cultured with stimulated chondrocytes, suggesting a potential role for osteocyte-derived GSDMD in the bone microenvironment. Remarkably, specific deletion of *Gsdmd* in osteocytes led to increased bone remodeling, which was accompanied by cartilage degeneration in an OA model, as well as bone loss in an osteoporosis model. Mechanistically, *Gsdmd*-deficient osteocytes displayed enhanced activation of CARD9/NF-κB signaling under inflammatory stimulation, leading to increased production of inflammatory mediators and osteoclastogenic factors that disrupted osteoblast-osteoclast coupling. These changes induced high-turnover subchondral bone remodeling, altered joint mechanical properties, and accelerated cartilage degeneration. Collectively, our findings identify osteocyte-derived GSDMD as an important regulator of subchondral bone remodeling and suggest that loss of this regulatory mechanism exacerbates OA progression. These results further indicate that therapeutic strategies targeting GSDMD should be approached with caution due to potential effects on bone remodeling and inflammatory signaling.

## Introduction

Osteoarthritis (OA) is a degenerative joint disease characterized by pain and stiffness, which can significantly impair daily activities and lead to disability. This disease is highly prevalent, affecting 7% of the global population, particularly individuals over the age of 55.^1^ Consequently, OA imposes a significant burden on society, encompassing healthcare expenditures and the economic impact of reduced productivity of society due to early retirement from work. While there are no pharmacological agents that can reverse cartilage damage, current therapeutic interventions aim to alleviate pain and enhance functionality and quality of life.^2^ Developing disease-modifying and specific treatments for OA remains a challenge, primarily due to our incomplete understanding of the cellular and molecular mechanisms that maintain and restore joint homeostasis.^3^

In addition to cartilage degeneration, the pathogenesis of OA includes dramatic changes in the microstructure of subchondral bone due to impairment of bone metabolism. These changes include increased subchondral bone sclerosis with thickening of the cortical plate and formation of osteophytes and bone cysts. Subchondral bone undergoes strictly balanced modeling and remodeling processes to maintain a healthy microstructure, which is important to provide mechanical and nutritional support for the cartilage and the joint. Therefore, alteration of the subchondral microenvironment due to impaired bone metabolism can exaggerate cartilage degeneration and disease progression. Subchondral bone lesions, including bone marrow edema and angiogenesis, appear to develop earlier than cartilage degeneration.^4,5^ In the early stage of OA, the remodeling process with an elevated turnover rate in the subchondral bone alters mechanical and biological signals in the joint, resulting in excessive cartilage degeneration.^5–7^ Thus, understanding the cellular and molecular changes in the subchondral bone during OA progression may provide valuable insights into disease pathogenesis and clues for the discovery of new therapeutic targets.

In mineralized bone tissues, including the subchondral bone, osteocytes are the most abundant cell type and serve as key regulators of bone homeostasis. They communicate with other cells using lacunar-canalicular systems to regulate and control mineralization in response to mechanical load.^8^ Gasdermin D (GSDMD), a member of the gasdermin family, has been extensively studied as the key executioner of pyroptosis, an inflammatory form of regulated cell death that plays fundamental roles in host defense and immune activation. Unlike apoptosis and necroptosis, pyroptosis is a lytic form of cell death triggered by pathogen-associated molecular patterns and damage-associated molecular patterns (DAMPs), which induce cell membrane rupture and the release of pro-inflammatory cytokines. In the context of OA, increased GSDMD expression and activation have been reported in joint-resident cells such as chondrocytes and synovial cells during OA progression, where GSDMD-mediated pyroptosis has been linked to joint inflammation and cartilage degeneration.^9^ However, growing evidence suggests that the biological functions of GSDMD are not limited to the execution of lytic cell death. Recent studies indicate that GSDMD can exert non-canonical regulatory roles, including the modulation of intracellular signaling pathways and the maintenance of cellular and tissue homeostasis in a context-dependent manner. These non-lytic functions appear to be particularly relevant in non-immune cells and may involve regulation of cytoskeletal dynamics, organelle homeostasis, and tissue integrity.^10,11^ These findings suggest that GSDMD exerts context-dependent physiological or pathological effects depending on the cellular environment and disease stage, rather than functioning as a uniformly pro-death factor. In this context, whether GSDMD plays a pathological role or instead serves a distinct homeostatic function in osteocytes-long-lived, terminally differentiated cells that orchestrate subchondral bone metabolism-remains largely unknown. In particular, the role of osteocyte-derived GSDMD in modulating subchondral bone homeostasis during OA progression has not been investigated. To address this knowledge gap, the present study examined the role of osteocyte-derived GSDMD in regulating and modulating subchondral bone homeostasis during OA progression.

## Results

### Induction of osteocyte pyroptosis in subchondral bone during OA progression

To initially assess pyroptosis induction in osteocytes within the subchondral bone (SCB), publicly available single-cell RNA-sequencing (scRNA-seq) data from SCB in OA knees were analyzed. Osteocytes were identified based on positive expressions of *SPARC* and *BGN* and a lack of *ALP*. Among the 976 osteocytes identified, 14.34% expressed *GSDMD*, 7.17% expressed *CASP1*, 21.31% expressed *CASP4*, and 47.13% expressed *IL-1β* (Fig. 1a). In line with these findings, immunostaining of clinical and experimental OA cartilage using specific antibodies against Casp1 and GSDMD revealed the presence of Casp1- and GSDMD-positive osteocytes in human OA knee samples (Fig. 1b). Notably, the number of positive osteocytes was significantly higher in experimental OA knees, both ACLT- and CIOA-OA models, compared to their relative controls (Fig. 1c, d). These results indicate the activation of pyroptosis signaling in osteocytes and increased bone remodeling in SCB bone during OA. Consequently, the SCB plate in the OA knees of experimental ACLT-OA model appeared thinner compared to control mice and showed an increased number of empty lacunae and TRAP-positive cells, suggesting a link between enhanced bone resorption and osteocyte death in the SCB region of OA knees (Fig. 1e, f).

**Fig. 1:**
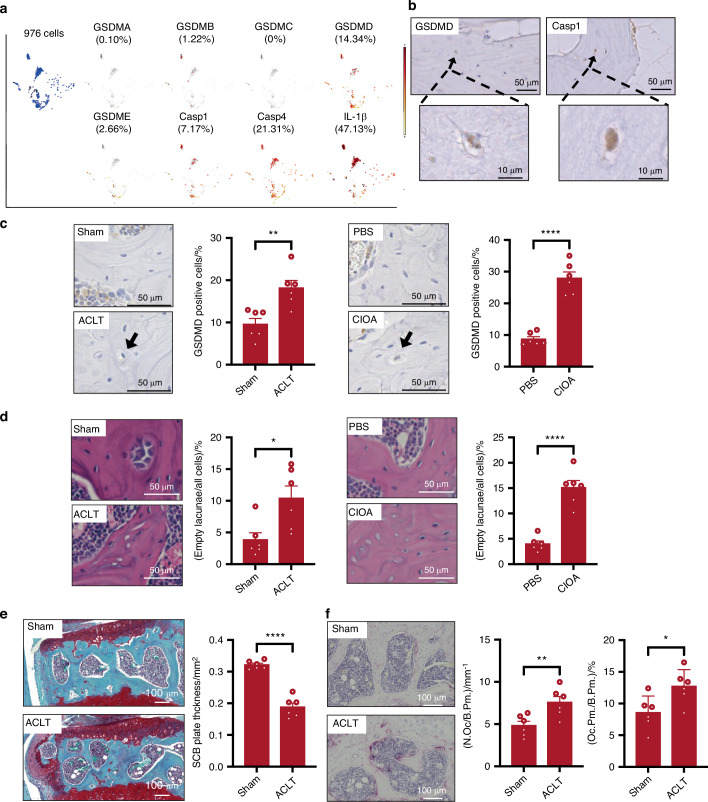
Detection of pyroptosis signaling-related molecules in osteocytes and histological changes in SCB during OA progression. **a** t-SNE plots of 976 osteocytes in the SCB of OA knees showing expression of pyroptosis signaling-related molecules. Percentages of positively expressing cells are indicated. **b** Immunohistochemical detection of GSDMD and Casp1 in osteocytes from the SCB of OA knees. **c** Immunohistochemical detection of GSDMD in osteocytes from the SCB of knees in experimental OA models. Percentages of stained cells are shown in the right panels. **d** Percentage of empty lacunae in the SCB of knees in experimental OA models. **e** SCB plate thickness in the knees of the experimental ACLT-OA model. **f** Quantification of osteoclast number and size on the SCB surface. Left panels show TRAP-stained sections; right panels show osteoclast quantification. In bar charts, each symbol represents an individual sample, and bars with whiskers indicate the mean ± SEM. Statistical significance was determined using a two-tailed Student’s *t*-test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.000 1. *ACLT* anterior cruciate ligament transection, *CIOA* collagenase-induced osteoarthritis

Given that increased mechanical and biochemical stimuli in osteoarthritic joints drive chondrocytes to release catabolic factors that significantly affect neighboring tissues, particularly osteocytes in the subchondral bone, we further investigated whether stimulated chondrocytes could induce pyroptosis in osteocytes using a co-culture model of chondrocytes and osteocytes. Primary murine chondrocytes were stimulated with IL-1β for 6 h and then co-cultured with MLO-Y4 osteocyte-like cells for 24 and 48 h (Fig. S1A). RNA-seq analysis of MLO-Y4 cells co-cultured with IL-1β-stimulated chondrocytes revealed upregulation of 990 genes at 24 h and 3 057 genes at 48 h (Fig. S1B). KEGG pathway analysis of these upregulated genes showed significant enrichment in pathways of osteoclast differentiation and the NOD-like receptor (NLR) signaling pathway (Fig. 2a, c). Additionally, Gene Ontology (GO) analysis indicated enrichment in biological processes such as response to hypoxia and cellular response to oxidative stress (Fig. 2b). Gene Set Enrichment Analysis further demonstrated that the upregulated genes in MLO-Y4 osteocytes co-cultured with IL-1β-stimulated chondrocytes were predominantly enriched in the NLR signaling pathway, with the majority involved in pyroptosis-related signaling (Fig. S1C). Western blot analysis confirmed the increased protein expression of Casp1, GSDMD and Il-1β in MLO-Y4 cells co-cultured with IL-1β-stimulated chondrocytes (Fig. 2d). In a manner analogous to that observed in MLO-Y4 osteocytes, activation of pyroptosis signaling was observed in primary osteocytes under the same co-culture condition (Fig. 2e). Together, these findings demonstrate that the pathological progression of OA involves enhanced SCB remodeling accompanied by activation of pyroptosis signaling in osteocytes. Moreover, increased expression of pyroptosis-associated molecules in osteocytes, including GSDMD, a protein classically recognized as an executor of pyroptosis, suggests its potential role in osteocytes of the SCB during OA.

**Fig. 2:**
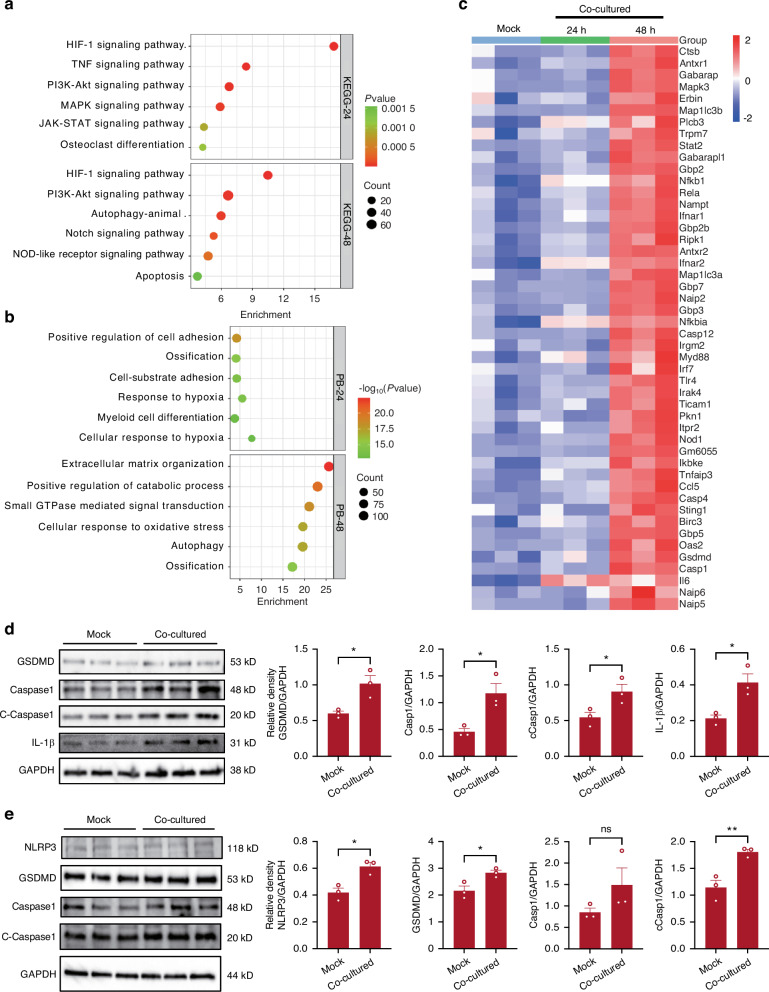
Detection of pyroptosis signaling in osteocytes co-cultured with stimulated chondrocytes. **a** KEGG pathway enrichment analysis of genes upregulated in MLO-Y4 cells following co-culture. **b** Gene Ontology analysis of the differentially upregulated genes. **c** A heatmap showing differentially expressed genes in the NOD-like receptor signaling pathway. **d** Western blot detection of pyroptosis markers in MLO-Y4 cells co-cultured with stimulated chondrocytes. Right panels show quantification of protein expression based on band intensity. **e** Western blot detection of pyroptosis markers in primary osteocytes co-cultured with stimulated chondrocytes. Right panels show quantification of protein expression based on band intensity. In bar charts, each symbol represents an individual sample, and bars with whiskers indicate the mean ± SEM. Statistical significance was determined using a two-tailed Student’s *t*-test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.000 1

### *Gsdmd* deletion in osteocytes aggravates OA progression via promoting bone remodeling in SCB

Our findings showing increased GSDMD expression in osteocytes raise the question of whether osteocyte-derived GSDMD functions pathologically or instead serves a homeostatic role in SCB during OA. To address this, we utilized osteocyte-specific *Gsdmd*-deficient mice in an ACLT-induced OA model. Knee joints were harvested at 2-, 4-, and 6-week post-surgery for pathological assessment. Notably, osteocyte-specific deletion of *Gsdmd* led to a more severe OA phenotype in the ACLT model, as evidenced by significantly higher OARSI cartilage degeneration scores, increased synovitis scores, and a greater number of TRAP-positive cells in *Gsdmd*-deficient mice compared with WT controls (Fig. 3a–f). Importantly, the number of empty lacunae in the SCB was significantly reduced in *Gsdmd*-deficient mice compared with WT mice beginning at 2 weeks post-surgery (Fig. 3g, h), indicating reduced osteocyte death. Increased osteophyte formation was observed in *Gsdmd*-deficient mice at 6 weeks post-surgery (Fig. S2). Additionally, micro-CT analysis revealed that *Gsdmd*-deficient mice showed a decrease in volumetric bone mineral density (vBMD) at week 4, followed by an increase at week 6 in the subchondral bone, compared to WT mice (Fig. 4a, b). BV/TV values were significantly higher in *Gsdmd*-deficient mice than in WT mice only at weeks 2 and 6, while trabecular separation (Tb.Sp) was lower at weeks 2 and 6. Consistently, the expression of bone turnover-related genes was significantly elevated in the SCB of *Gsdmd*-deficient mice, indicating increased bone remodeling (Fig. S3). These results suggest that OA subchondral bone changes reflect high-turnover remodeling rather than simple bone loss, which can ultimately lead to subchondral sclerosis characterized by increased BV/TV and BMD. Our findings indicate that osteocyte-specific deletion of *Gsdmd* leads to increased SCB remodeling and exacerbated cartilage degeneration in experimental OA, despite protection of osteocytes from cell death.

**Fig. 3:**
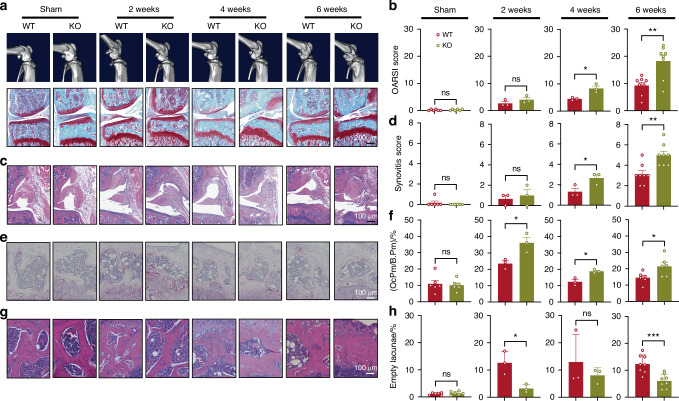
Pathological changes in cartilage and SCB following ACLT-induced OA in WT and *Gsdmd*-deficient mice. Analyses were performed at 2, 4, and 6 weeks post-surgery. **a** Representative 3D micro-CT images of knee joints at the indicated time points. Representative Safranin O-stained sections of distal femoral and proximal tibial cartilage. **b** OARSI cartilage scores. **c** Representative H&E-stained sections of synovium. **d** Synovitis scores. **e** Representative TRAP-stained sections of SCB. **f** Quantification of osteoclast-positive area on the bone surface. **g** Representative H&E-stained sections of SCB showing viable osteocytes and empty lacunae. **h** Quantification of empty lacunae in SCB. Scale bars are indicated. In bar charts, each symbol represents an individual sample, with bars and whiskers denoting the mean ± SEM. Statistical significance was assessed using a two-tailed Student’s *t*-test: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.000 1

**Fig. 4:**
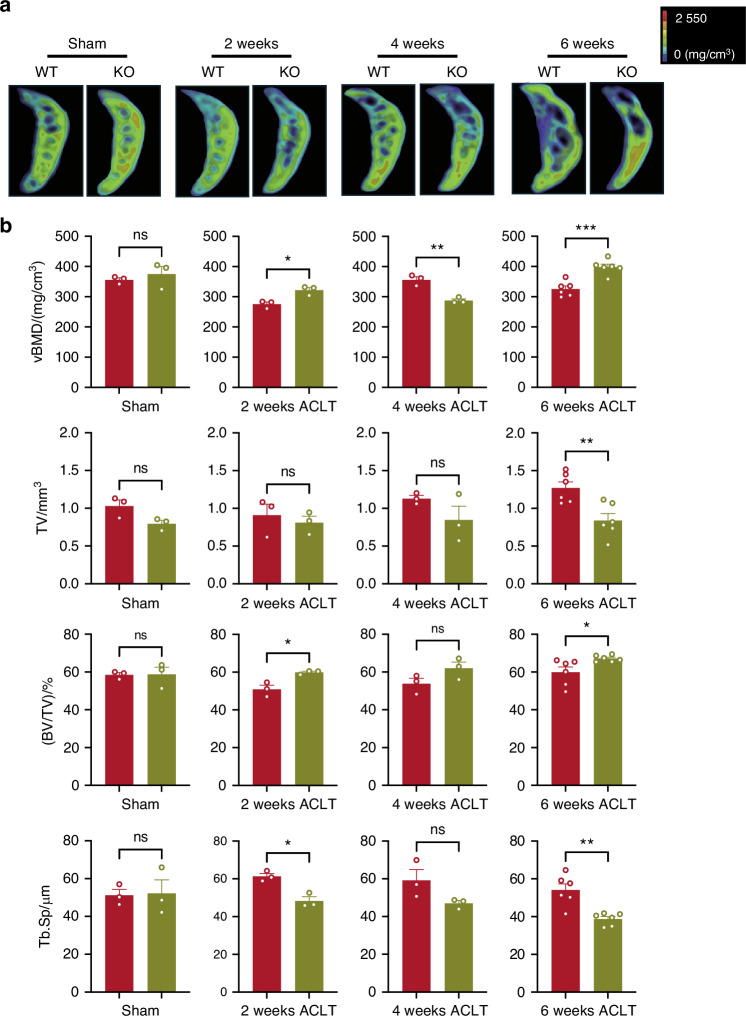
The SCB microarchitecture following ACLT-induced OA in WT and Gsdmd-deficient mice. **a** Representative micro-CT images of SCB in the proximal tibia. **b** Quantification of bone microarchitectural parameters, including vBMD, TV, BV/TV, and Tb.Sp. In bar charts, each symbol represents an individual sample, with bars and whiskers indicating the mean ± SEM. Statistical significance was determined using a two-tailed Student’s *t*-test: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.000 1

### *Gsdmd* deletion in osteocytes promotes bone remodeling and osteoporotic features in ovariectomized mice

To further gain additional evidence linking between deletion of *Gsdmd* in osteocytes and increased bone remodeling, osteocyte-specific *Gsdmd*-deficient mice were subjected to ovariectomy (OVX), and their femurs were collected for histomorphometric and histological analyses after 6 weeks. Micro-CT analysis revealed that *Gsdmd*-deficient mice exhibited significantly greater bone loss, as evidenced by reduced BV/TV, bone surface per tissue volume (BS/TV), vBMD, and trabecular number (Tb.N), along with increased Tb.Sp, compared to OVX-WT control (Fig. 5a, b). Histological analysis revealed a significant reduction in trabecular bone area and a decreased number of TRAP-positive cells in the secondary spongiosa of the femur in *Gsdmd*-deficient mice compared to OVX-WT controls, indicating a late stage of osteoporosis (Fig. 5c–e). Collectively, these findings suggest that deletion of *Gsdmd* in osteocytes enhances bone remodeling, resulting in increased bone turnover and osteoporotic changes. These results support our earlier observations that loss of osteocyte-derived GSDMD alters bone remodeling dynamics. Thus, the increased subchondral bone remodeling observed in the ACLT-induced OA model is consistent with a broader role for osteocyte-derived GSDMD in regulating bone turnover.

**Fig. 5:**
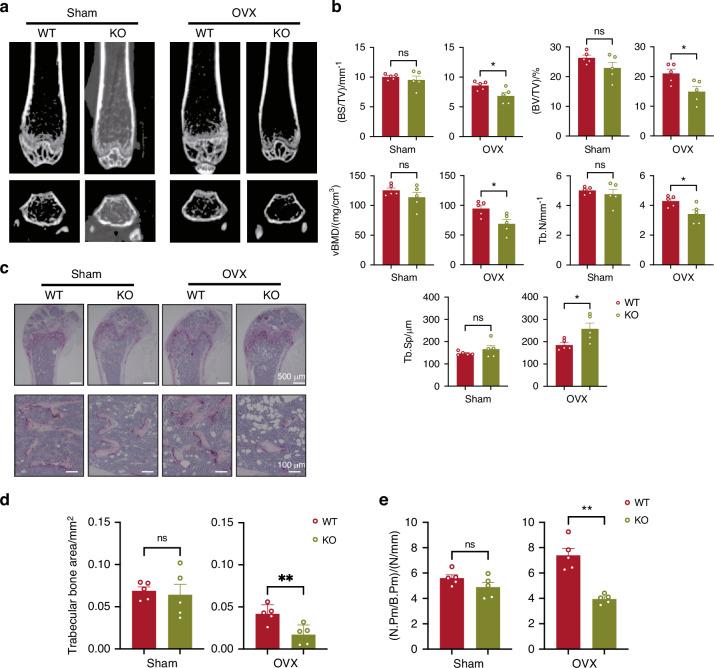
Osteoporotic features and pathological changes of femoral bones in WT and *Gsdmd*-deficient OVX mice. **a** Representative micro-CT images of femoral bones in OVX mice. **b** Quantification of bone parameters, including BS/TV, BV/TV, vBMD, Tb.N, and Tb.Sp. **c** Representative TRAP-stained sections of femoral bone, showing both primary and secondary spongiosa (scale bars indicated). **d** Quantification of trabecular bone area in the secondary spongiosa of the femur. **e** Quantification of TRAP-positive cells in the secondary spongiosa of the femur. In bar charts, each symbol represents an individual sample, with bars and whiskers indicating the mean ± SEM. Statistical significance was determined using a two-tailed Student’s *t*-test: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.000 1

### Stimulation of *Gsdmd*-deficient osteocytes is associated with increased expression of inflammatory and bone remodeling mediators

To investigate the molecular mechanisms underlying increased bone turnover in *Gsdmd*-deficient mice, osteocytes were isolated from both WT and *Gsdmd*-deficient mice. 

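RNA was sequenced from 6 cultures of primary osteocytes, 3 from WT mice and 3 from mice carrying floxed *Gsdmd* alleles and a Cre recombinase under the control of the *Dmp1* promoter. Every culture had received LPS at 10 ng/mL for 3 h and aluminum hydroxide, an activator of the inflammasome, at 20 µg/mL for 3 h. No unstimulated libraries were analysed here, so each value compares the genotypes under stimulation. The authors aligned trimmed 150 bp paired-end reads to the mouse genome build mm39 with HISAT2, counted them on genes with featureCounts and deposited the counts without normalization. The methods and the sample records name different sequencer models and different featureCounts releases, and the methods also name RSEM. The libraries were made with a directional kit, and the paper's text does not name the strand setting of the counting. The counts on genes summed to 45128793, 49734046 and 39590527 in the 3 WT libraries and to 41645500, 39566835 and 45161392 in the 3 libraries labelled *Gsdmd*-deficient. Genes with 2 counts outnumbered genes with 1 count in every library, 1327 to 1579 against 737 to 813. Of the counts from 1 to 10, 63.4% to 65.7% were even, as when both mates of a read pair are counted. Of the counts from 11 to 100, 51.9% to 53.2% were even, so the excess was smaller there. Of the 56748 genes listed, the 17146 with enough counts by edgeR's filterByExpr rule were tested. Counts were scaled by edgeR's TMM method, reported as counts per 1000000 (CPM), and compared between genotypes with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called when its adjusted p-value was below 0.05 and its log2 fold change was at least 1 in size, the limits drawn in Fig. S4B. The filter, the scaling, the test and these limits could each change the numbers. The biological coefficient of variation between replicates was 8.36%. Counts of replicates of one genotype differed by more than the sampling noise. The chi-square statistic per gene was 5.08 to 15.4, or 2.54 to 7.7 if each pair was counted as 2, so all 6 libraries were counted separately. Cultures or libraries made from the same pool of cells could also differ by more than this noise. The paper's text does not say whether the cultures of a genotype came from different mice. The p-values measure the spread between these libraries, which may be smaller than that between mice.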

The cells were stimulated with lipopolysaccharide (LPS) and aluminum hydroxide to activate pyroptosis signaling, and their responses were analyzed using bulk RNA-sequencing (Fig. S4A). 

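*Gsdmd*, the deleted gene, lies on chromosome 15 of mm39 from 75734176 to 75739257. It was counted 609, 699 and 549 times in the WT libraries and 885, 937 and 1045 times in the libraries labelled *Gsdmd*-deficient. This corresponded to 13.9 ± 0.339 CPM (SD, n = 3) in WT and 22.5 ± 1.33 CPM (SD, n = 3) in the libraries labelled *Gsdmd*-deficient. The log2 fold change was 0.69 (standard error 0.083), with an adjusted p-value of 2.27e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and with each library left out in turn it stayed between 0.66 and 0.74. The gene count pools all exons, so reads on the floxed exons were not separated from reads on the rest of the transcript. Because *Gsdmd* was higher in the libraries labelled *Gsdmd*-deficient, the genotype is given as labelled, and each direction rests on that label.

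**Figure D1:**
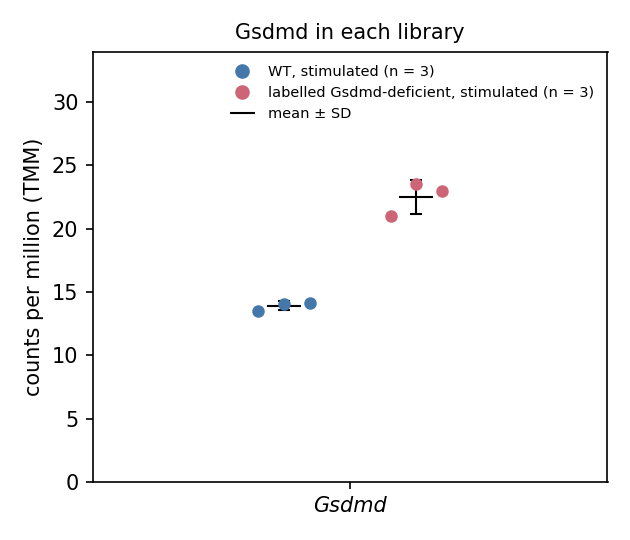
CPM of *Gsdmd* (vertical axis, TMM-scaled counts per 1000000) in each stimulated library, with the mean and SD of each genotype as labelled. The libraries labelled *Gsdmd*-deficient lie between 21.03 and 23.56 CPM and the WT libraries between 13.53 and 14.14 CPM.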

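In the libraries labelled *Gsdmd*-deficient, 1124 genes were called higher and 796 lower than in WT. The 3 libraries of each genotype did not overlap for 1113 of the higher and 783 of the lower genes. Among all tested genes, 49.2% had no overlap, where chance gives 10%. With counts halved, a setting added after the data had been seen, 1032 were higher and 691 lower. Dropping the limit on the fold change moved these numbers most, to 3445 higher and 3285 lower genes. *Xist*, which is transcribed from the inactive X chromosome of female cells, had the smallest p-value among the higher genes. It was counted 48762, 44817 and 51216 times in the libraries labelled *Gsdmd*-deficient and 4, 0 and 2 times in WT. The next 4 were *Ctss*, *Ms4a7*, *Ccl9* and *Csf1r*, with adjusted p-values from 4.53e-18 to 3.63e-17 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Ctss* rose from 76.2 ± 3.48 to 683.5 ± 13.9 CPM, *Ms4a7* from 8.63 ± 0.185 to 120.2 ± 4.16 CPM, *Ccl9* from 69.4 ± 2.85 to 481.4 ± 22.8 CPM and *Csf1r* from 26.1 ± 1.63 to 234.9 ± 8.39 CPM (SD, n = 3 each). *Csf1r* and *Ms4a7* are macrophage markers. The 34 tested markers of macrophages and of leukocytes in general had a median log2 fold change of 2.94. A larger share of such cells in the cultures labelled *Gsdmd*-deficient could thus lie behind part of the calls. Among the lower genes, the smallest p-values belonged to *Aldh1a2*, *Ddx3y*, *Postn*, *Lgi2* and *Ero1a*. *Aldh1a2* fell from 94.0 ± 6.13 to 0.905 ± 0.154 CPM, *Postn* from 230.6 ± 9.27 to 26.4 ± 0.481 CPM and *Ero1a* from 875.7 ± 14.1 to 270.6 ± 3.81 CPM (SD, n = 3 each), and *Lgi2* had a log2 fold change of -4.85. The Y-linked genes *Ddx3y*, *Eif2s3y* and *Uty* had 0 counts in every library labelled *Gsdmd*-deficient. They were at least 1500-fold, 500-fold and 477-fold lower there than in WT. Together with *Xist*, this is the pattern of female cells in the libraries labelled *Gsdmd*-deficient and male cells in WT. Read so after the values were seen, genotype and sex changed together, and no call here separates them. *Tsix* and *Col9a2* had 0 counts in every WT library and were at least 66.6-fold and 61.7-fold higher in the libraries labelled *Gsdmd*-deficient. With the floor at 6 counts, for pairs counted as 2, these 5 lower bounds are 752-fold, 250-fold, 238-fold, 33.3-fold and 30.9-fold. *Tsix* overlaps *Xist* on the opposite strand, so its count is uncertain.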

Compared to WT osteocytes, *Gsdmd*-deficient osteocytes exhibited 1 126 upregulated and 874 downregulated genes in response to stimulation (Fig. S4B). 

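The sets of the Reactome pathway collection were used in place of the GO and KEGG collections, which were not used here. Entrez identifiers were matched to gene symbols for 97.5% of the collection's genes, and 856 sets had 10 to 500 tested genes. With limma's camera test at a preset correlation of 0.01, 59 sets were higher and 41 lower in the libraries labelled *Gsdmd*-deficient at an adjusted p-value below 0.05. The higher sets with the smallest p-values were the initial triggering of complement, the processing of endosomal Toll-like receptors, the interactions of signal regulatory proteins, the activation of Fcγ receptors and the complement cascade. In the first of these, 6 of 10 genes were called higher and 1 lower, with an adjusted p-value of 5.95e-25. In the set of signal regulatory proteins, 8 of 12 genes were called higher, with a median of 3.12 and an adjusted p-value of 3.31e-15, and these genes include near-identical copies whose reads the counting could have split. The lower sets with the smallest p-values covered extracellular matrix, among them non-integrin membrane-matrix interactions (median -0.40, adjusted p-value 5.02e-10) and anchoring fibril formation (median -1.08, adjusted p-value 2.22e-09). With the correlation estimated per set, the 5 higher sets named had unadjusted p-values from 0.00402 to 0.0137, and under limma's fry test from 3.62e-06 to 1.6e-05. For the 2 lower sets named, the unadjusted p-values with the estimated correlation were 0.0546 for non-integrin membrane-matrix interactions and 0.0471 for anchoring fibril formation. Under fry they were 0.000112 and 9.73e-05. The broad set for extracellular matrix organization did not pass under camera at the preset correlation (adjusted p = 0.221). Of its 203 genes, 35 were called higher and 26 lower, with a median of -0.20. Adjusted over all 856 sets, 0 sets passed with the estimated correlation, where the smallest adjusted p-value was 0.84. This setting also leaves camera few degrees of freedom with 6 libraries. For the NF-κB list described below, the estimate was 0.001, under the preset 0.01. Its unadjusted p-value from camera still rose from 3.68e-06 to 0.00398. The 0 sets therefore do not speak against the sets. Under fry, 510 passed, among them all 100 that passed with the preset correlation. Fry asks whether a set changed at all, camera whether it changed more than other genes. With 3445 higher and 3285 lower genes at an adjusted p-value below 0.05, passing fry adds little. The number of sets thus depends on the test, and both counts of sets were added after the data had been seen. With camera at the preset correlation, the number ranged from 75 to 136 across the other alternative settings.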

Pathway GO enrichment analyses of the upregulated genes revealed significant enrichment in immune-related processes and osteoclastogenesis. Specifically, the genes that are associated with the cytokine-cytokine receptor interaction and osteoclast differentiation (KEGG pathway), and the activation of the immune response (biological process), indicating enhanced inflammatory signaling (Fig. 6a, Fig. S4C). 

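Of the 205 tested genes in Reactome's set for cytokine signaling, 39 were called higher and 12 lower in the libraries labelled *Gsdmd*-deficient, with a median log2 fold change of 0.10 and an adjusted p-value of 0.00482 from camera. With the correlation estimated from the libraries its adjusted p-value was 0.84 (unadjusted 0.132), and under fry 0.00127 (unadjusted 0.000208). For the receptors that bind chemokines and their ligands, 11 of 29 genes were called higher and 4 lower, with a median of 0.65 and an adjusted p-value of 3.82e-06 (0.84 with the estimated correlation, unadjusted 0.00357). By symbol, 3 of 14 tested *Ccl* genes were called higher and 3 lower, as were 2 and 1 of 9 *Cxcl* genes and 3 and 2 of 9 genes with a *Tnfsf* symbol, 1 of which is the antisense gene *Tnfsf13os*, called higher. Of 15 interleukin symbols, 5 were called higher and 0 lower, and *Il7r* and *Il21r*, which encode receptors, were among the 5. With scaling by library size only, 3 *Cxcl* genes were called higher, and with WT replicate 3 or *Gsdmd*-deficient replicate 1 left out, 3 were called higher and 0 lower. Among genes with at least 10 counts in every library, 1 *Ccl* gene was called lower. *Cxcl12* rose from 333.6 ± 32.8 to 1053 ± 12.1 CPM (SD, n = 3 each), whereas *Ccl11* fell from 4.85 to 0.0464 CPM and *Cxcl10* from 1.88 to 0.785 CPM. These 3 genes were chosen after their values were seen. In a list of 114 osteoclast differentiation genes written by hand in place of the KEGG pathway, 31 of 109 tested genes were called higher and 0 lower, an odds ratio of 5.80 against all other tested genes (two-sided Fisher's exact test, adjusted p = 6.26e-12 over the lists). From the enrichment of these pathways, the paper reasons that inflammatory signaling is enhanced in stimulated *Gsdmd*-deficient osteocytes.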

Notably, these genes were also significantly enriched in the NLR and NF-κB signaling pathways, both of which play central roles in activating inflammatory signaling and promoting the production of inflammatory and bone turnover mediators. 

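All 31 NLR pathway genes shown in Fig. S4D were tested and called higher in the libraries labelled *Gsdmd*-deficient, with a median log2 fold change of 2.22 (quartiles 1.68 and 2.84). The study picked these genes from the same libraries, so they are not independent evidence, and the same holds for the 31 that passed when adjusted over the list alone. Their levels were low to moderate: *Nlrp3* rose from 2.24 ± 0.123 to 9.53 ± 0.53 CPM, *Casp1* from 2.98 ± 0.272 to 13.9 ± 1.91 CPM and *Pycard* from 1.86 ± 0.344 to 6.85 ± 1.47 CPM (SD, n = 3 each). Reactome's own NLR signaling set had 10 of 42 genes called higher and 1 lower, with a median of 0.093 an adjusted p-value of 0.214 from camera and unadjusted p-values of 3.22e-06 under fry and 0.0683 with the estimated correlation. The smaller sets for inflammasomes (8 of 17 genes called higher, 0 lower) and for the NLRP3 inflammasome (5 of 12 higher, 0 lower), chosen after their values were seen, had adjusted p-values of 0.0056 and 0.0278 from camera and of 0.84 each with the estimated correlation. In a list of 95 NF-κB pathway and target genes written by hand, 21 of 86 tested genes were called higher and 1 lower, with a median of 0.22 and an adjusted p-value of 8.59e-06 from camera. At an adjusted p-value below 0.05 without a limit on the fold change, 44 of the 86 rose and 16 fell, and 63 passed when adjusted over the list alone. *Relb* rose from 26.3 ± 1.32 to 33.4 ± 1.64 CPM (SD, n = 3), a log2 fold change of 0.34 with an adjusted p-value of 0.000598 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Reactome's set for TRAF6-mediated NF-κB activation, with 16 genes, had an adjusted p-value of 0.649 from camera, and unadjusted p-values of 0.000192 under fry and 0.28 with the estimated correlation.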

Stimulated *Gsdmd*-deficient osteocytes exhibited an increased expression of inflammatory mediators, including Tnf, Il6, Mip1, Mip2, and Cxcl as well as bone turnover mediators such as Rankl and Light (Fig. S4D). 

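Of the 7 mediators, which are Tnf, Il6, Ccl3 and Ccl4 (Mip1), Cxcl2 (Mip2), Tnfsf11 (Rankl) and Tnfsf14 (Light), every one was higher in all 3 libraries labelled *Gsdmd*-deficient than in any WT library. *Il6* was the most highly expressed, at 250.4 ± 25.9 CPM (SD, n = 3) in WT and 590.0 ± 36.9 CPM (SD, n = 3) in the libraries labelled *Gsdmd*-deficient, a log2 fold change of 1.24 (standard error 0.061, adjusted p = 1.86e-11). *Tnf* had the largest log2 fold change of the 7, 2.47 (standard error 0.22, adjusted p = 7.5e-08), and was counted 38 to 42 times per library in WT and 181 to 263 times in the libraries labelled *Gsdmd*-deficient. *Tnfsf11*, on chromosome 14 from 78514885 to 78545483, rose from 13.8 ± 2.46 to 36.0 ± 0.305 CPM (log2 fold change 1.39, adjusted p = 2.47e-09). *Cxcl2* and *Ccl4* had log2 fold changes of 1.34 and 1.44 (adjusted p = 4.63e-10 and 0.000183). *Ccl3* had a log2 fold change of 0.91, under the limit of 1, with an adjusted p-value of 1.81e-05. *Tnfsf14* had the fewest counts, 22 to 47 in WT and 63 to 121 in the libraries labelled *Gsdmd*-deficient, and a log2 fold change of 1.36 (standard error 0.34, adjusted p = 0.00337). These adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 7 also passed when adjusted over the list alone. As a list they had an adjusted p-value of 2.68e-05 from camera, of 9.84e-05 under fry and of 0.0743 with an estimated correlation. The paper names these mediators as increased in these same libraries. Neither the p-values of the list nor the passes over the list alone are therefore independent evidence. Sex changed together with genotype in all 6 libraries, so the 2 were not separated for these genes either.

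**Figure D2:**
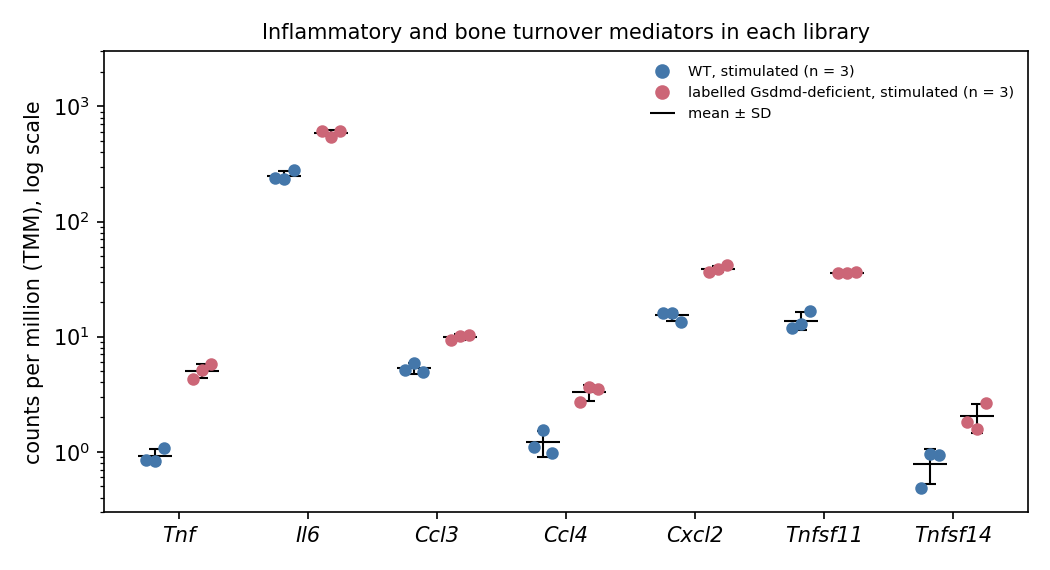
CPM (vertical axis, log scale) of the 7 mediators in each stimulated library, with the mean and SD of each genotype as labelled. The 3 libraries labelled *Gsdmd*-deficient lie above the 3 WT libraries for every gene, with *Il6* between 547.5 and 614.0 CPM against 233.8 to 280.2 CPM.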

Consistently, GESA analysis for KEGG pathway enrichment demonstrated that the upregulated genes in *Gsdmd*-deficient osteocytes were predominantly enriched in the osteoclast differentiation, NF-κB signaling and NLR pathways (Fig. S4D). 

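Of the 42 osteoclast differentiation genes shown in Fig. S4D, 40 were tested and all 40 were called higher in the libraries labelled *Gsdmd*-deficient, with a median log2 fold change of 2.78 (2.73 with the 2 genes at 3 or fewer counts in every WT library set to their lower bound). These genes too were picked by the study from these libraries. Many encode myeloid proteins, such as the Fcγ receptors, *Tyrobp*, *Trem2* and *Spi1*, and macrophage markers outside the list rose alongside them. The median over the osteoclast differentiation list written by hand was 0.21 (quartiles -0.15 and 1.34), with 54 genes rising and 23 falling at an adjusted p-value below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 79 passing when adjusted over the list alone. Its adjusted p-value from camera was 5.57e-14. With the correlation between genes estimated from the libraries, the adjusted p-values were 0.0148 for the osteoclast genes and 0.011 for the NLR genes of Fig. S4D, 0.0185 for the osteoclast differentiation list and 0.0167 for the NF-κB list, and all 4 also passed under limma's fry test. Over all 21 lists with at least 2 tested genes, 14 passed under camera, of which 10 passed with the estimated correlation and 14 under fry. Since fry asks only whether a list changed at all, passing it adds little here.

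**Figure D3:**
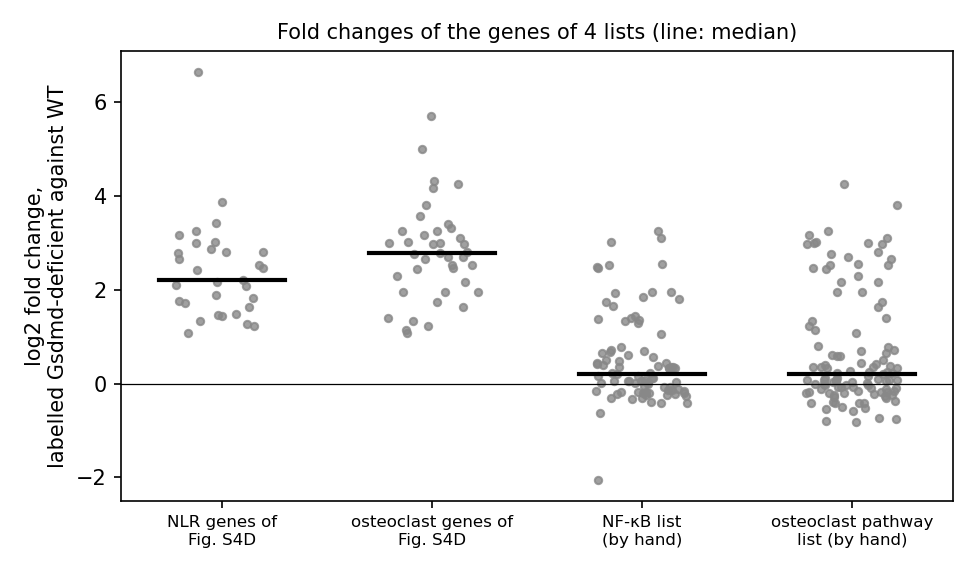
Log2 fold change between the libraries labelled *Gsdmd*-deficient and WT (vertical axis) of each tested gene of the 4 lists, with a line at each median. The genes of Fig. S4D lie at medians of 2.22 and 2.78, whereas the lists written by hand have medians of 0.22 and 0.21. The quartiles are -0.14 and 0.76 for the NF-κB list and -0.15 and 1.34 for the osteoclast differentiation list. A subset of both lists lies above 1.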

Western blot analysis confirmed the increased protein level of pRelb, RANKL, and IL-6 in *Gsdmd*-deficient osteocytes (Fig. 6b, c). 

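*Card9*, which encodes an adapter protein of innate immune receptors, lies on chromosome 2 of mm39 from 26242188 to 26250930. It was counted 53, 69 and 39 times in the WT libraries and 398, 387 and 449 times in the libraries labelled *Gsdmd*-deficient. This gave 1.19 ± 0.193 CPM (SD, n = 3) in WT and 9.69 ± 0.216 CPM (SD, n = 3) in the libraries labelled *Gsdmd*-deficient. The log2 fold change was 3.01 (standard error 0.17), with an adjusted p-value of 1.19e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each library left out in turn, the log2 fold change stayed between 2.91 and 3.13. *Card9* ranked 363 by p-value among the genes with a positive log2 fold change. Across the alternatives its rank ranged from 204, with the called genes ranked by log2 fold change, to 525, with limma-voom. The 16 tested genes of a list of macrophage markers had a median log2 fold change of 3.09 in the same libraries, next to the 3.01 of *Card9*.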

Among the most significantly upregulated genes in stimulated *Gsdmd*-deficient osteocytes, *Card9*, which is known as a key adapter protein mediating NLR signaling and downstream NF-κB-dependent transcription, was the most significantly upregulated gene in stimulated *Gsdmd*-deficient osteocytes. Consistently, the number of CARD9-positive osteocytes was markedly higher in the subchondral bone of *Gsdmd*-deficient mice compared with WT controls in experimental OA (Fig. 6d). To further validate these findings, *Gsdmd*-deficient and WT osteocytes were stimulated with LPS for 1 h, and their responses were compared. *Gsdmd*-deficient osteocytes exhibited elevated expression of CARD9 along with increased levels of inflammatory and bone remodeling mediators compared to WT osteocytes (Fig. S5). These results indicate that stimulation of *Gsdmd*-deficient osteocytes activates alternative signaling pathways, leading to increased production of inflammatory and bone remodeling mediators. To further elucidate the direct contribution of *Gsdmd*-deficient osteocytes on the development of pathological changes in the bone microenvironment, these stimulated *Gsdmd*-deficient osteocytes were co-cultured with osteoclast precursors (RAW264.7 cells), primary osteoblasts, or chondrocytes. Importantly, stimulated *Gsdmd*-deficient osteocytes exerted stronger pro-osteoclastogenic effects than WT osteocytes, as evidenced by increased expression of osteoclast differentiation markers in RAW264.7 cells (Fig. 6e). Likewise, stimulated *Gsdmd*-deficient osteocytes exerted inhibitory effects on the expression of the osteoblast functional marker Col1a1 compared with WT osteocytes (Fig. S6A). The effects of stimulated Gsdmd-deficient osteocytes on chondrocytes were largely comparable to those of WT osteocytes. Although a slight reduction in MMP3 expression was observed, no substantial changes were detected in other chondrocyte markers. These findings suggest that altered osteocyte-chondrocyte interactions contribute only minimally to the exacerbated OA pathology observed in Gsdmd-deficient mice (Fig. S6B). Instead, the aggravated OA phenotype is more likely driven by alterations in subchondral bone remodeling rather than direct effects on chondrocytes. Together, these results suggest that loss of *Gsdmd* in osteocytes disrupts their homeostatic function within the bone microenvironment, resulting in dysregulated bone turnover, potentially through impaired coupling between osteoclasts and osteoblasts. To further determine the functional involvement of CARD9 in mediating the pathological effects of stimulated *Gsdmd*-deficient osteocytes, CARD9 activity was suppressed using a combined CRISPR-Cas9-mediated gene silencing approach and pharmacological inhibition to achieve maximal functional inhibition. Inhibition of Card9 reduced activation of the NF-kB signaling pathway (pP105) observed in *Gsdmd*-deficient osteocytes (Fig. S7B). Moreover, suppression of Card9 signaling attenuated the upregulation of *Acp5*, an osteoclast mutation marker, in RAW264.7 cells induced by co-culture with stimulated *Gsdmd*-deficient osteocytes (Fig. S7C). Together, these findings indicate that *Gsdmd*-deficient osteocytes exhibit heightened responsiveness to stimulation and actively promote the production of inflammatory and bone remodeling factors through enhanced CARD9 activation, thereby contributing to increased bone turnover in the SCB of *Gsdmd*-deficient mice.

**Fig. 6:**
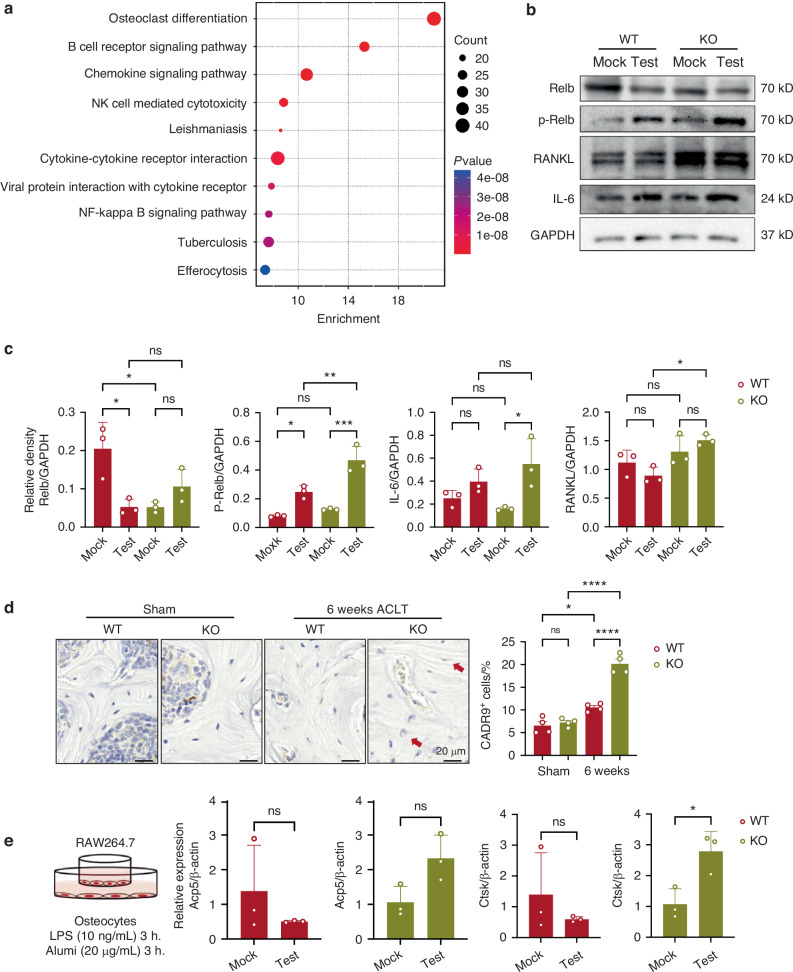
Molecular responses of *Gsdmd*-deficient osteocytes and their contribution to subchondral bone pathology. **a** KEGG pathway enrichment analysis of upregulated genes. **b**, **c** Western blot detection of inflammatory and bone turnover markers in primary osteocytes. **b** Representative images. **c** Quantification of the relative density of the band of each target to the reference molecule GAPDH. **d** Immunohistochemical detection of CARD9 in osteocytes from the SCB of ACLT-OA knees. Scale bars are indicated. Quantification of card9-positive cells in the right panel. **e** Schematic of the experimental setup showing the co-culture of stimulated osteocytes with RAW264.7 cells. The right panels for relative gene expression of osteoclast differentiation markers. In bar charts, each symbol represents an individual sample, and bars with whiskers indicate the mean ± SEM. Comparisons between two independent groups were performed using Student’s *t*-test, while differences among multiple groups were analyzed by one-way ANOVA, followed by Tukey’s multiple comparisons test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.000 1

## Discussion

Emerging evidence indicates that subchondral bone remodeling plays a critical role in the degeneration of the overlying cartilage, as a reduction in bone mineral density compromises the integrity of the bone microarchitecture, leading to increased mechanical stress on the cartilage. This overload can result in microfractures at the cartilage-subchondral bone interface, which may disrupt the cartilage tissue barrier and promote vascular invasion into the cartilage. These changes contribute to thinning of the cartilage layer, resulting in increased stress on the tissue and thereby exacerbating its degeneration.^7,12^ Therefore, a deeper understanding of the pathological mechanisms driving subchondral bone remodeling could provide valuable insights and open new avenues for the development of targeted therapies. Osteocytes, which constitute the majority of bone cells, have been proposed to act as key regulators of subchondral bone remodeling by promoting inflammation and osteoclastogenesis. Importantly, pyroptosis-related signaling was detected in osteocytes within the SCB in both clinical specimens and experimental OA models, indicating a potential role for this pathway in OA. Given that GSDMD is a key executor of pyroptosis, the present study examined the role of osteocyte-derived GSDMD in regulating and modulating SCB homeostasis during OA progression.

Osteocyte-specific deletion of *Gsdmd* did not attenuate OA pathology but instead markedly exacerbated disease severity. *Gsdmd*-deficient mice exhibited pronounced cartilage degeneration and heightened subchondral bone inflammation despite suppression of pyroptosis, indicating that, in OA, GSDMD functions in osteocytes not merely as a mediator of inflammatory cell death but as a critical homeostatic regulator of SCB remodeling. Loss of this regulatory function accelerates disease progression by increasing bone turnover, leading to structural alterations in the SCB that elevate mechanical stress on the overlying cartilage and promote its degeneration. Our findings are consistent with recent studies highlighting that GSDMD exerts more diverse functions beyond the initiation of inflammation, particularly in maintaining tissue homeostasis and normal physiological processes. Indeed, increasing evidence from cell-type-specific *Gsdmd* deletion studies suggests that GSDMD is involved in regulating the function of multiple cellular compartments, including mitochondria, peroxisomes, endosomes, and the nucleus, where it acts as a mediator of organelle integrity and function.^10,13,14^ Specifically, GSDMD seems to be involved in maintaining bone mass, as specific deletion of *Gsdmd* in myeloid cells resulted in more severe bone loss in OVX- and aging-induced osteoporosis models.^15^ Authors have documented that GSDMD cleavage leads to the formation of p20 protein that regulates lysosomal maturation and secretion of osteoclasts. Other recent findings demonstrate that GSDMD-guided metabolite release by macrophages, which is essential for the repair process, as epoxyeicosatrienoic acid, a metabolite released via GSDMD pores, exhibits pro-repair activity and has the capacity to rejuvenate aged muscle.^16^ Specific deletion of *Gsdmd* in intestinal epithelial cells results in impaired mucus secretion and a concomitant loss of the mucus layer, accompanied by inefficient clearance of enteric pathogens at the mucosal surface.^17^ Likewise, GSDMD mediates the non-exosomal secretion of galectin-3, which is essential for the development of insulin resistance, as galectin-3 acts as an antagonist of insulin signaling.^18^ Therefore, molecules secreted through GSDMD pores may play important roles in cellular physiological processes such as efferocytosis, the phagocytic clearance of apoptotic cells, which is critical for maintaining tissue homeostasis. Disruption in the secretion of these molecules may impair efferocytosis by suppressing “find-me” and “eat-me” signals, resulting in the accumulation of apoptotic corpses and thereby subsequent promotion of chronic inflammation.^19^

Although *Gsdmd* deletion was associated with reduced osteocyte death, as indicated by fewer empty lacunae, this does not necessarily confer protection against OA. Empty lacunae likely represent only one aspect of OA-related subchondral bone alterations and do not directly reflect overall disease progression or severity.^20^ Indeed, deletion of *Gsdmd* in osteocytes was associated with altered cellular characteristics, rendering these cells more responsive to stimuli and leading to increased production of inflammatory mediators. This likely reflects the unique biology of osteocytes, which, unlike rapidly turning-over immune cells, are long-lived, terminally differentiated cells embedded within the mineralized matrix and thus poorly suited for extensive pyroptotic cell death. However, these findings are inconsistent with the conventional view of GSDMD as merely a pro-inflammatory factor or an executor of pyroptosis. GSDMD is widely recognized as a pore-forming effector molecule that mediates pyroptosis, an inflammatory form of cell death associated with the release of inflammatory cytokines and danger-associated molecular patterns, and has been implicated in a variety of inflammatory diseases. The pro-inflammatory nature of pyroptosis makes it an attractive therapeutic target for inflammatory diseases, including OA.^11^ Pyroptosis contributes to chondrocyte death and promotes extracellular matrix degradation, thereby accelerating cartilage degeneration. Consequently, targeting or genetically disrupting components of the pyroptosis signaling pathway has been shown to protect against OA progression by reducing inflammation and cartilage damage.^9,21,22^ Yang et al. reported that *Gsdmd* deficiency attenuates cartilage degeneration and synovitis in an OA model. However, the same study also showed that subchondral bone thickness was reduced in *Gsdmd*-deficient mice, despite the observed protection against cartilage degeneration and synovitis.^22^ The discrepancies between our findings and those reported by Yang et al. may be attributable to differences in the specificity of *Gsdmd* deletion, as our study employed osteocyte-specific *Gsdmd*-deficient mice, whereas their work utilized a global knockout model. Moreover, the therapeutic effects of pyroptosis inhibitors in experimental OA models may result from their action on other cell types, such as chondrocytes, macrophages, and synoviocytes, which directly contribute to cartilage degeneration and synovial inflammation.^9^ These findings together suggest that GSDMD exerts cell type-dependent functions within the joint, promoting cartilage degeneration and synovitis in certain cell populations, while serving a homeostatic guardian role in osteocytes to maintain subchondral bone homeostasis.

Our in vitro data demonstrated that chondrocytes activated NLRs in osteocytes via DAMPs, which trigger NF-κB, MAPK, and inflammasomes signaling involved in the production of pro-inflammatory cytokines (TNF and IL6) and induction of pyroptotic cell death. However, our findings suggest that the central driver of OA exacerbation is dysregulated inflammatory signaling in osteocytes, resulting from the loss of GSDMD. Dysregulation of NLRs signaling has been documented in human chronic inflammatory disorders, as genetic mutations in components of this signaling pathway have been reported, including NOD1 in atopic disorders, NOD2 in Crohn’s disease, CARD9 in inflammatory bowel disease, and NLRP3 for Muckle-Wells syndrome.^23–25^ In fact, there is a possibility that these mutations may result in gain- or loss-of-function of the affected molecules, leading to overactivation of cell death and NF-κB signaling associated with these diseases. Our data showed *Gsdmd*-deficient osteocytes exhibited heightened responsiveness to stimuli compared to WT cells, associated with increased expression of *Card9* and genes involved in the activation of NF-κB signaling and pro-inflammatory pathways. This enhanced responsiveness of osteocytes, which is characterized by elevated production of inflammatory cytokines, provides a plausible explanation for the increased SCB remodeling observed in deficient mice. However, the enhanced responsiveness of osteocytes may be mediated by the upregulated expression of CARD9, an adapter protein that links pattern recognition receptors to NF-κB and MAPK signaling pathways, thereby promoting the production of inflammatory cytokines.^26^ These results suggest that CARD9 may be a promising therapeutic target for OA, as it serves as a major regulator of the inflammatory cascade in subchondral bone.

Although pyroptosis signaling in osteocytes can be triggered by various factors such as inflammation, trauma, and mechanical stress, our co-culture model demonstrated that stimulated chondrocytes promote pyroptosis signaling in co-cultured osteocytes, suggesting an additional pathway through which this form of cell death may be induced. The crosstalk between chondrocytes and osteocytes is facilitated by the structural continuity between articular cartilage and SCB, enabling reciprocal exchange of molecular signals and nutrients in response to mechanical and biological stimuli.^27^ Although diffusion represents a primary route for molecular and nutrient transport, increasing evidence has demonstrated the presence of porous channels and vascular structures that traverse the calcified cartilage, extend into the deep zone of articular cartilage, and penetrate the subchondral plate to connect with the marrow cavity, providing a morphological basis for bidirectional communication between cartilage and SCB.^28,29^ However, the observation that osteocyte-specific deletion of *Gsdmd* exacerbated OA pathology despite suppression of pyroptosis indicates that GSDMD’s function extends beyond the regulation of cell death. These findings can be explained by the loss of *Gsdmd*, which is associated with the development of a pro-inflammatory osteocyte phenotype characterized by impaired release of GSDMD-mediated factors and metabolites that normally regulate bone remodeling, thereby disrupting the osteocyte-centered regulatory network in the subchondral bone. This shift drives increased bone turnover through extensive crosstalk with osteoclasts and osteoblasts via the lacunar-canalicular network, leading to structural alterations in the subchondral bone microenvironment, including subchondral bone sclerosis, and, consequently, increased mechanical stress on the overlying cartilage, thereby exacerbating OA progression and cartilage degeneration (Fig. 7).

**Fig. 7:**
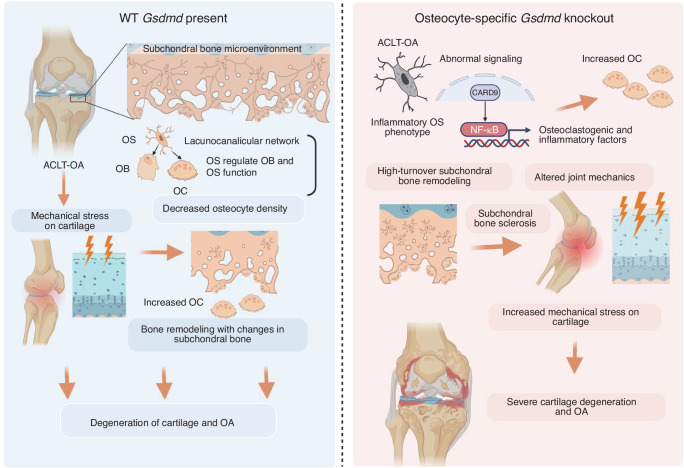
Proposed mechanism by which osteocyte-specific deletion of *Gsdmd* exacerbates OA progression. Osteocyte-specific deletion of Gsdmd leads to enhanced CARD9/NF-κB signaling and promotes an inflammatory osteocyte phenotype. This shift increases osteoclastogenic signaling, resulting in abnormal high-turnover SCB remodeling. The resulting structural alterations, including subchondral bone sclerosis, modify joint mechanical properties and increase mechanical stress on the overlying cartilage, thereby accelerating cartilage degeneration and OA progression. OS osteocyte, OB osteoblast, OC osteoclast

The major limitation of this study is that only male mice were used in the ACLT-induced OA model. However, in our OVX model, which utilized female mice, osteocyte-specific Gsdmd knockout mice similarly exhibited increased bone remodeling compared with WT mice. While this observation suggests that osteocyte-derived GSDMD may regulate bone turnover in both sexes, future studies are needed to determine whether osteocyte-derived GSDMD exerts comparable effects in female mice during OA progression, given the well-documented sex differences in OA pathophysiology.

In conclusion, our findings provide clear evidence for the critical role of osteocyte function in osteoarthritis, as disruption of osteocyte homeostatic regulation leads to increased SCB remodeling and contributes to disease progression. This study identifies GSDMD as a homeostatic guardian in osteocytes rather than a simple executor of pyroptosis, with its loss accelerating OA progression. Loss of this regulatory function promotes abnormal high-turnover remodeling of SCB, ultimately accelerating cartilage degeneration following joint injury. Although targeting GSDMD-mediated pyroptosis has demonstrated beneficial effects in experimental OA models, its clinical application should be approached with caution, as it may interfere with essential physiological processes or promote a pro-inflammatory phenotype in certain cell types. From a clinical perspective, individuals with gain-of-function mutations in GSDMD may exhibit an exaggerated inflammatory response in bone tissue when exposed to environmental stimuli, making them more susceptible to OA and other bone-related diseases.

## Materials and methods

### Study approvals and ethics

The protocols for the use of human samples in our experiments were approved by the Research Ethics Review Board of Hokkaido University Hospital with the consent of patients/donors (Approval No. 021-0029). The patients’ informed consent was obtained for use in this study. Animal experiments and genetic recombination experiments were conducted with the approval of the Hokkaido University Graduate School of Medicine Animal Experiment Facility Committee (21-0044, 2018-048).

### Human samples and immunohistochemistry (IHC) staining

Cartilage and subchondral bone were collected from late-stage OA patients who underwent total knee arthroplasty. Samples were fixed with 10% formalin (Wako, Osaka, Japan), declassified by treatment with EDTA (Wako, Osaka, Japan), embedded in paraffin, and finally sectioned into slices (3 μm thickness) for IHC staining. Sections were incubated with primary antibody targeting GSDMD (Cell Signaling, Massachusetts, USA; catalog no. #39754) and Caspase1 (GeneTex, California, USA; catalog no. GTX101322), and the signals were amplified with a horseradish peroxidase-conjugated specific antibody, followed by counterstaining with hematoxylin (Wako, Osaka, Japan).

### Isolation of primary murine osteocytes

Primary osteocytes were isolated from long bones of 7-week-old C57BL/6 mice (Clea, Tokyo, Japan), as earlier described.^30^ Briefly, Long bones of the extremities were dissected, epiphyses were cut off, and marrow cavities were carefully washed with PBS (NACALAI TESQUE, Kyoto, Japan; catalog no. 14249-95) to remove marrow cells using a needle and syringe. Bone samples were then cut into 1–2 mm fragments, followed by digestion with trypsin solution (Wako, Osaka, Japan; catalog no. 201-16945) for 20 min in 37 °C, 5% CO_2_ incubator. Thereafter, bone pieces were washed with PBS and digested with 0.001 g/mL collagenase type II solution (Gibco, Thermo Fisher Scientific, Massachusetts, USA; catalog no.17101015) at 37 °C for 1 h. Bone pieces were next suspended in EDTA solution and incubated at 37 °C for 30 min in a water bath with shaking. The EDTA solution was harvested, and bone pieces were further digested in 0.001 g/mL collagenase type I solution (Sigma-Aldrich, Missouri, USA; catalog no. C9891) at 37 °C water bath for 30 min with shaking. Collagenase type I solution was harvested, mixed with previously harvested EDTA solution, and centrifuged at 200 × *g* for 10 min. Repeated rounds of incubation with EDTA and collagenase type I solution were performed. Digested bone pieces were washed with PBS three times and cultured with isolated cells after 3rd time of digestion in α-minimum essential medium (Sigma-Aldrich, Missouri, USA; catalog no. M8042) supplemented with 5% fetal bovine serum (FBS) (Nichirei Biosciences, Tokyo, Japan; catalog no.1775012), 5% calf seraf (Sigma-Aldrich, Missouri, USA; catalog no. C8056) and 1% penicillin/streptomycin (Wako, Osaka, Japan; catalog no. 168-23191) at 37 °C with 5% CO_2_ in a humidified incubator for 7 days. The cells were identified as osteocytes by immunofluorescence. Briefly, cells were seeded on coverslips and then fixed by 4% paraformaldehyde solution (Wako, Osaka, Japan) for 30 min at room temperature. Cells were permeabilized with 1% Triton X-100 (Sigma-Aldrich, Missouri, USA) in PBS for 5 min and then incubated with the DMP1 antibody conjugated Alexa Fluor 488 (antibodies-online, Aachen, Germany; catalog no. ABIN6818494) diluted 1: 100 in 3% FBS in PBS for 2 h at 37 °C in a moist chamber. DAPI (Dojindo Molecular Technologies, Kumamoto, Japan; catalog no. D523) was used to label the nuclei of the cells. Coverslips were analyzed by an All-In-One Fluorescence microscope (BZ-X710, Keyence, Tokyo, Japan).

### Primary chondrocytes isolation

Primary articular chondrocytes were obtained from the cartilage of 5–6-day-old C57BL/6J mice, as previously described.^9^ Cartilage was carefully dissected from the femoral condyles and tibial plateau and subjected to overnight enzymatic digestion at 37 °C in DMEM (Sigma-Aldrich, Missouri, USA; catalog no. D5546) containing collagenase D (Roche Diagnostics GmbH, Mannheim, Germany; catalog no. 11088866001). The isolated cells were resuspended in DMEM supplemented with 10% heat-inactivated FBS, 2 mmol/L L-glutamine (Sigma-Aldrich, Missouri, USA; catalog no. G7513), and 25 mg/L penicillin/streptomycin solution. Experiments were performed using primary chondrocytes within the first 2 passages.

### Co-culture of osteocytes with stimulated chondrocytes

Primary murine osteocytes and MLO-Y4 osteocyte cell line (obtained from Professor Lynda F. Bonewald, Indiana Center for Musculoskeletal Health, ICMH, IU School of Medicine, Indianapolis, IN, USA) were seeded at a density of 1 × 10^5^ cells onto 24-well plates coated with 0.15 mg/mL collagen type 1 solution. On the other hand, primary murine chondrocytes were seeded (2 × 10^5^ cells) onto 1.0 µm cell culture transwell inserts (Falcon cell culture inserts, BD Biosciences, New Jersey, USA) and stimulated by treatment with 10 ng/mL interleukin-1β (IL-1β) (BioLegend, California, USA; catalog no. 575106) for 6 h. Thereafter, chondrocytes were washed with PBS 2 times and cultured for 24 and 48 h with seeded osteocytes onto a 24-well plate. Cells were subsequently harvested for further analysis.

### Generation of osteocyte-specific *Gsdmd*-deficient mice

Osteocyte-specific *Gsdmd*-deficient mice (*Gsdmd*^fl/fl^; DMP1-Cre) were generated using the Cre-loxP recombination system. Conditionally targeted *Gsdmd* floxed mice (*Gsdmd*^fl/fl^; RIKEN BRC, No. RBRC10762),^31^ in which critical exons of the *Gsdmd* gene are flanked by loxP sites, were crossed with DMP1-Cre transgenic mice (Lynda F. Bonewald, Indiana Center for Musculoskeletal Health, Indiana, USA),^32^ which express Cre recombinase specifically in osteocytes under the control of the dentin matrix protein 1 (DMP1) promoter. In the first generation (F1), *Gsdmd*^fl/+^; DMP1-Cre offspring were identified and further crossed with *Gsdmd*^fl/fl^ mice to generate *Gsdmd*^fl/fl^; DMP1-Cre mice (osteocyte-specific knockout). Genotyping was performed by PCR analysis using genomic DNA extracted from tail biopsies, with primers specific for the *Gsdmd* floxed allele and the Cre transgene. In *Gsdmd*^fl/fl^; DMP1-Cre mice, Cre-mediated recombination occurs specifically in osteocytes, resulting in targeted deletion of *Gsdmd* in these cells. Age- and sex-matched mice were used for all experiments. Furthermore, body weight and body length were measured and compared to those of WT mice at postnatal day 5 and at 4 weeks of age to assess the developmental status of *Gsdmd*-deficient mice. In addition, in 4-week-old mice, the bone mineral density of the distal femur was evaluated by μCT, and the thickness of the subchondral bone in the knee joint was assessed by Safranin O staining. No differences were observed in body length, body weight, or bone parameters between *Gsdmd*-deficient and WT mice (Fig. S8).

### Anterior cruciate ligament transection OA model (ACLT)

The 8-week-old C57BL/6J and *Gsdmd*-deficient male mice were used for the instability OA model. OA was induced in the left knee by dislocating the patella and cutting the anterior cruciate ligament with a microsurgical blade.^9^ The left knee joints were collected after 2, 4, and 6 weeks for histological examination. The joints were fixed in 10% formalin for 24 h, decalcified with EDTA, and then embedded in paraffin in a frontal orientation. The sections were subsequently stained with hematoxylin and eosin, as well as Safranin O-Fast green (Wako, Osaka, Japan). The histopathological evaluation was carried out using the Osteoarthritis Research Society International semiquantitative scoring system for cartilage. Additionally, synovitis and osteophyte formation were scored on the H&E-stained and Safranin O-stained sections, respectively.^33,34^ The subchondral bones of the tibial plateaus were further subjected to micro-CT (R_mCT2; Rigaku Corporation, Tokyo, Japan) analysis and bone histomorphometry analysis.

### Murine osteoporosis model

The 10-week-old C57BL/6J and *Gsdmd*-deficient female mice and osteocyte-specific knockout female mice were anesthetized by an intraperitoneal injection of 100 mg/kg of ketamine and 10 mg/kg of xylazine for bilateral ovariectomies.^35^ Mice were sacrificed 6 weeks after surgery, and their femurs were further subjected to micro-CT analysis and bone histomorphometry analysis.

### Bone morphometry

Femurs and knee joints of mice were harvested and fixed in 10% formalin for 24 h and then scanned by micro-CT at a 10 μm isotropic resolution, and X-ray energy was 80 kV and 80 mA. Parameters, such as the BS/TV, BV/TV, Tb.N, Tb.Sp, and vBMD were measured using a TRI/3D-BON (Ratoc System Engineering Co, Tokyo, Japan). For bone histomorphometric analyses, fixed samples were decalcified in EDTA and embedded in paraffin, and 5 μm-thick longitudinal sections were prepared and stained with TRAP (MilliporeSigma, Massachusetts, USA) with a methyl green counterstain to observe osteoclasts. The number of osteoclasts/bone surface (N.Oc/B.Pm) and size (Oc.Pm/B.Pm) at the secondary spongiosa of the distal femur or subchondral bone were determined using the ImageJ software. The area 250 μm proximal to the growth plate was defined as the primary spongiosa, and that of 250–1 000 μm proximal to the growth plate was defined as the secondary spongiosa.^36^

### Pyroptosis induction and co-culture models

Primary osteocytes isolated from C57BL/6J and *Gsdmd-*deficient mice were seeded on collagen type I-coated plates and stimulated with LPS (10 ng/mL) for 3 h, followed by aluminum hydroxide (20 µg/mL) for an additional 3 h to induce pyroptosis.^37,38^ Cells were then harvested for analysis. In the co-culture model, pyroptosis-induced osteocytes were seeded at a density of 1 × 10^5^ cells per well in 24-well plates and co-cultured with osteoclast precursors seeded onto transwell inserts for 24 h. RAW264.7 murine macrophage cell line (RIKEN BioResource Research Center, Ibaraki, Japan) was used as osteoclast precursors and seeded at a density of 3 500 cells per well, then cultured in medium containing recombinant mouse receptor activator of nuclear factor κB ligand (Biolegend, California, USA; catalog no. 462-TEC) (50 ng/mL) for 4 days before co-culturing. After co-culture, osteoclast precursors were subsequently harvested for further gene expression analysis. Using a similar approach, stimulated osteocytes were co-cultured for 24 h with either primary mouse osteoblasts or chondrocytes isolated from mice. Following co-culture, cells were harvested, and protein expression was evaluated by Western blotting.

### Combined genetic silencing and pharmacological inhibition of CARD9

Primary osteocytes isolated from WT-type and *Gsdmd-*deficient mice were seeded at a density of 1 × 10^5^ cells per well on collagen type I-coated 24-well plates. *Card9* silencing was achieved using the CRISPR-Cas9 system with CRISPRMAX™ Transfection Reagent (Thermo Fisher Scientific). Osteocytes were transfected with gRNA-containing medium and cultured for 48 h to induce *Card9* gene disruption. To achieve maximal inhibition of CARD9, osteocytes were subsequently pretreated with the selective CARD9 inhibitor BRD5529 (MedChemExpress) at a concentration of 20 μmol/L for 2 h. Cells were then stimulated with LPS (10 ng/mL) for 3 h in the continued presence of BRD5529 (20 μmol/L), followed by aluminum hydroxide stimulation for an additional 3 h, also in the presence of BRD5529. Following stimulation, cells were used for co-culture experiments.

### RNA isolation and quantitative real-time polymerase chain reaction (qRT-PCR)

In vitro, cells were homogenized and lysed using TRIzol (Invitrogen, California, USA; catalog no. 15596018). RNA was extracted using the NucleoSpin RNA Kit (Takara Bio, Shiga, Japan; catalog no. U0955C) and purified 0.25 μg RNA samples were used to synthesize cDNAs using the Go Script reverse transcriptase kit (Promega Corporation, Wisconsin, USA; catalog no. A5003). For extracting RNA from subchondral bone, the knee joints of mice were harvested after 4 weeks of the ACLT surgery. The surrounding muscles and ligaments, the distal femur and proximal tibia ends were exposed, articular cartilage was excised with a scalpel, and the bone ends distal to the growth cartilage and subchondral bone were excised. The extracted bone ends were split in half, and the bone marrow was washed off with PBS using a syringe. The harvested subchondral bone tissues were crushed using a Power Masher II (Nippi, Tokyo, Japan) under cooling with liquid nitrogen. Tissues were lysed using TRIzol and then subjected to RNA extraction and cDNA synthesis. The cDNAs were next assayed using the TB Green Premix Ex Taq II (Takara Bio, Shiga, Japan; catalog no. RR830L) with gene-specific primers listed in Table S1. Gene expression of each target was determined by the 2^−ΔΔCt^ method.

### Western blotting

Cells were lysed in EzApply sample buffer (ATTO, Tokyo, Japan; catalog no. AE-1430) and then heated at 100 °C for 5 min. The proteins extracted from the lysate were separated by SDS-PAGE and subsequently transferred onto PVDF membranes (Immobilon-P; Millipore, Massachusetts, USA; catalog no. IVPH00010) using an electrophoretic transfer system. The membranes were blocked with 3% skim milk and then incubated with primary antibodies at the concentrations specified by the manufacturers (Table S2). The secondary antibody conjugated with HRP respective primary antibody was used for the detection of bound antibodies. Signals were detected using Ez WestLumi Plus (ATTO, Tokyo, Japan; catalog no.WSE-7120), and the images were analyzed using an iBright 1500 Imaging System (Thermo Fisher Scientific, Massachusetts, USA). Band intensities were quantified relative to GAPDH levels using ImageJ.

### Bulk RNA-seq analysis

Libraries were constructed from 1 µg of high-quality RNA using the NEBNext Ultra II Directional RNA Library Prep Kit (New England Biolabs) and then sequenced using an Illumina NovaSeq X plus (Illumina, San Diego, CA, USA). The resulting data comprised 150 bp paired-end reads, yielding 6 G bases per sample, and roughly 26.7 million reads per sample were trimmed and aligned to the mouse reference genome (mm39) using HISAT2. Read counts were generated with FeatureCounts v2.0.6, and gene expression was quantified as fragments per kilobase of transcript per million mapped reads (FPKM) based on each gene’s length and the read counts.^39,40^ The reads were quantified via RSEM, and the raw count data were subjected to the edgeR (R package v3.22.5) to determine the differentially expressed genes and fold changes. Significance was set up on the basis of a <0.05 false discovery rate. GO and pathway enrichment analyses were performed via the public database for the gene-set enrichment tool ShinyGO (http://bioinformatics.sdstate.edu/go74/), and visualization/graphing was performed via SRplot tools (http://www.bioinformatics.com.cn/srplot).^39,40^ BBrowserX software (BioTuring Inc., San Diego, CA, USA: https://bioturing.com/bbrowserx) was used for analyzing single-cell RNA-sequencing (scRNA-Seq) public database (GSE196678).^41^ The RNA-seq data reported in this study are deposited in the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/) with the accession numbers GSE301329 and GSE305276.

### Statistical analysis

No statistical methods were used to predetermine sample size. All statistical analyses were conducted using GraphPad Prism version 10.4.1 (Dotmatics, California, USA). Comparisons between two independent groups were evaluated using Student’s *t*-test, while differences among multiple groups were analyzed by One-way ANOVA, followed by Tukey’s multiple-comparison procedure. *P* value of less than 0.05 was deemed statistically significant.

## Supplementary information

Supplemental materials

Raw data

## Data Availability

All supporting data values are provided in the Supporting Data Values file. The RNA-Seq data included in this study are publicly available at the NCBI GEO database (https://www.ncbi.nlm.nih.gov/geo/) with accession numbers GSE301329 and GSE305276. Other materials can be obtained by contacting the corresponding author.

# Supplementary material for: Osteocyte-specific gasdermin D deletion accelerates osteoarthritis via promoting subchondral inflammation and remodeling
**Source:** Bone Res. 2026 Jul 28;14:75. doi: 10.1038/s41413-026-00566-w
**Supplement:** Supplementary file 1 — Supplemental materials

**Supplementary Materials**

**Osteocyte-specific Gasdermin D deletion accelerates osteoarthritis via promoting subchondral inflammation and remodeling**

Yuki Ogawa^1^, Taku Ebata^1^, Taiki Tokuhiro^1^, Liyile Chen^1^, Ryota Suzuki^1^, Yuki Fujie^1^, Masaya Nakajo^1^, Tsutomu Endo^1^, Hend Alhasan^1^, Masanari Hamasaki^1^, Daisuke Takahashi^1^, Koji Iwasaki^1^, Ken Kadoya^1^, Tomohiro Onodera^1^, Norimasa Iwasaki^1^, M Alaa Terkawi^1^*

**8 Supplementary Figures**

**2 Supplementary Tables**

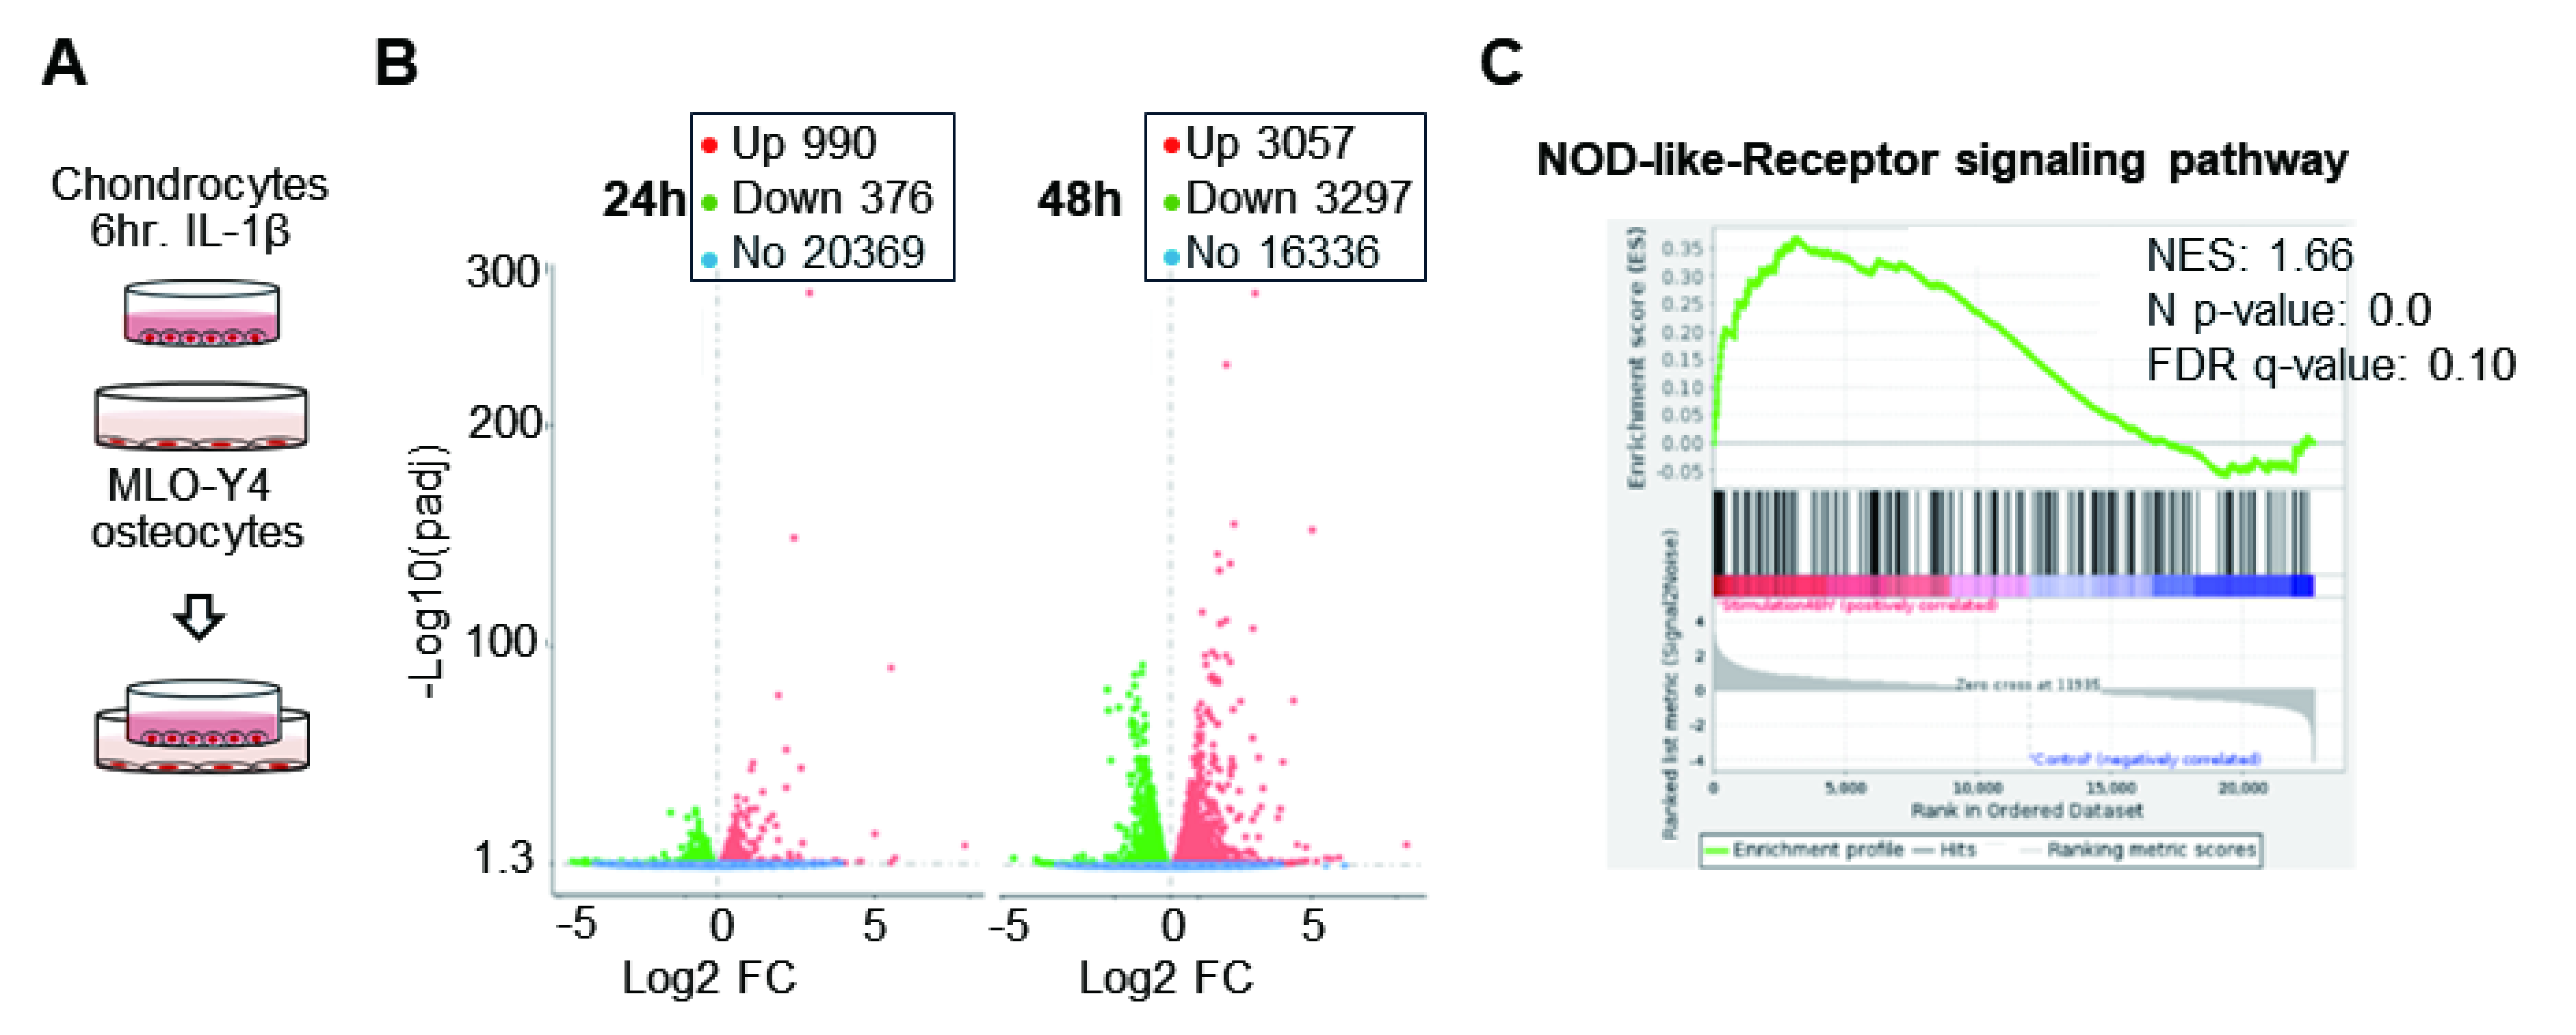

**Supplementary Figure 1. Detection of pyroptosis signaling in osteocytes co-cultured with stimulated chondrocytes.** A) Schematic of the experimental setup showing the co-culture of chondrocytes and MLO-Y4 osteocyte-like cells for 24 h and 48 h. B) Volcano plots depicting the molecular response of MLO-Y4 cells after co-culture with IL-1β-stimulated chondrocytes at 24 h and 48 h. C) GSEA analysis of the NOD-like receptor signaling pathway based on differentially expressed genes after 48 h of co-culture.

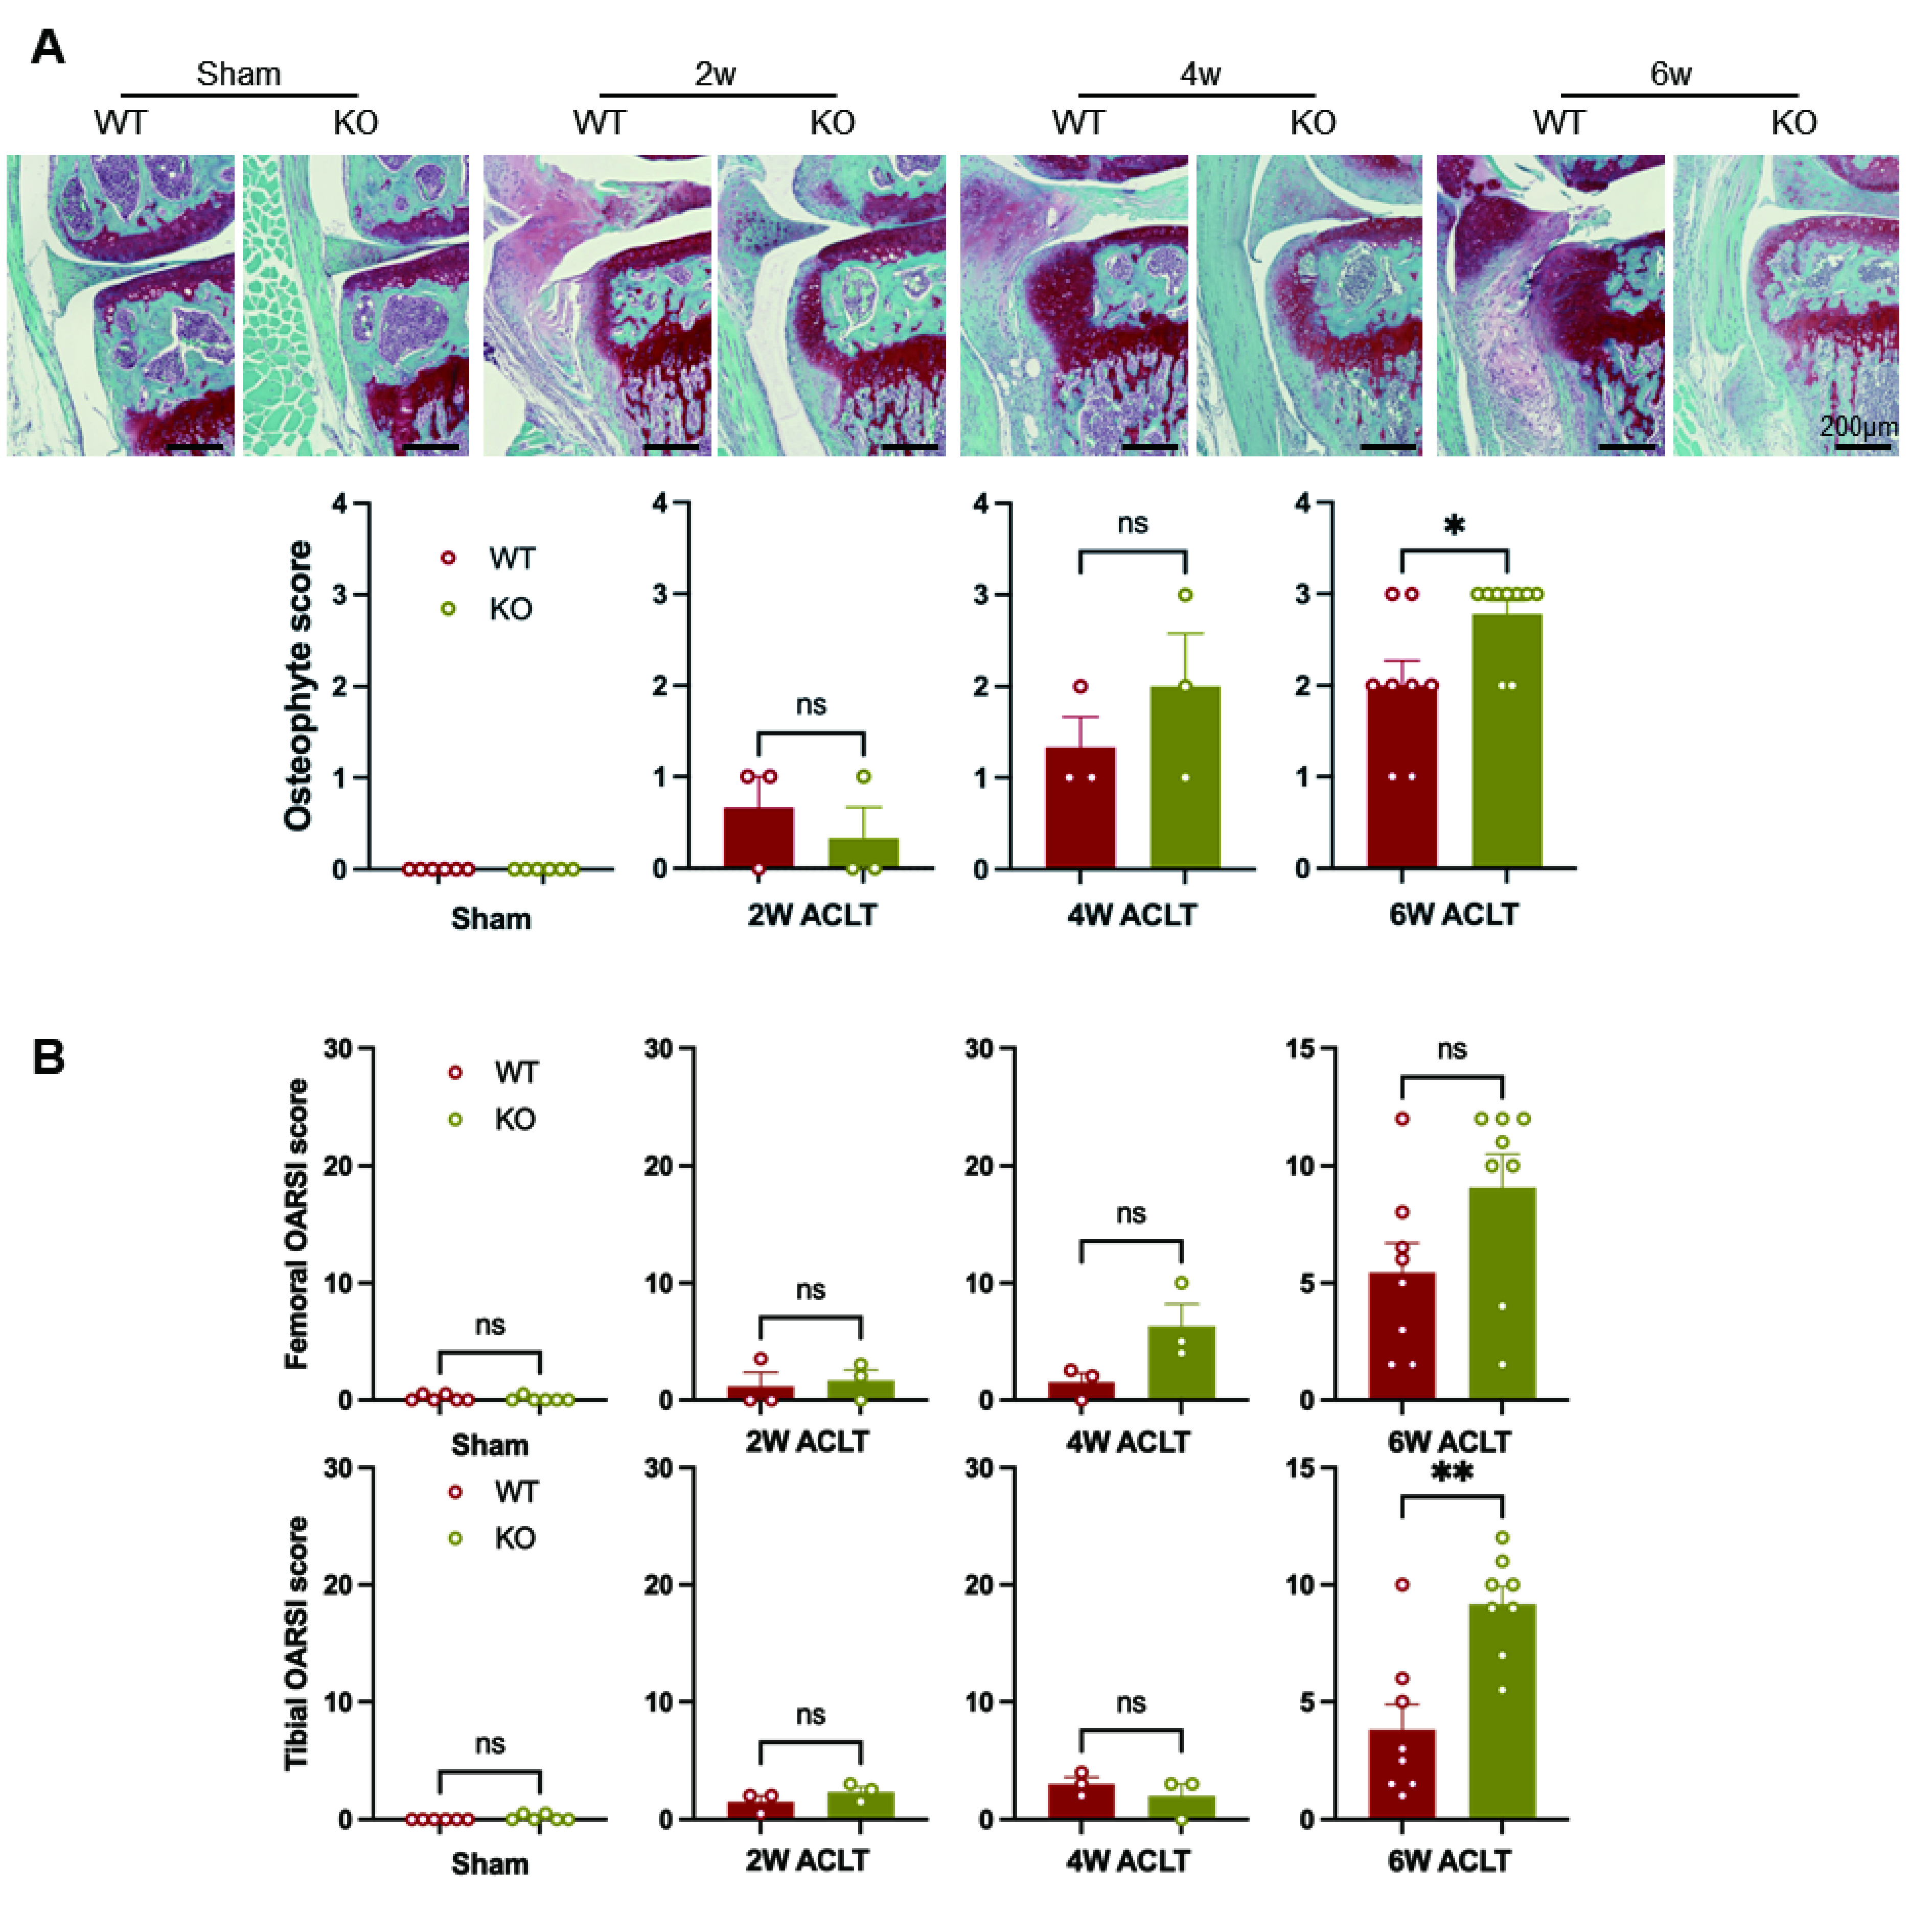

**Supplementary Figure 2. Osteophyte scores following ACLT-induced OA in knees of WT and *Gsdmd*-deficient mice.** A) Analyses were performed at 2, 4, and 6 weeks post-surgery. Upper panels, representative Safranin O-stained sections of cartilage. Scale bars are indicated. Lower panels, Quantification of osteophyte scores. B) Changes in femoral and tibial OARSI cartilage scores following ACLT-induced OA in WT and *Gsdmd*-deficient mice. In bar charts, each symbol represents an individual sample, with bars and whiskers denoting the mean ± SEM. Statistical significance was assessed using a Student’s t-test: *P < 0.05.

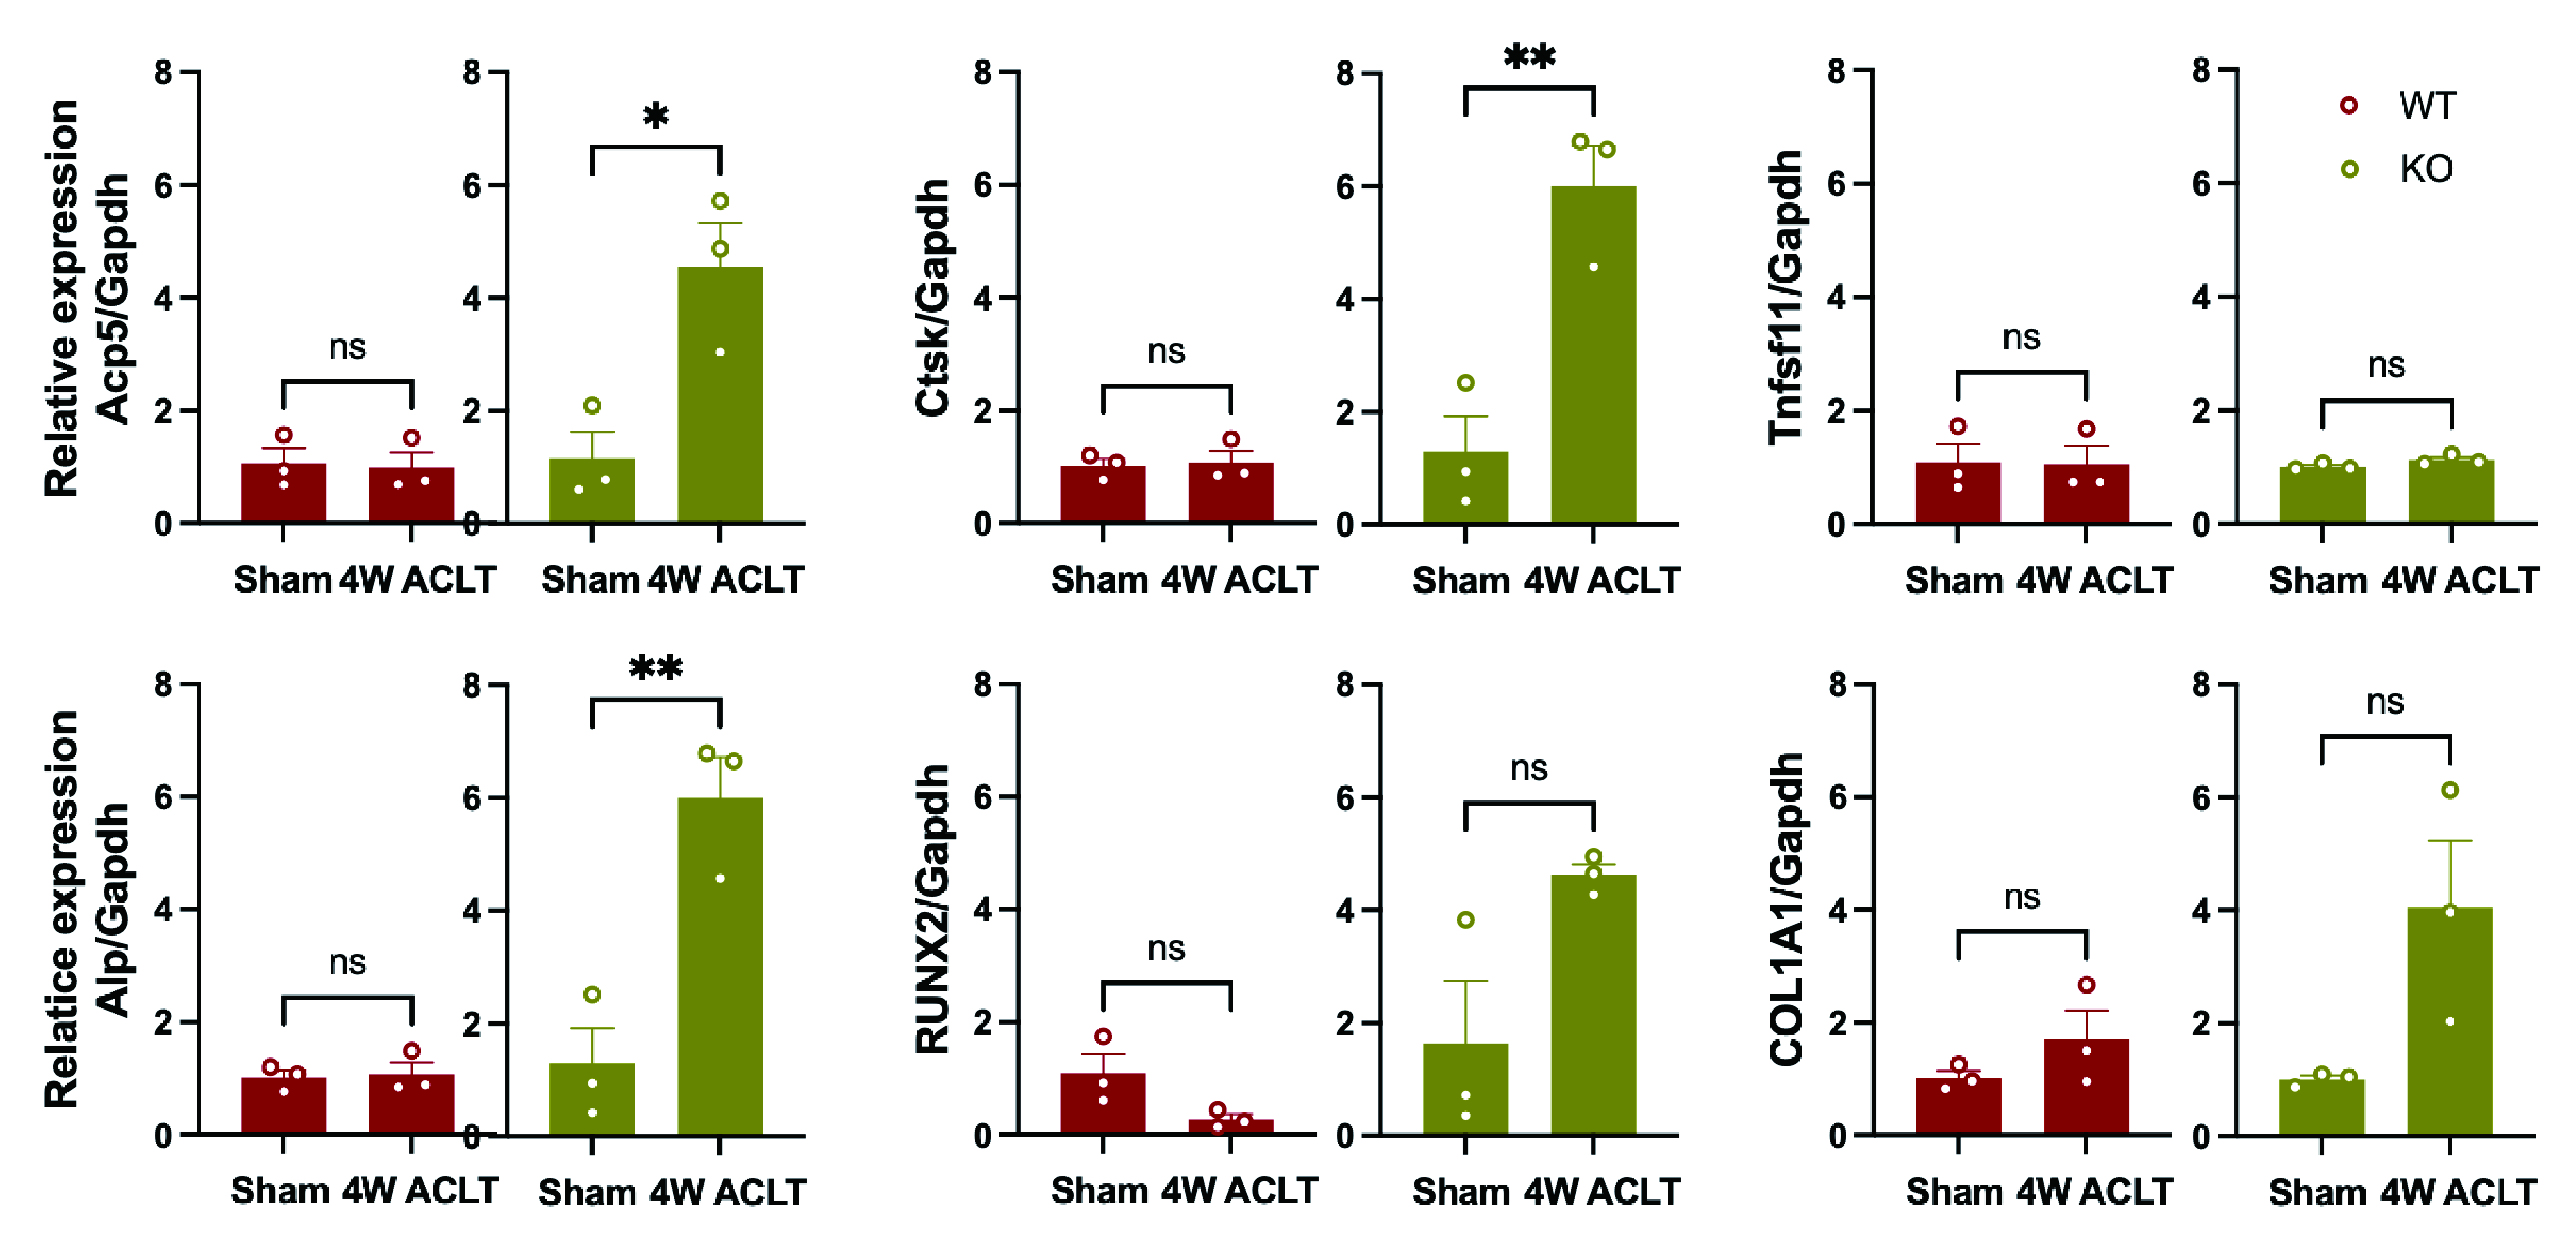

**Supplementary Figure 3. Relative gene expression of born turnover markers in subchondral bone tissue following ACLT-induced OA in WT and *Gsdmd*-deficient mice.** Analyses were performed at 4 weeks post-surgery using qRT-PCR. In bar charts, each symbol represents an individual sample, with bars and whiskers denoting the mean ± SEM. Statistical significance was assessed using a two-tailed Student’s t-test: *P < 0.05; **P < 0.01.

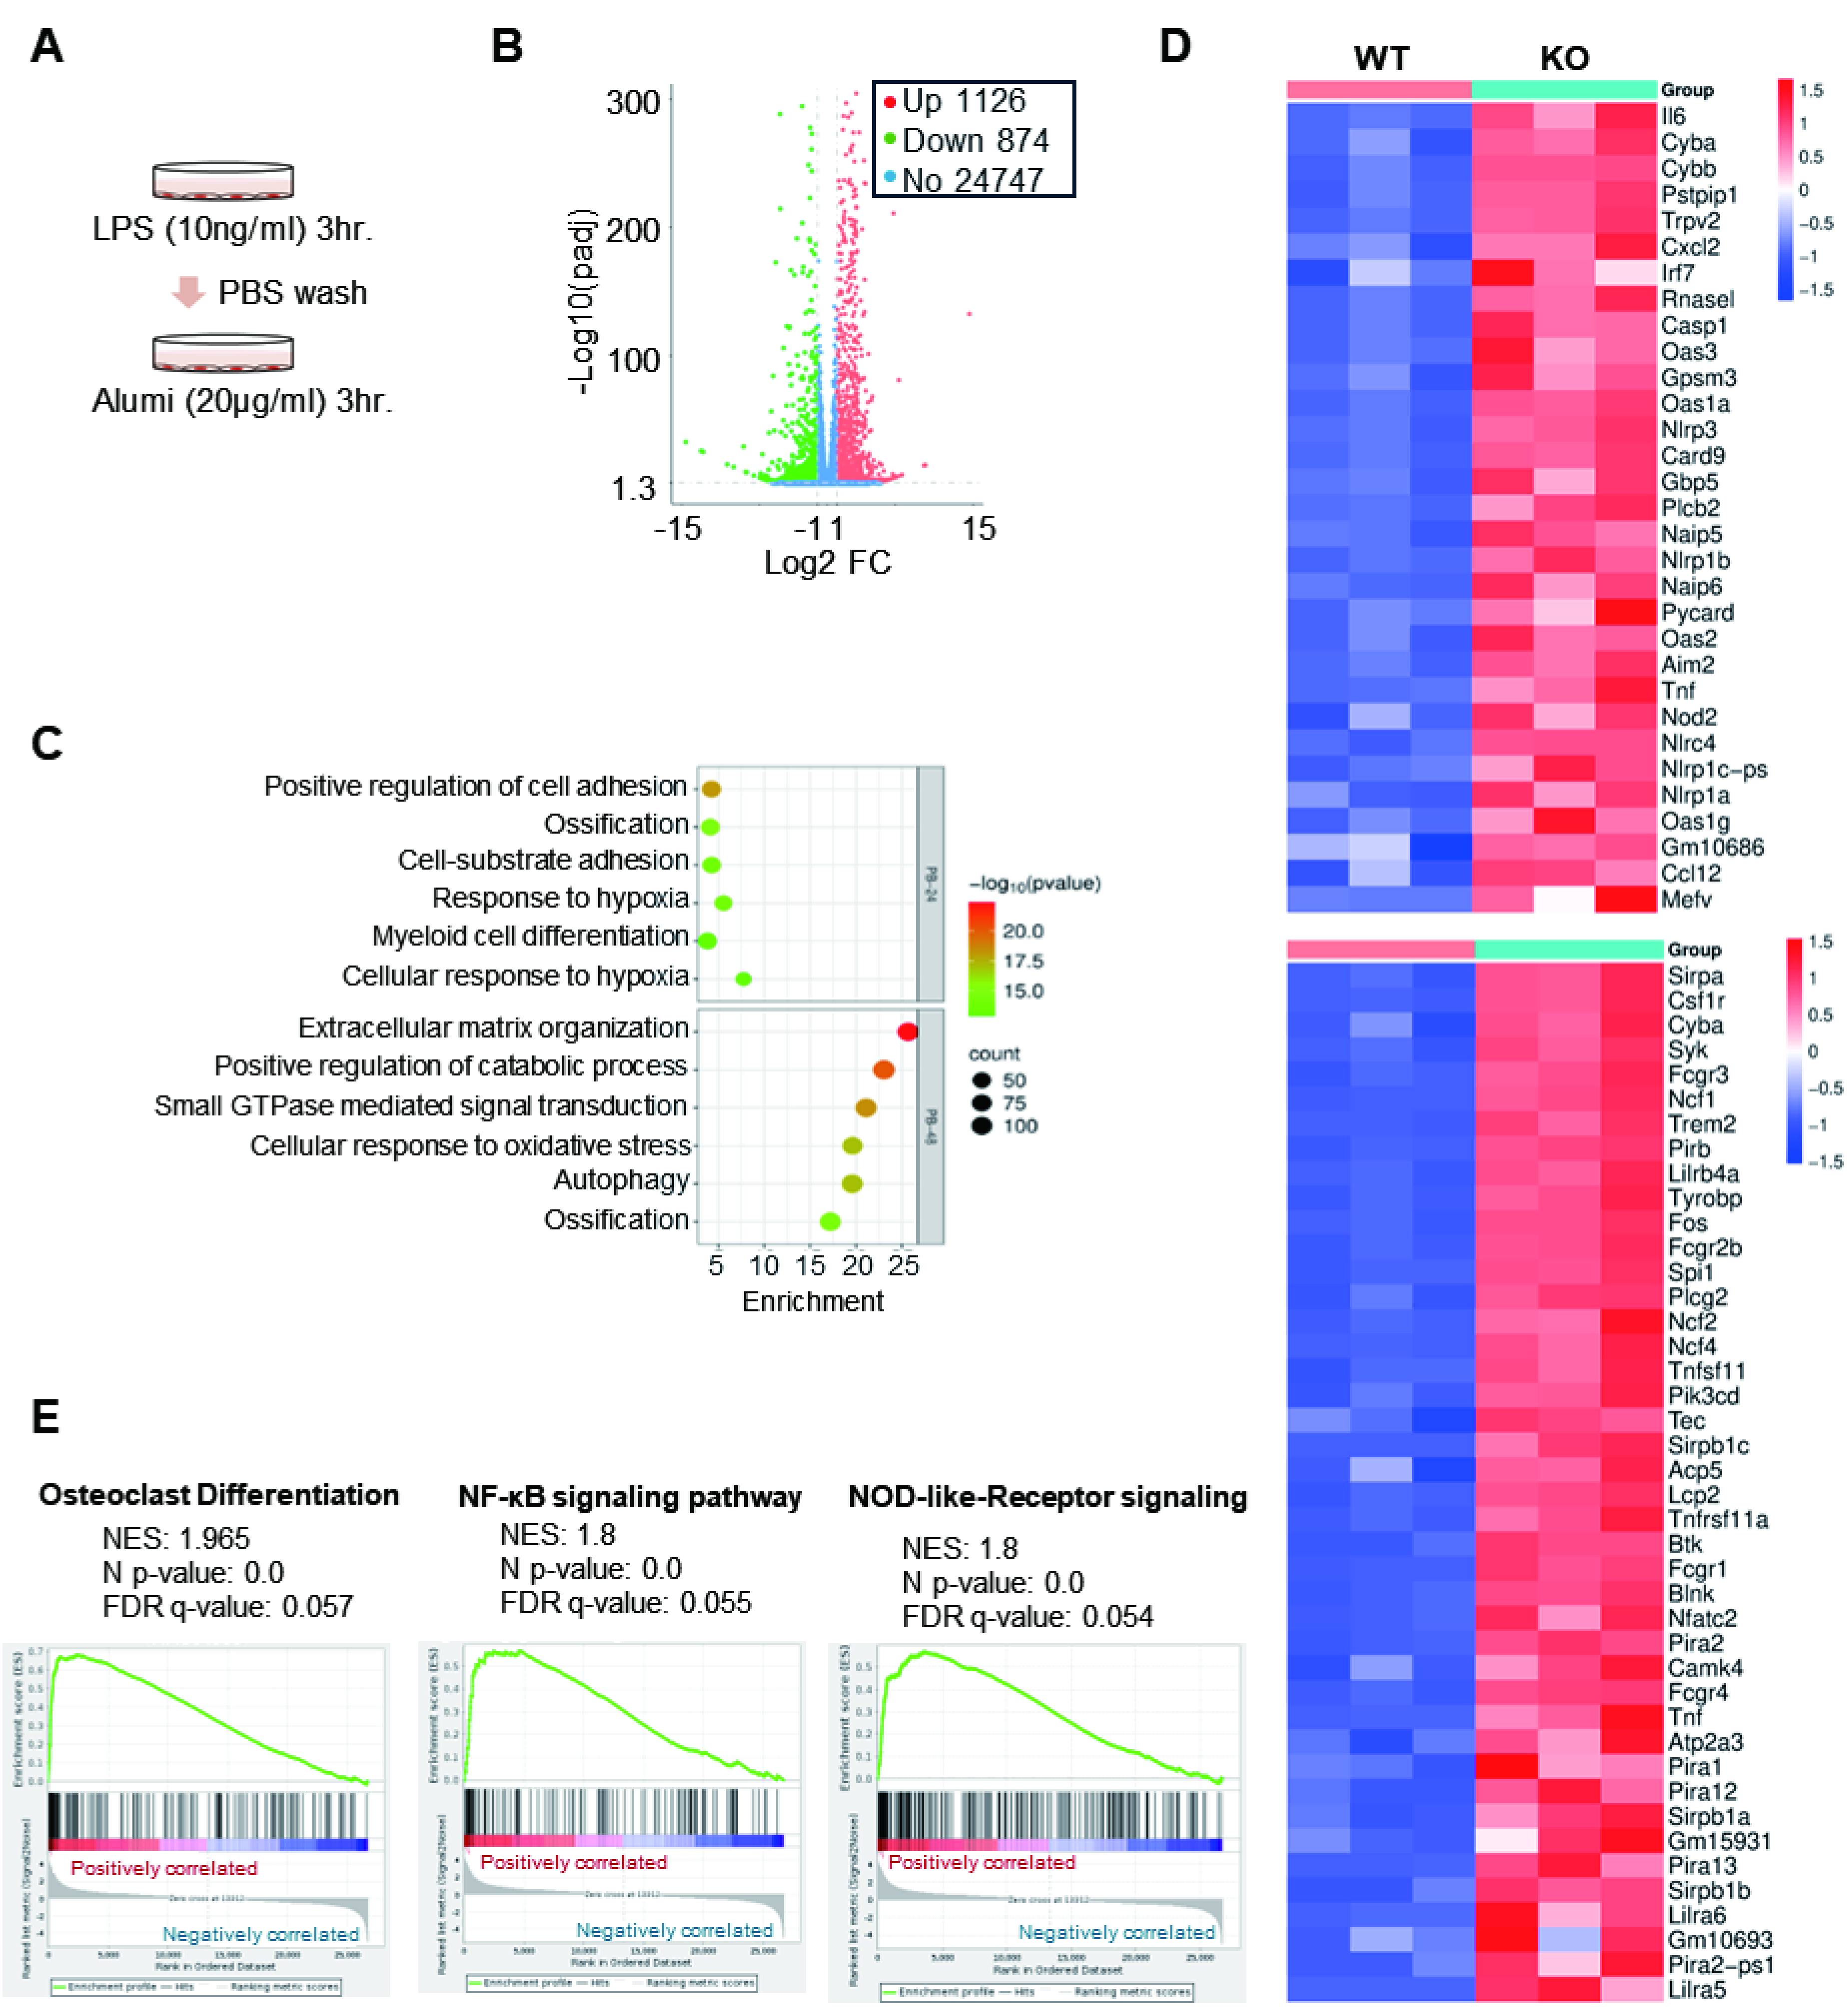

**Supplementary Figure 4. Molecular responses of *Gsdmd*-deficient osteocytes and their contribution to subchondral bone pathology.** A) Schematic of the experimental setup showing the stimulation condition to induce pyroptosis in osteocytes. B) Volcano plots depicting the molecular response of *Gsdmd*-deficient osteocytes KO as compared to WT osteocytes following stimulation with LPS and Alumi. C) Gene Ontology analysis of the differentially upregulated genes. D) Heatmap illustrating differentially expressed genes involved in the NOD-like receptor signalling in the upper panel and Osteoclast differentiation signalling pathways in the lower panel. E) GSEA analysis of the osteoclast differentiation, NF-κB signaling pathway, NOD-like receptor signaling pathway based on differentially expressed genes.

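The heatmap genes are ordered by pathway, and several belong to families of near-identical genes. Of the 69 different genes tested from both panels, 28 belong to such families, among them the *Pira*, *Lilr*, *Sirpb1*, *Fcgr*, *Oas*, *Naip* and *Nlrp1* genes. The authors' counting could have split or dropped reads that fit several copies, so the values of single members are uncertain. The other 41 genes, which the study also picked from these libraries, had a median log2 fold change of 2.22 between the libraries labelled *Gsdmd*-deficient and WT. *Gm10693* and *Lilra5*, from the osteoclast panel, had too few counts to be tested.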

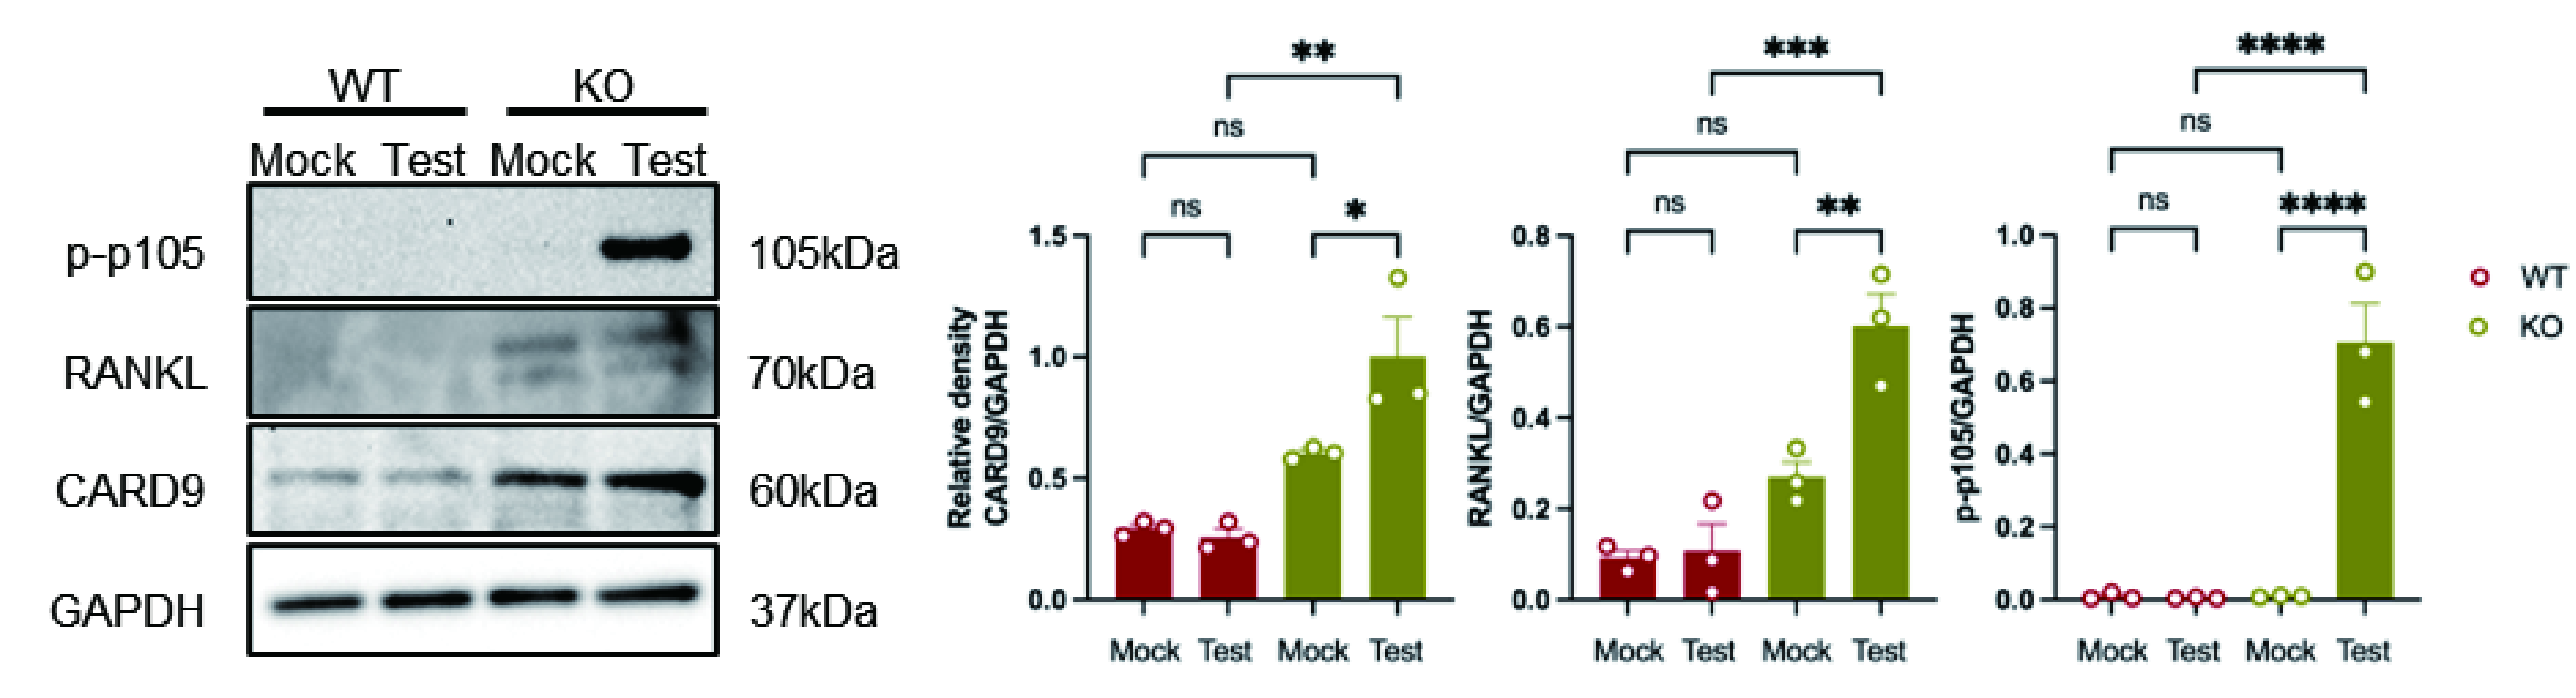

**Supplementary Figure 5. Quantification of relative band density of each target protein normalized to GAPDH in osteocytes from WT and *Gsdmd*-deficient mice after 1-hour LPS stimulation.** Left panels are representative blot images, and the right panels are quantification of band density of each target. In bar charts, each symbol represents an individual sample, with bars and whiskers denoting the mean ± SEM. Statistical significance was assessed using a one-way analysis of variance. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

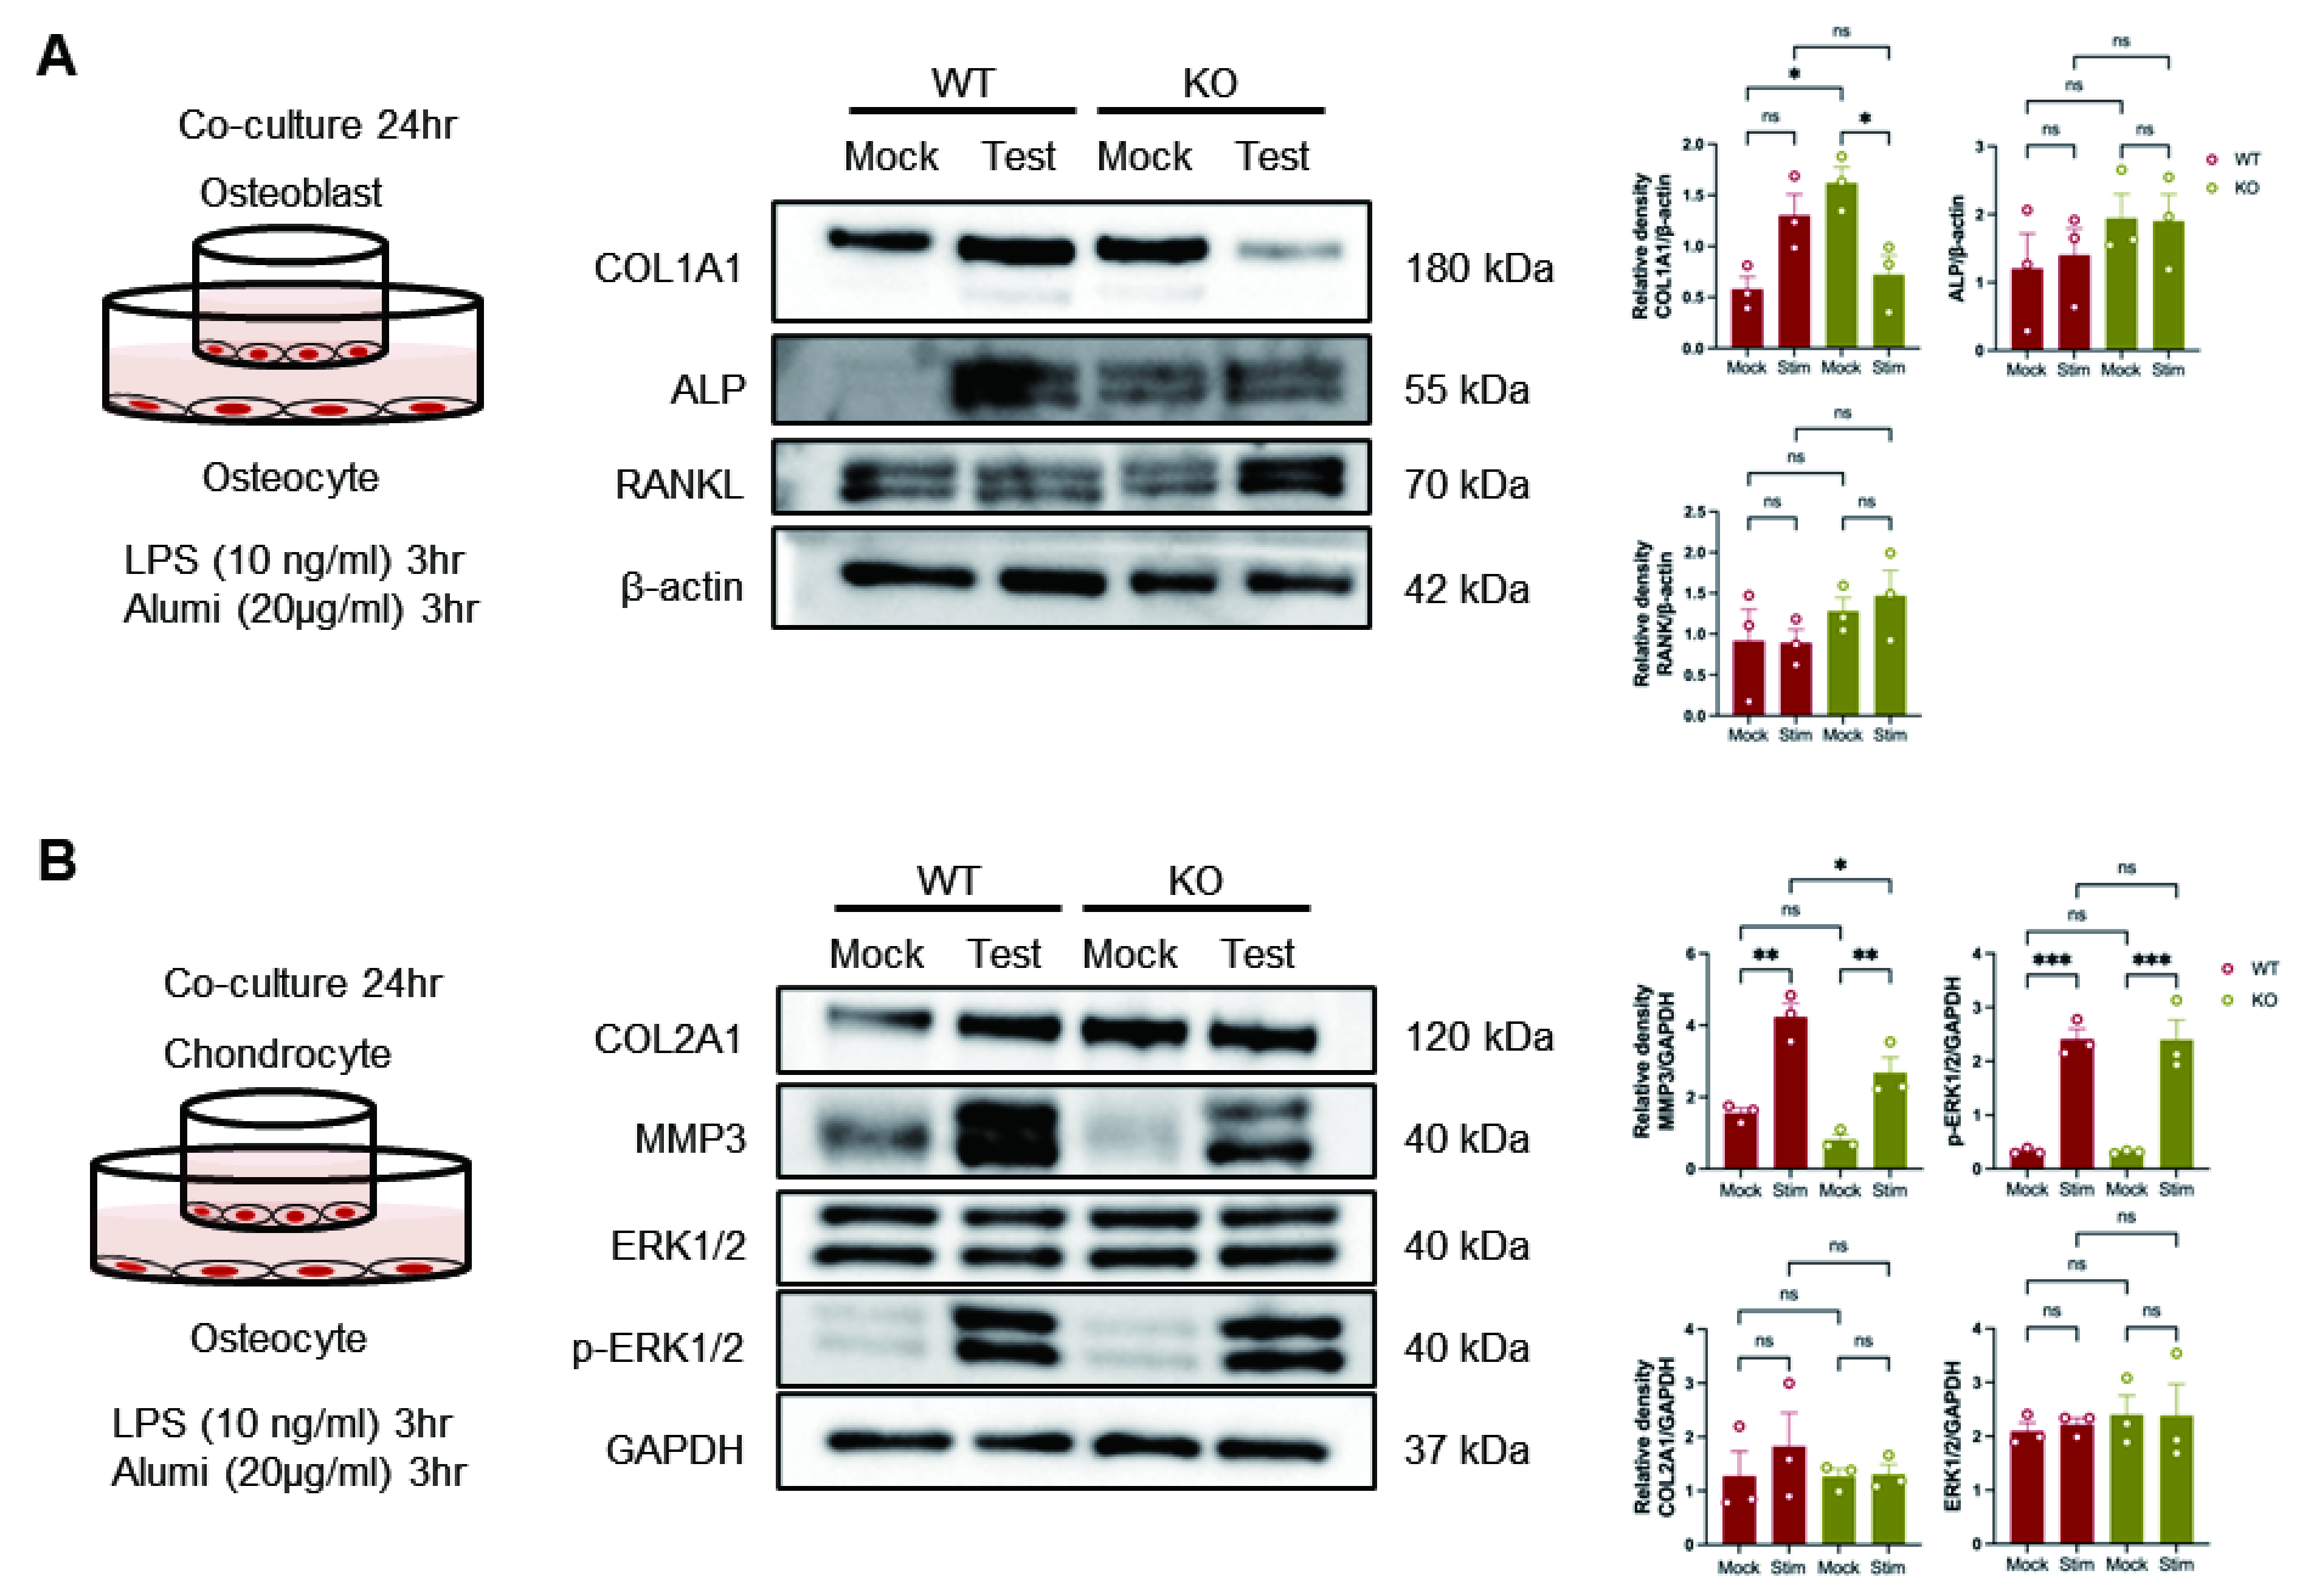

**Supplementary Figure 6.** **Quantification of relative band density of each target protein** **in chondrocyte or osteoblast after co-cultured. for 24 hours with LPS and Alumi stimulation osteocytes.** A) Schematic of the experimental setup showing the co-culture of stimulated osteocytes with osteoblast cells. Western blot detection of functional markers in osteoblast cells co-cultured with stimulated osteocytes. Right panels show quantification of protein expression based on band intensity. B) Schematic of the experimental setup showing the co-culture of stimulated osteocytes with chondrocyte cells. Western blot detection of anabolic and catabolic factor markers in chondrocyte cells co-cultured with stimulated Osteocytes. Right panels show quantification of protein expression based on band intensity. * = *P* < 0.05; ** = *P* < 0.01; *** = *P* < 0.001.

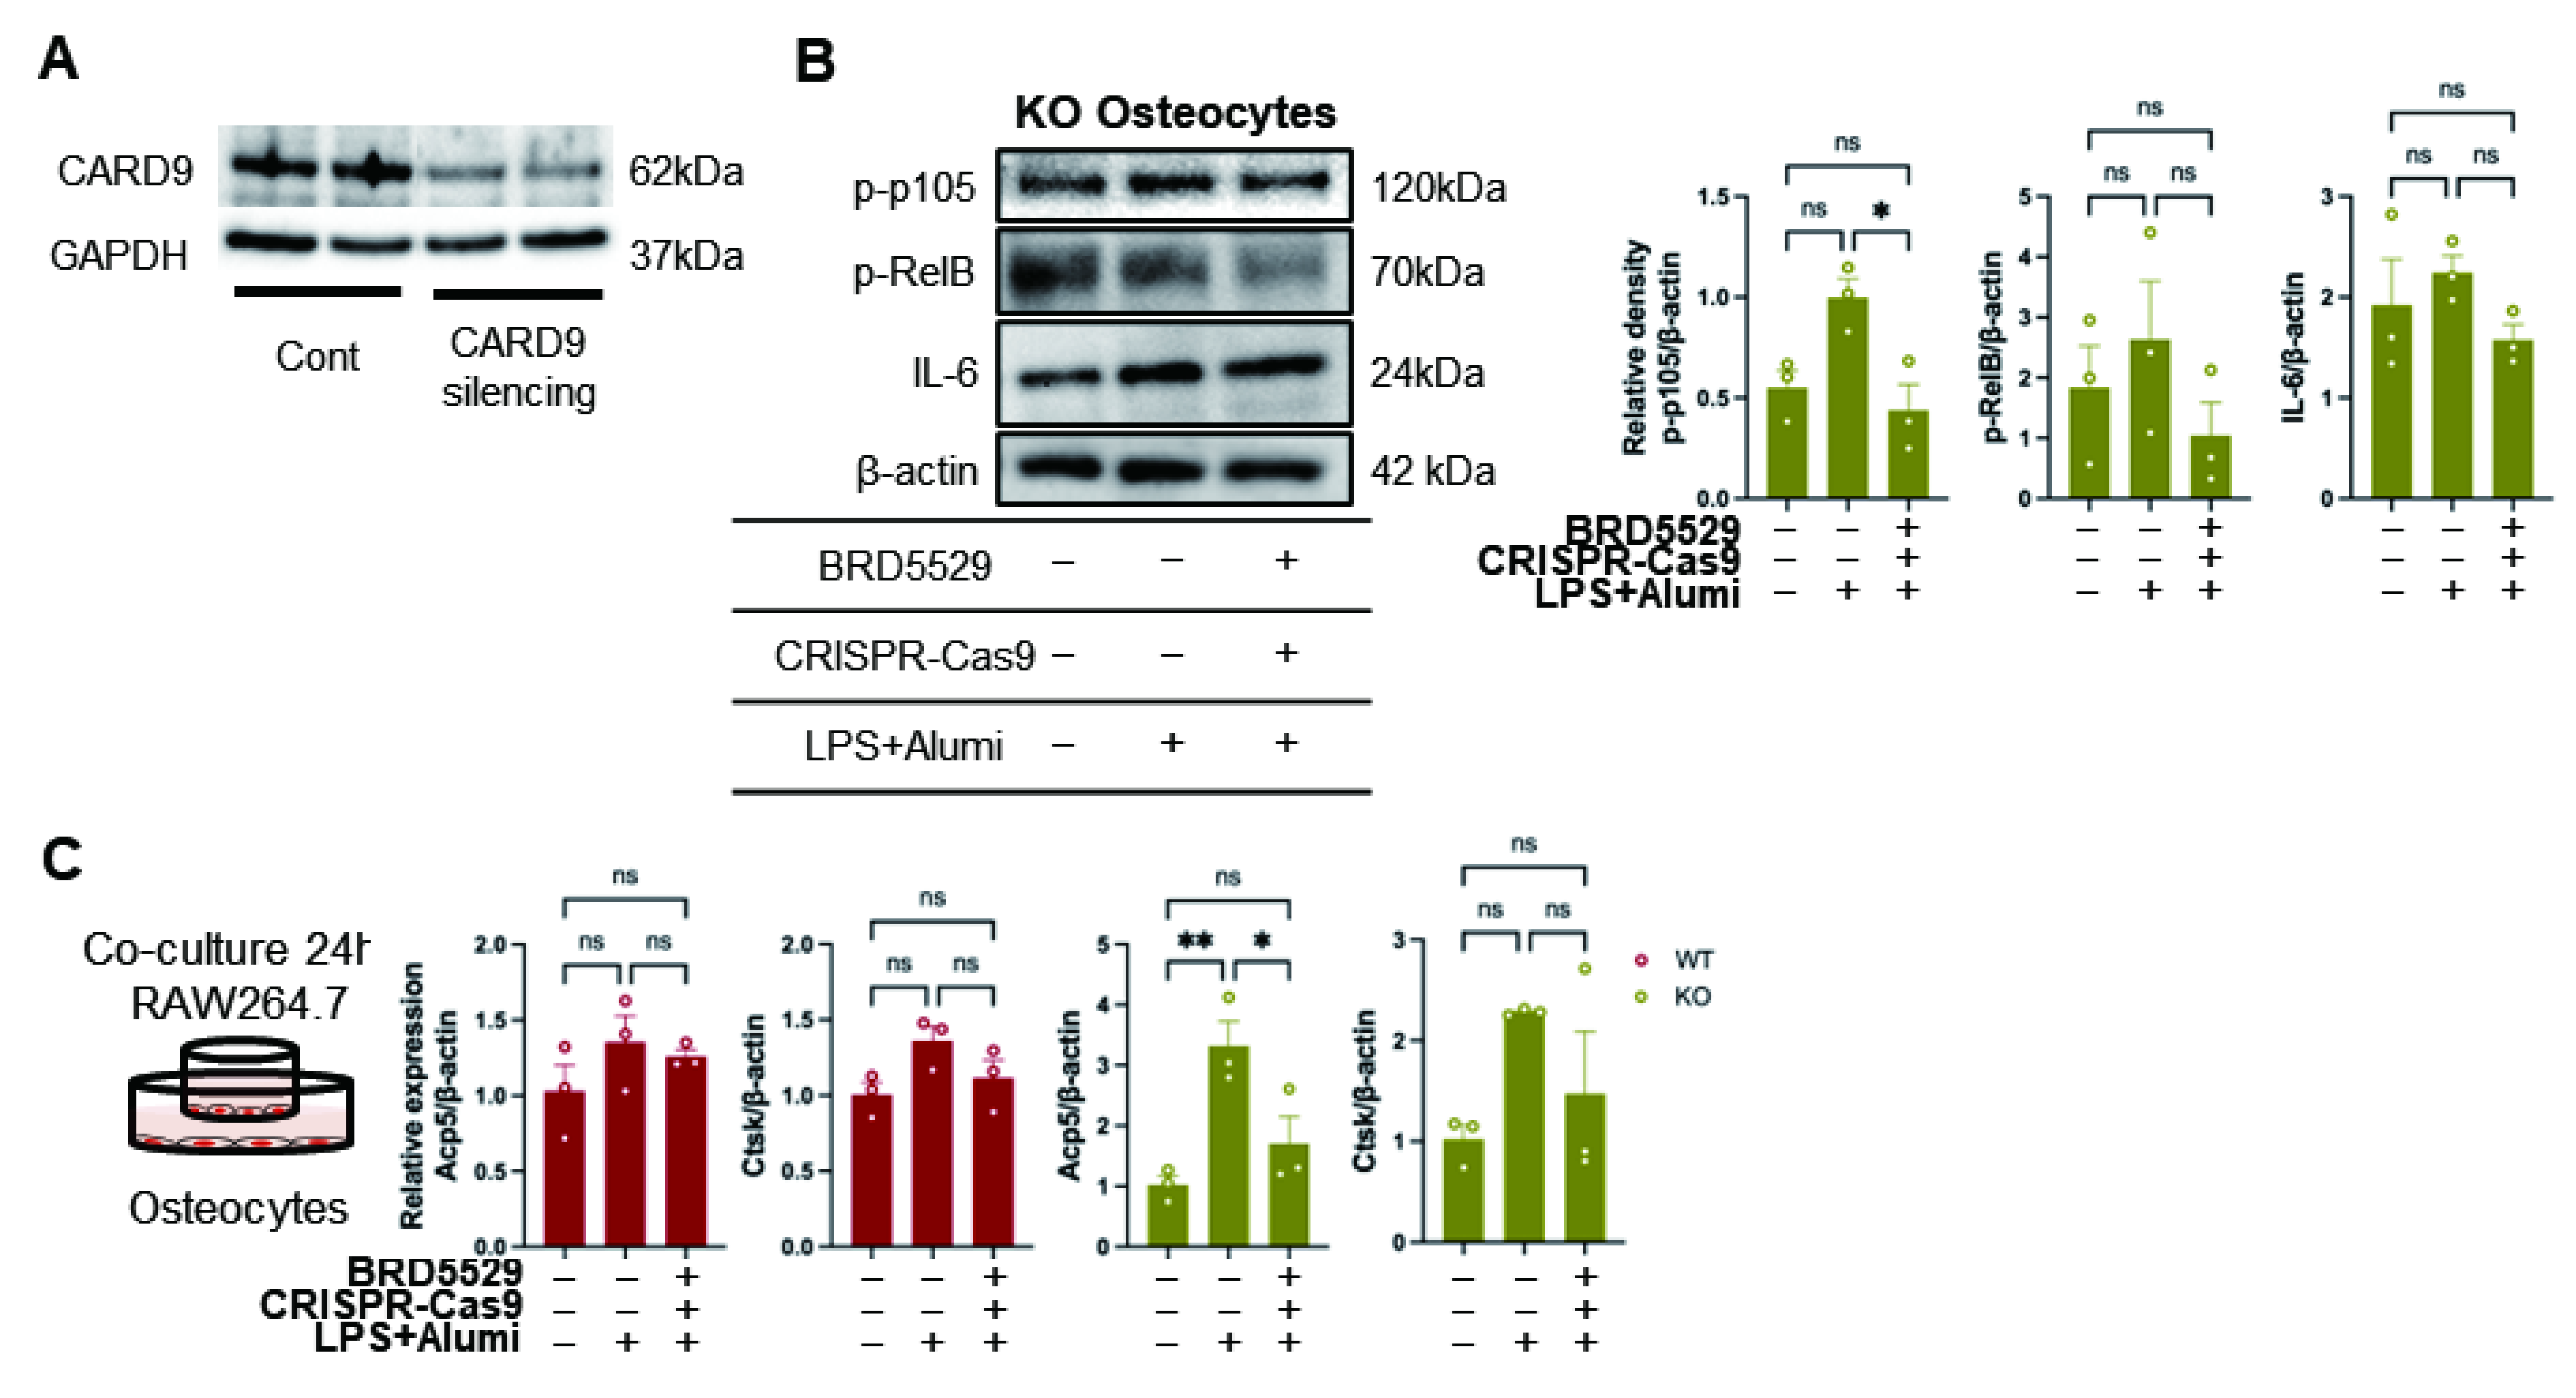

**Supplementary Figure 7. Effects of Card9 inhibition in osteocytes on osteoclast regulation in response to stimulation.** A) Western blot detection of. card9 in osteocytes after card9 silencing and inhibition. B) Western blot detection of NF-kB signaling pathway markers in osteocytes after stimulation with or without card9 silencing and inhibition. Right panels show quantification of protein expression based on band intensity. C) Schematic of the experimental setup showing the co-culture of stimulated osteocytes with RAW264.7 cells. The right panels for relative gene expression of osteoclast differentiation markers. * = *P* < 0.05; ** = *P* < 0.01.

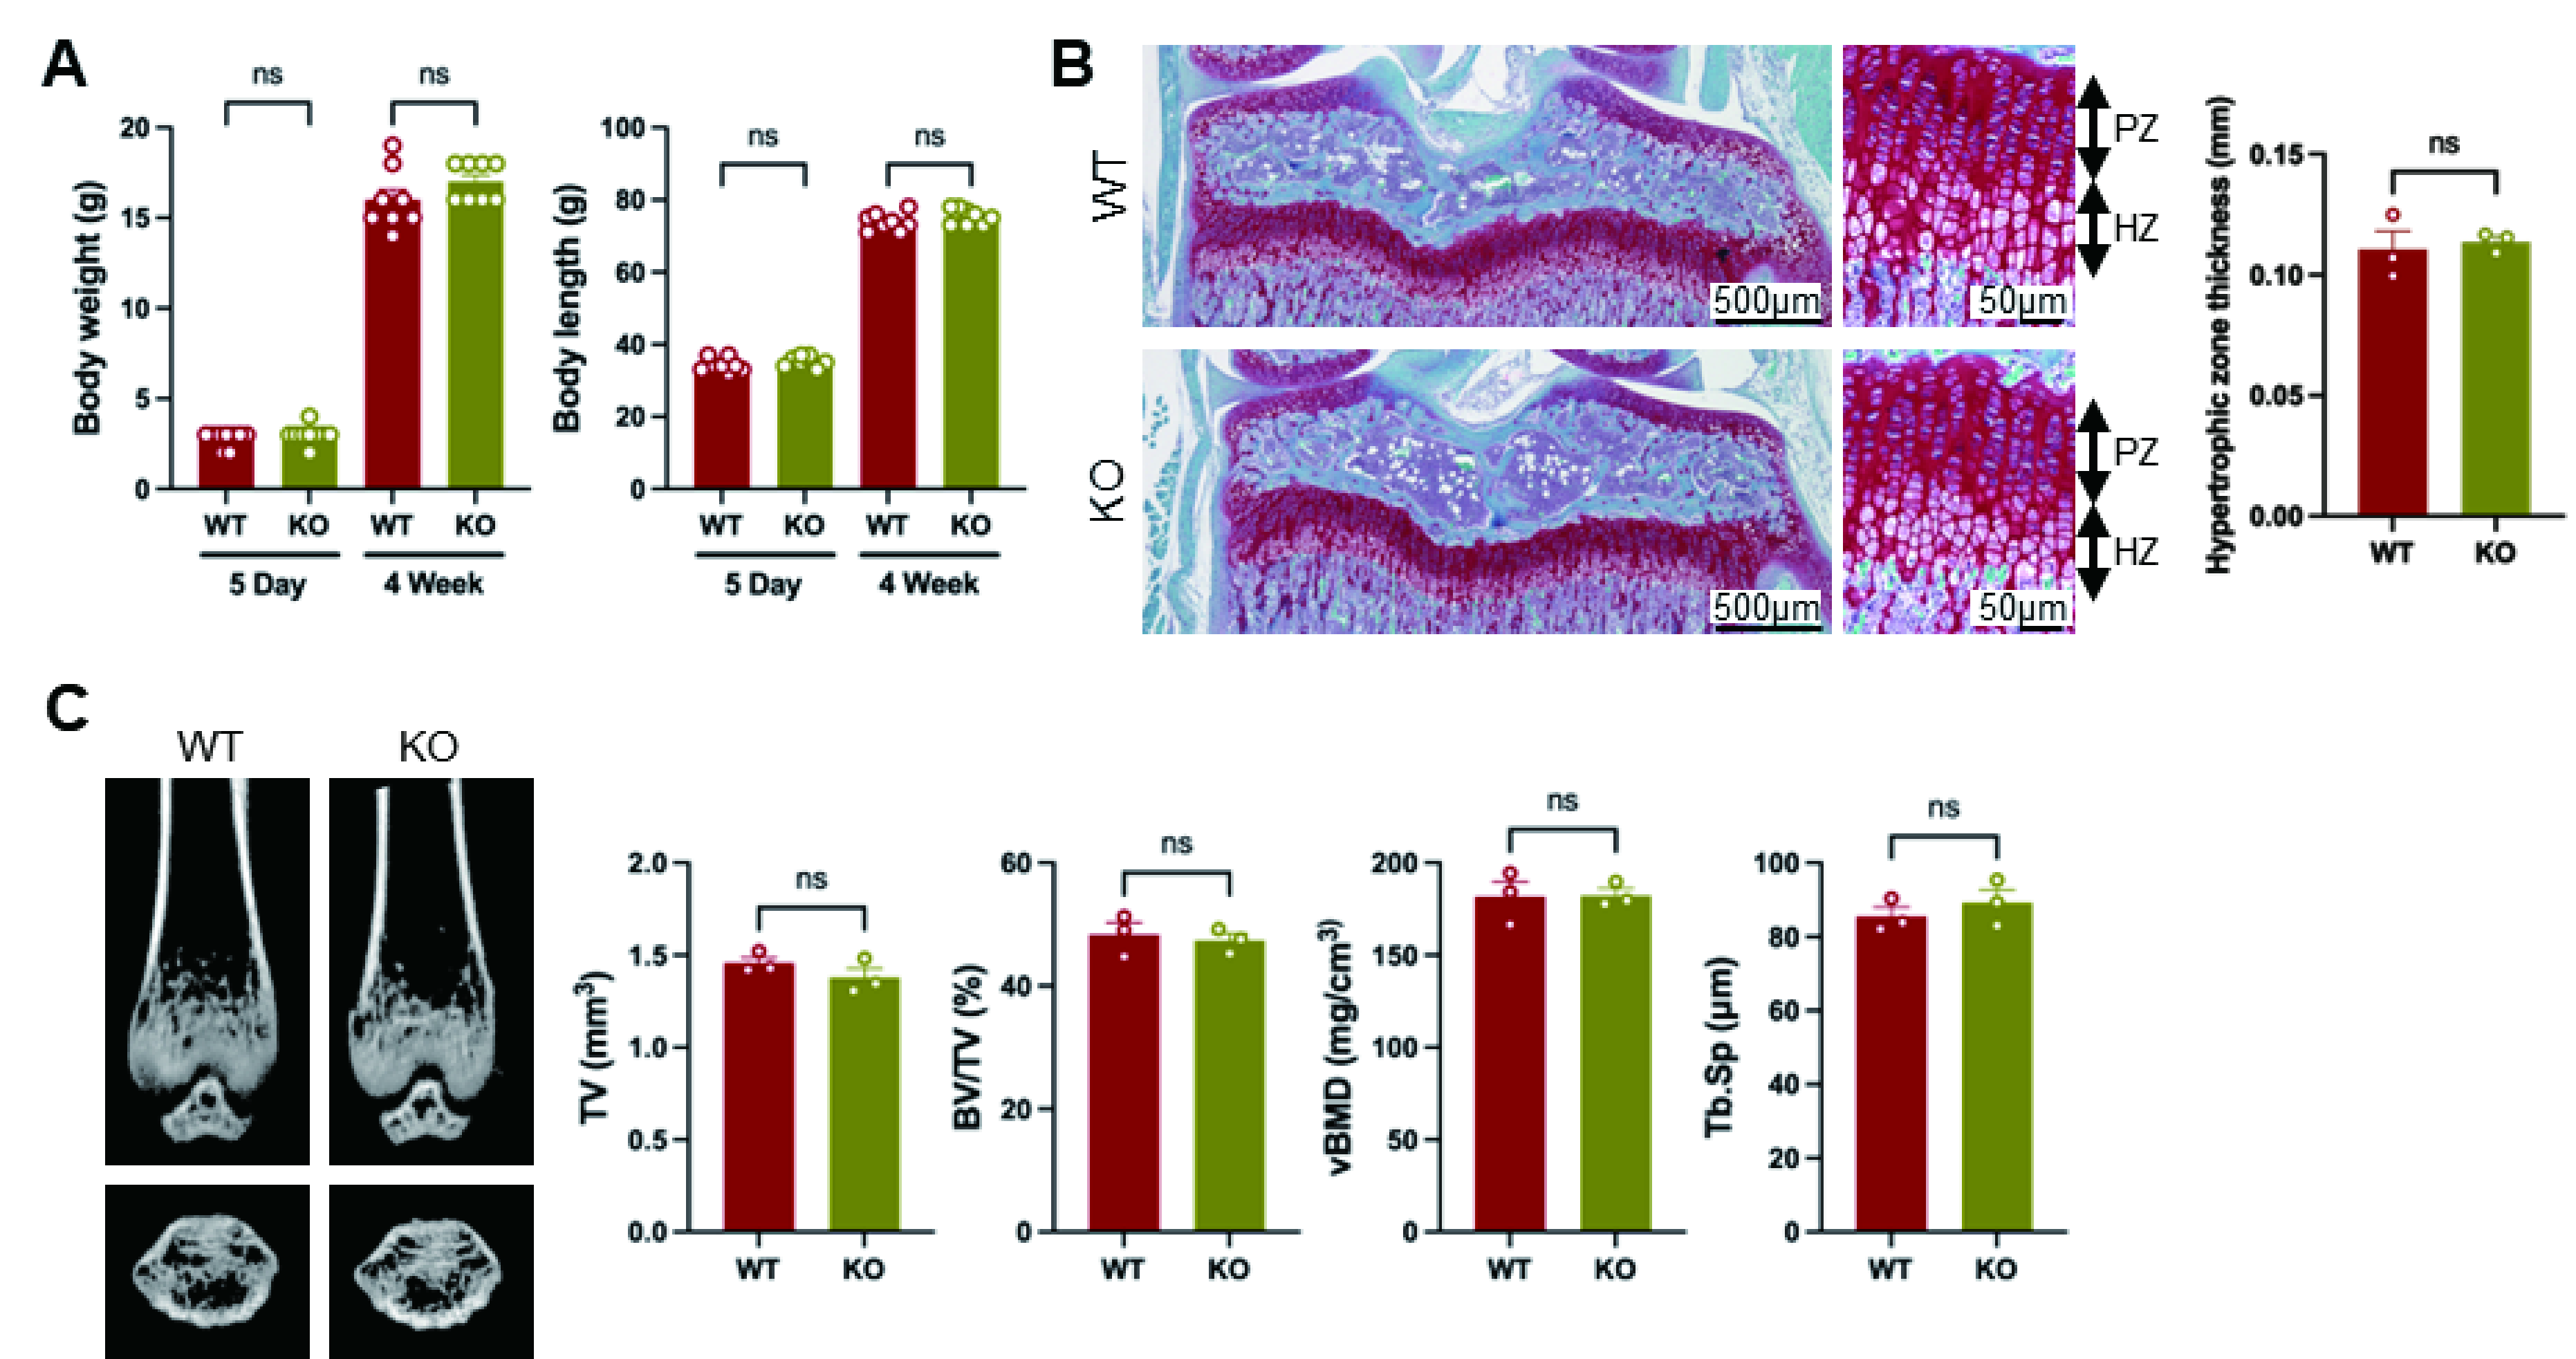

**Supplementary Figure 8.** **Skeletal development and growth plate in WT and KO mice** A) Body weight and body length measured at postnatal day 5 and 4 weeks of age in wild type (WT) and osteocyte specific *Gsdmd* knockout (KO) mice. B) Representative Safranin O staining sections of the proximal tibial growth plate from WT and KO mice. The right panel shows the hypertrophic zone thickness in each mouse group. Hypertrophic zone thickness was calculated as the ratio of the hypertrophic zone area to the growth plate width. PZ; proliferating zone, HZ; hypertrophic zone.  C) Representative micro-CT images of femoral bones in WT and KO mouse. The right panel shows quantification of bone parameters, including TV, BS/TV, vBMD, Tb.Sp.

**Supplementary Table 1.** **Primer list used in this study.**

| **Target** | **Forward** | **Reverse** |
| --- | --- | --- |
| ***mGapdh*** | TGCAGCGAACTTTATTGATG | ACTTTGTCAAGCTCATTTCC |
| ***mβ-actin*** | GGCTGTATTCCCCTCCATCG | CCTTCTGACCCATTCCCACC |
| ***mTnfsf11*** | AGGGAGCACGAAAAACTGGT | CGGAGCTTGAAAAATCCCCC |
| ***mRUNX2*** | TCTCCAGGAGGACAGCAAGA | GCAGCCTTAAATGACTCTGTTGG |
| ***mAlp*** | CCGGCTGGAGATGGACAAAT | GGACCTGAGCGTTGGTGTTA |
| ***mCOL1A1*** | ACCTTCCTGCGCCTAATGTC | GCTACGCTGTTCTTGCAGTG |
| ***mAcp5*** | TGTGGGCTATGTGCTGAGTG | GGACCTTTCGTTGATGTCGC |

| **Antibody** | **Dilution** | **Manufacturer** | **Research Resource Identifier (RRID)** |
| --- | --- | --- | --- |
| ***IL-1β*** | 1:2000 | Cell Signaling | AB_2793298 |
| ***NLRP3*** | 1:2000 | GeneTex | AB_2887025 |
| ***Caspase 1*** | 1:2000 | GeneTex | AB_10618781 |
| ***GSDMD*** | 1:2000 | Cell signaling | AB_2799760 |
| ***GAPDH*** | 1:10000 | BioLegend | AB_2734502 |
| ***Relb*** | 1:2000 | GeneTex | AB_11163446 |
| ***pRelb*** | 1:2000 | Thermo Fisher Scientific | AB_2896968 |
| ***RANKL*** | 1:2000 | Bioss | - |
| ***IL-6*** | 1:2000 | GeneTex | AB_10721789 |
| ***Card9*** | 1:2000 | GeneTex | AB_1949833 |
| ***Pp105*** | 1:2000 | Cell signaling | AB_2282911 |
| ***SOST*** | 1:1000 | Thermo Fisher Scientific | - |
| ***pSTAT3*** | 1:2000 | Cell signaling | AB_2491009 |
| ***Anti-rabbit HRP*** | 1:2000 | Cell signaling | AB_2099233 |
| ***Anti-rat HRP*** | 1:2000 | Cell signaling | AB_10694715 |
| ***Anti-mouse HRP*** | 1:2000 | Cell signaling | AB_330924 |

**Supplementary Table 2.** **Antibodies list used in this study.**

# Supplementary material for: Osteocyte-specific gasdermin D deletion accelerates osteoarthritis via promoting subchondral inflammation and remodeling
**Source:** Bone Res. 2026 Jul 28;14:75. doi: 10.1038/s41413-026-00566-w

Western blotting bands in Figure 2G.

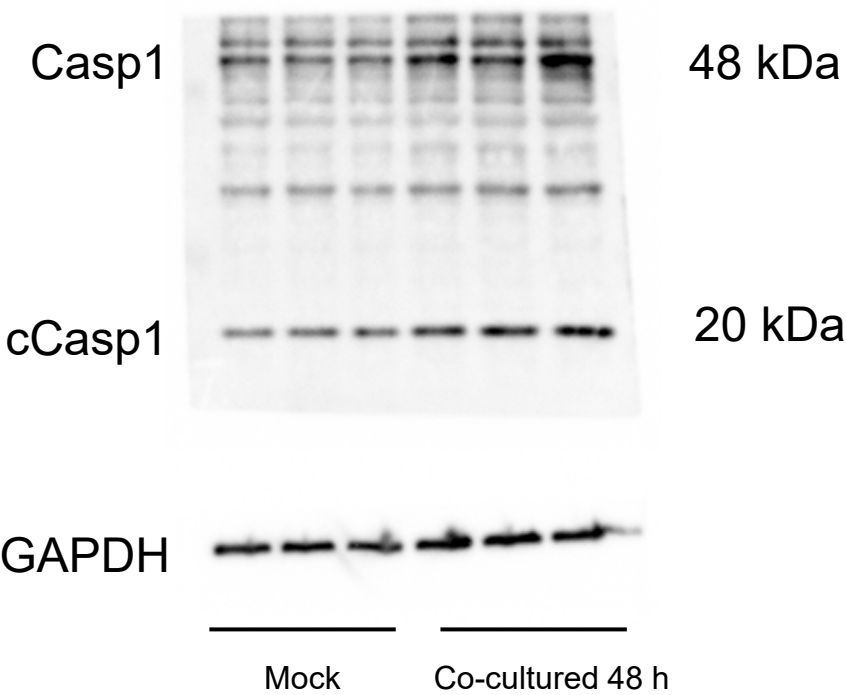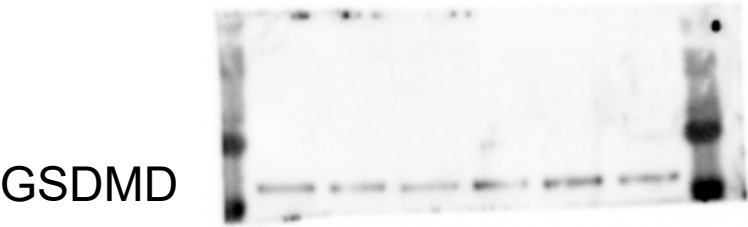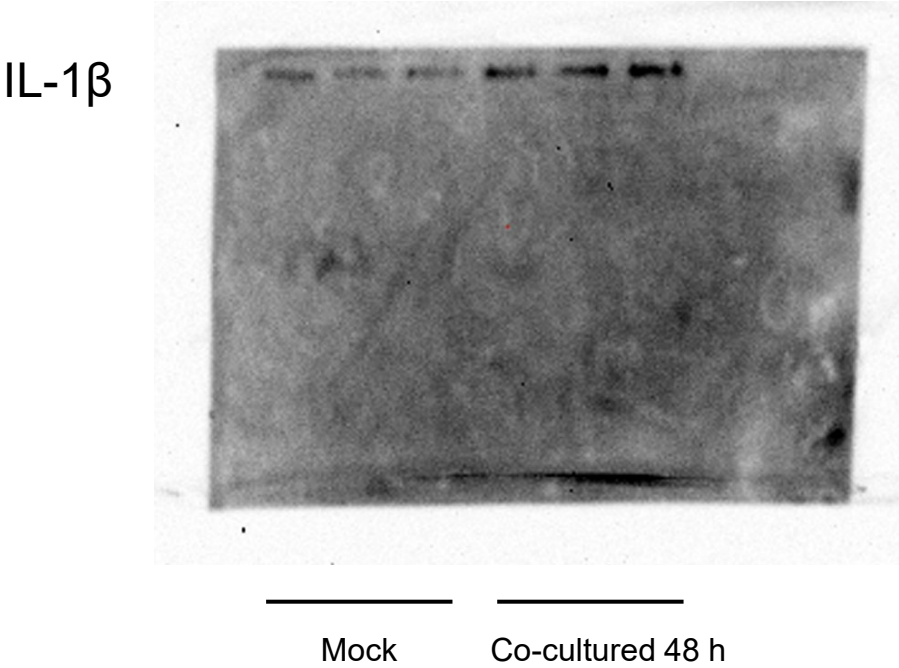

Western blotting bands in Figure 2H.

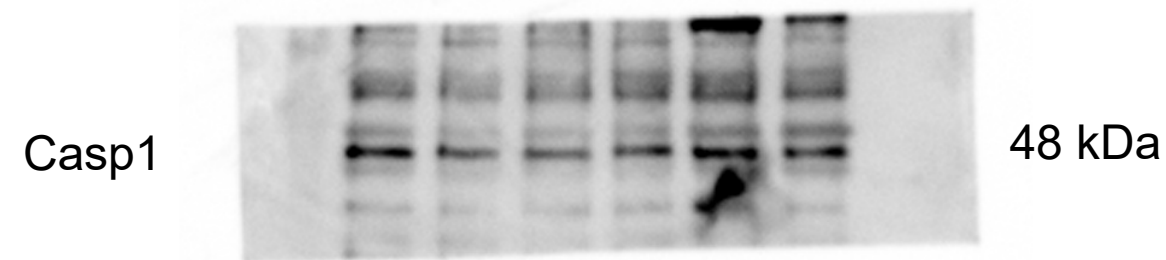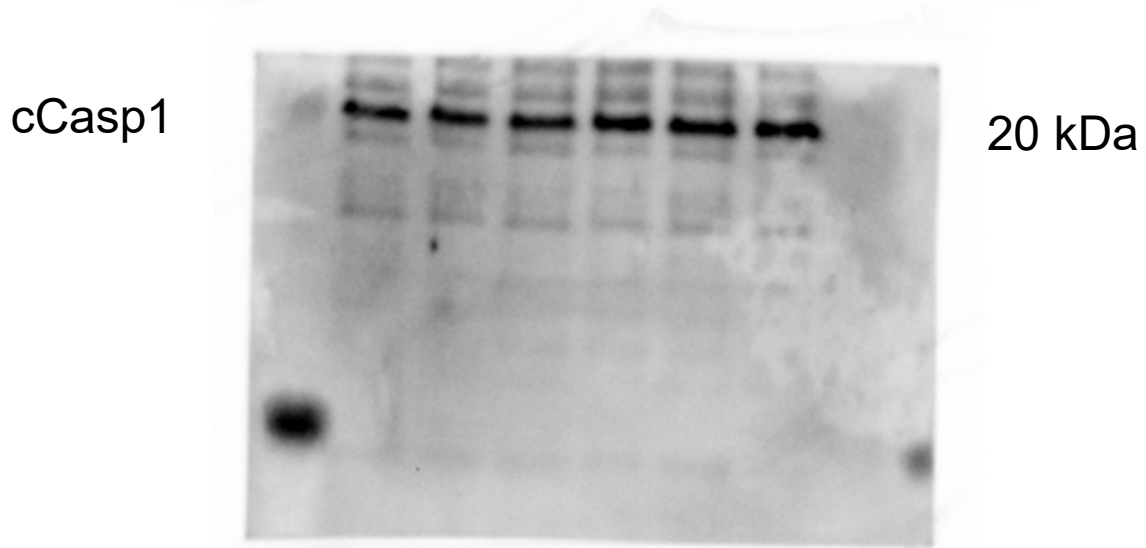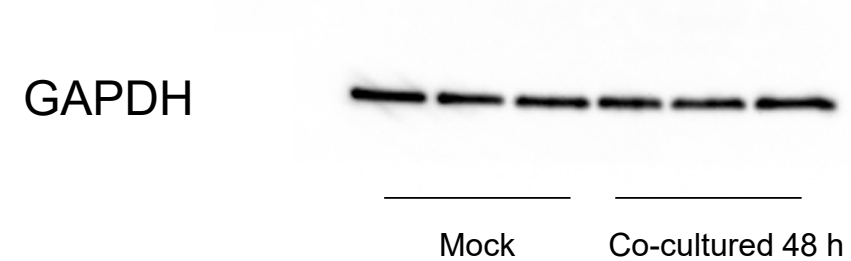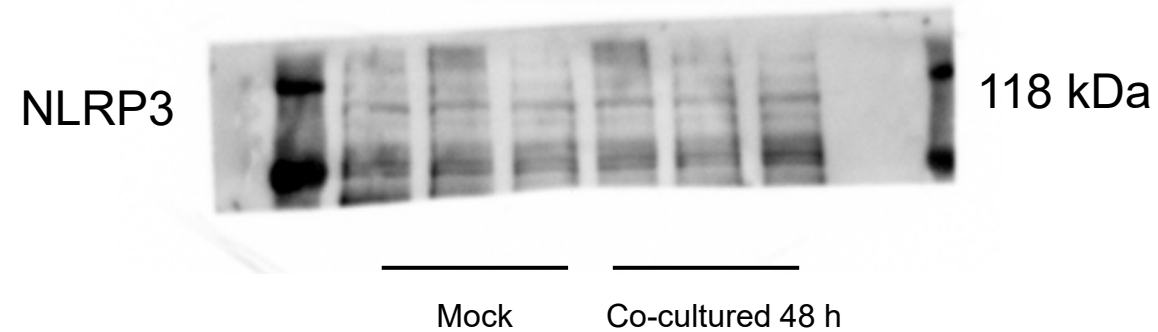

Western blotting bands in Figure 6.

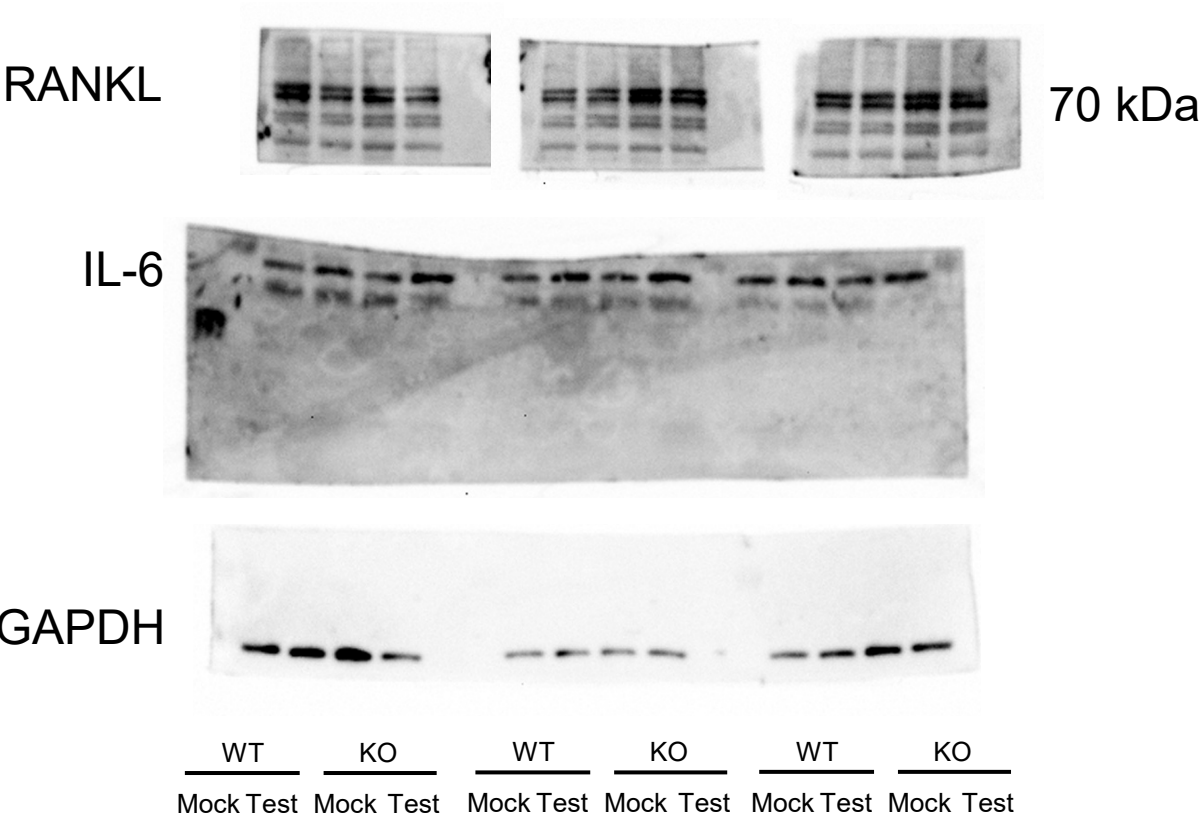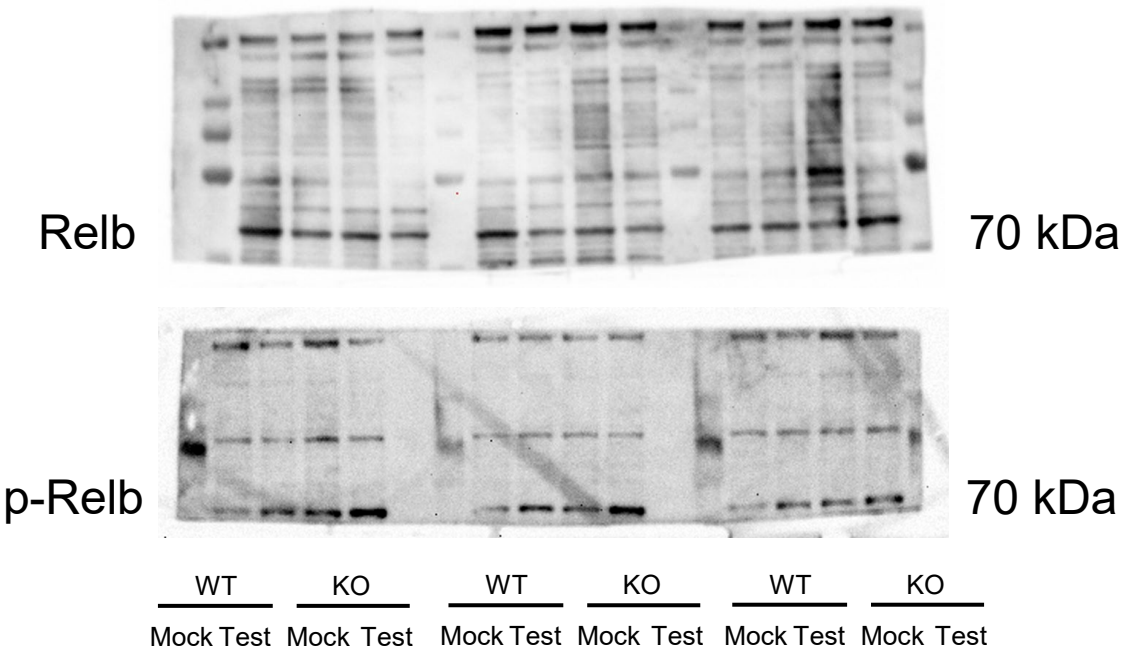

Western blotting bands in Supplementary Figure 3.

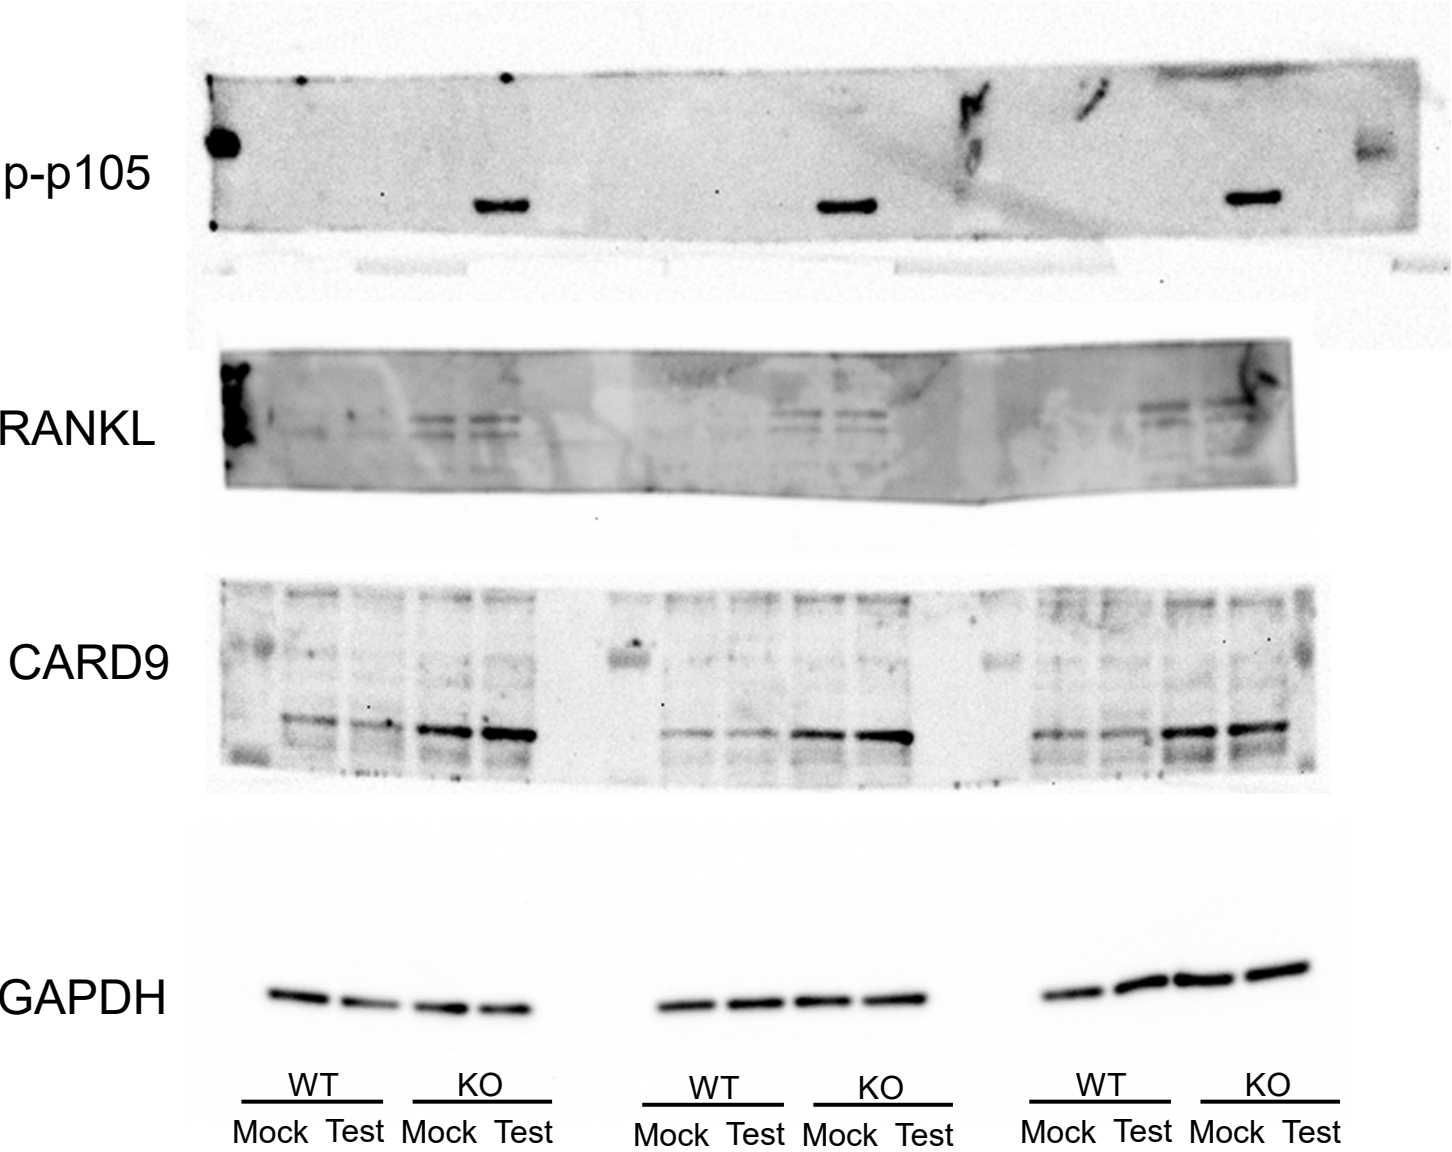

Western blotting bands in Supplementary Figure 4A.

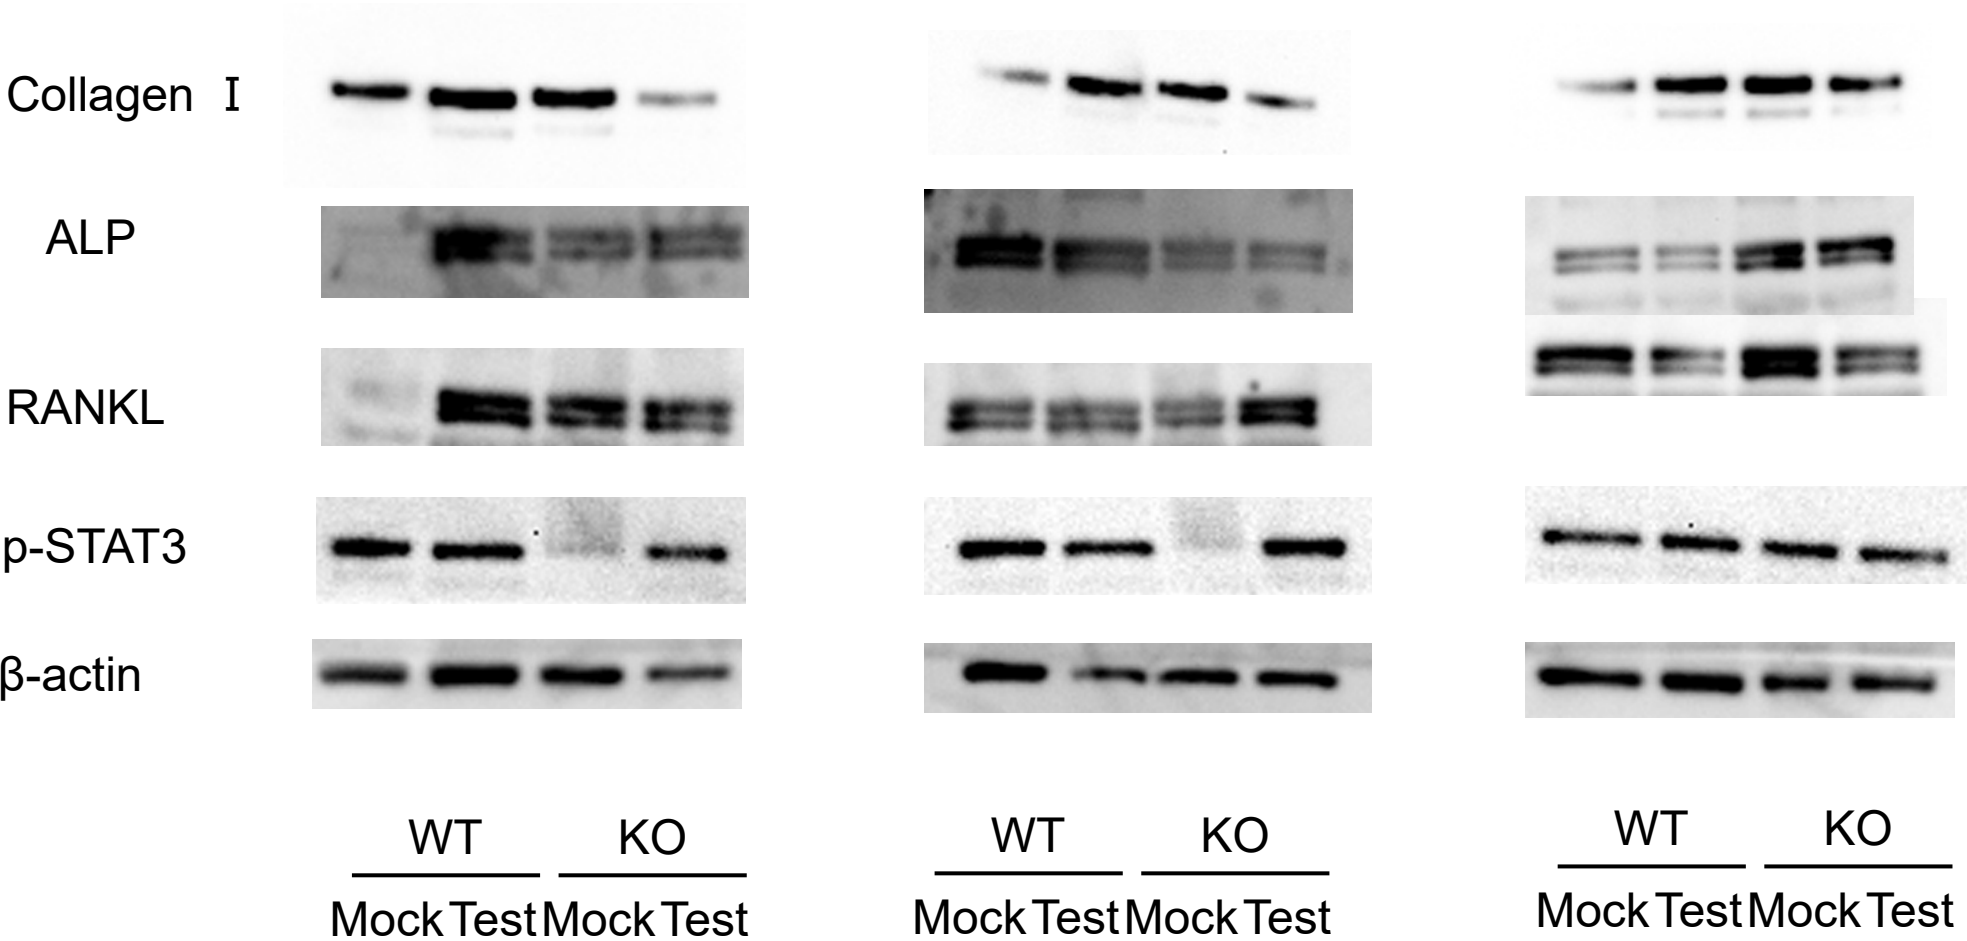

Western blotting bands in Supplementary Figure 4B.

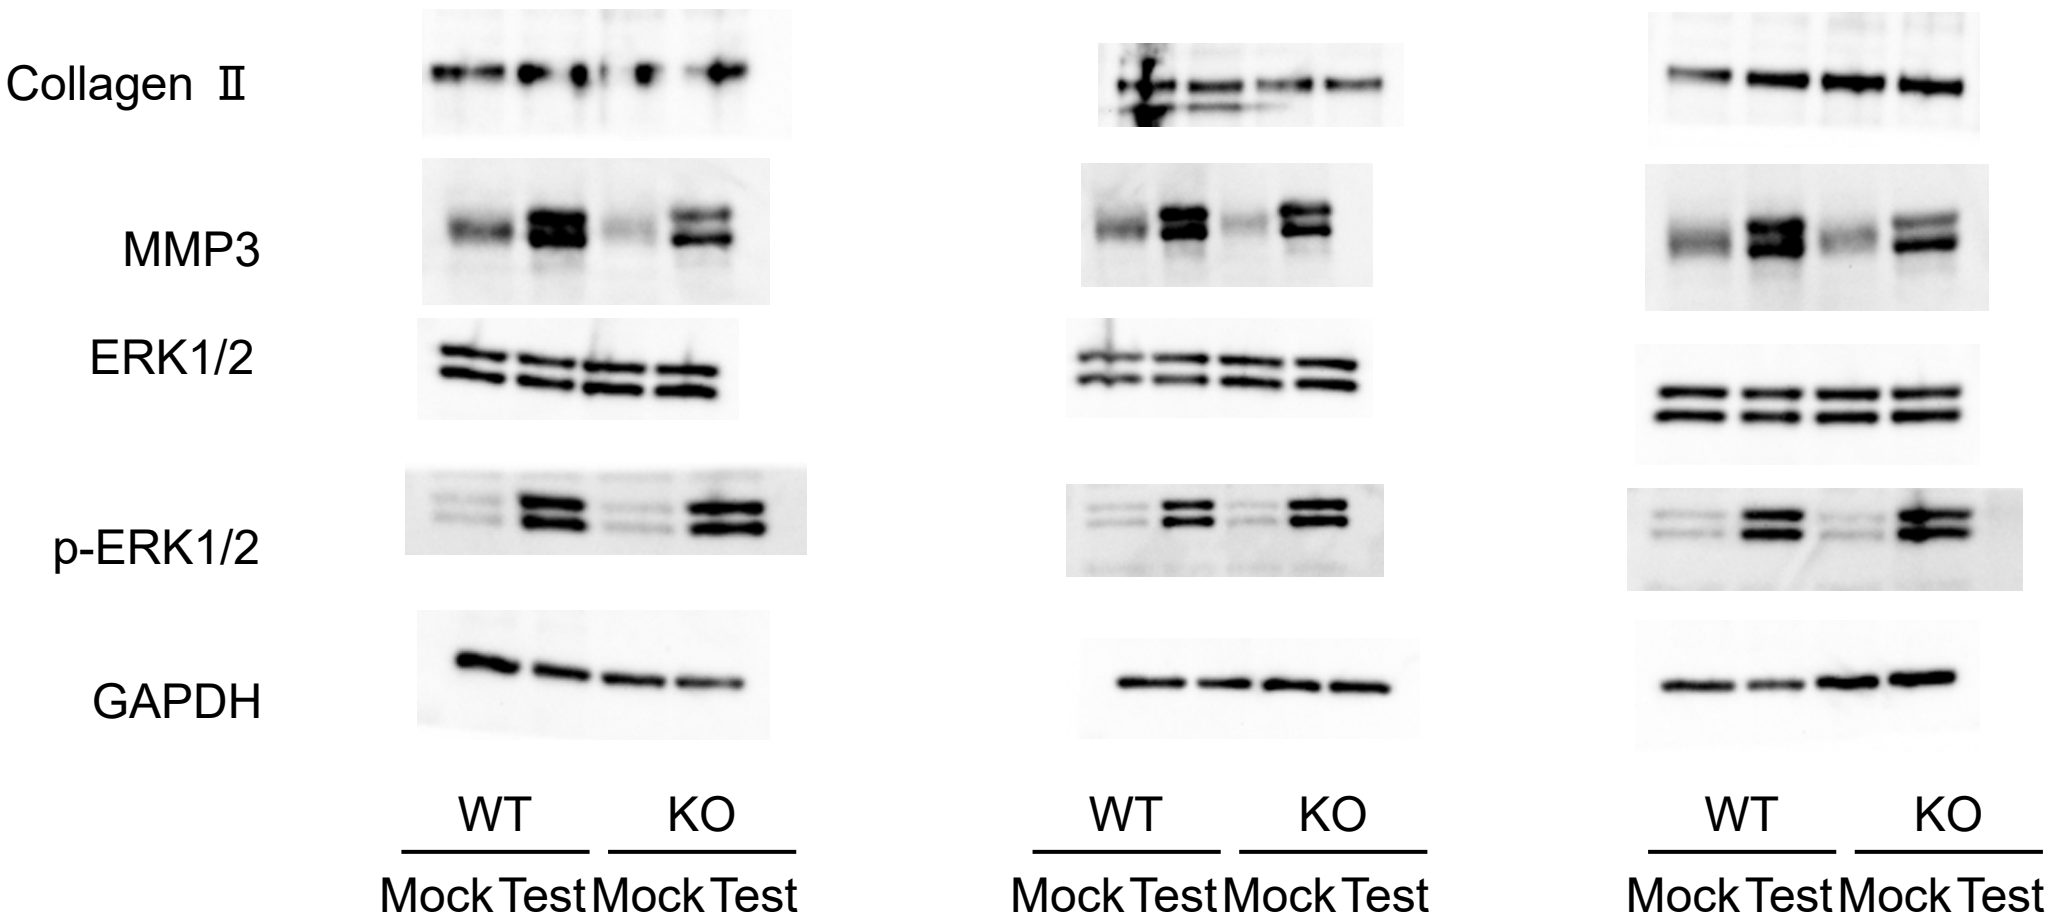

Western blotting bands in Supplementary Figure 5B.

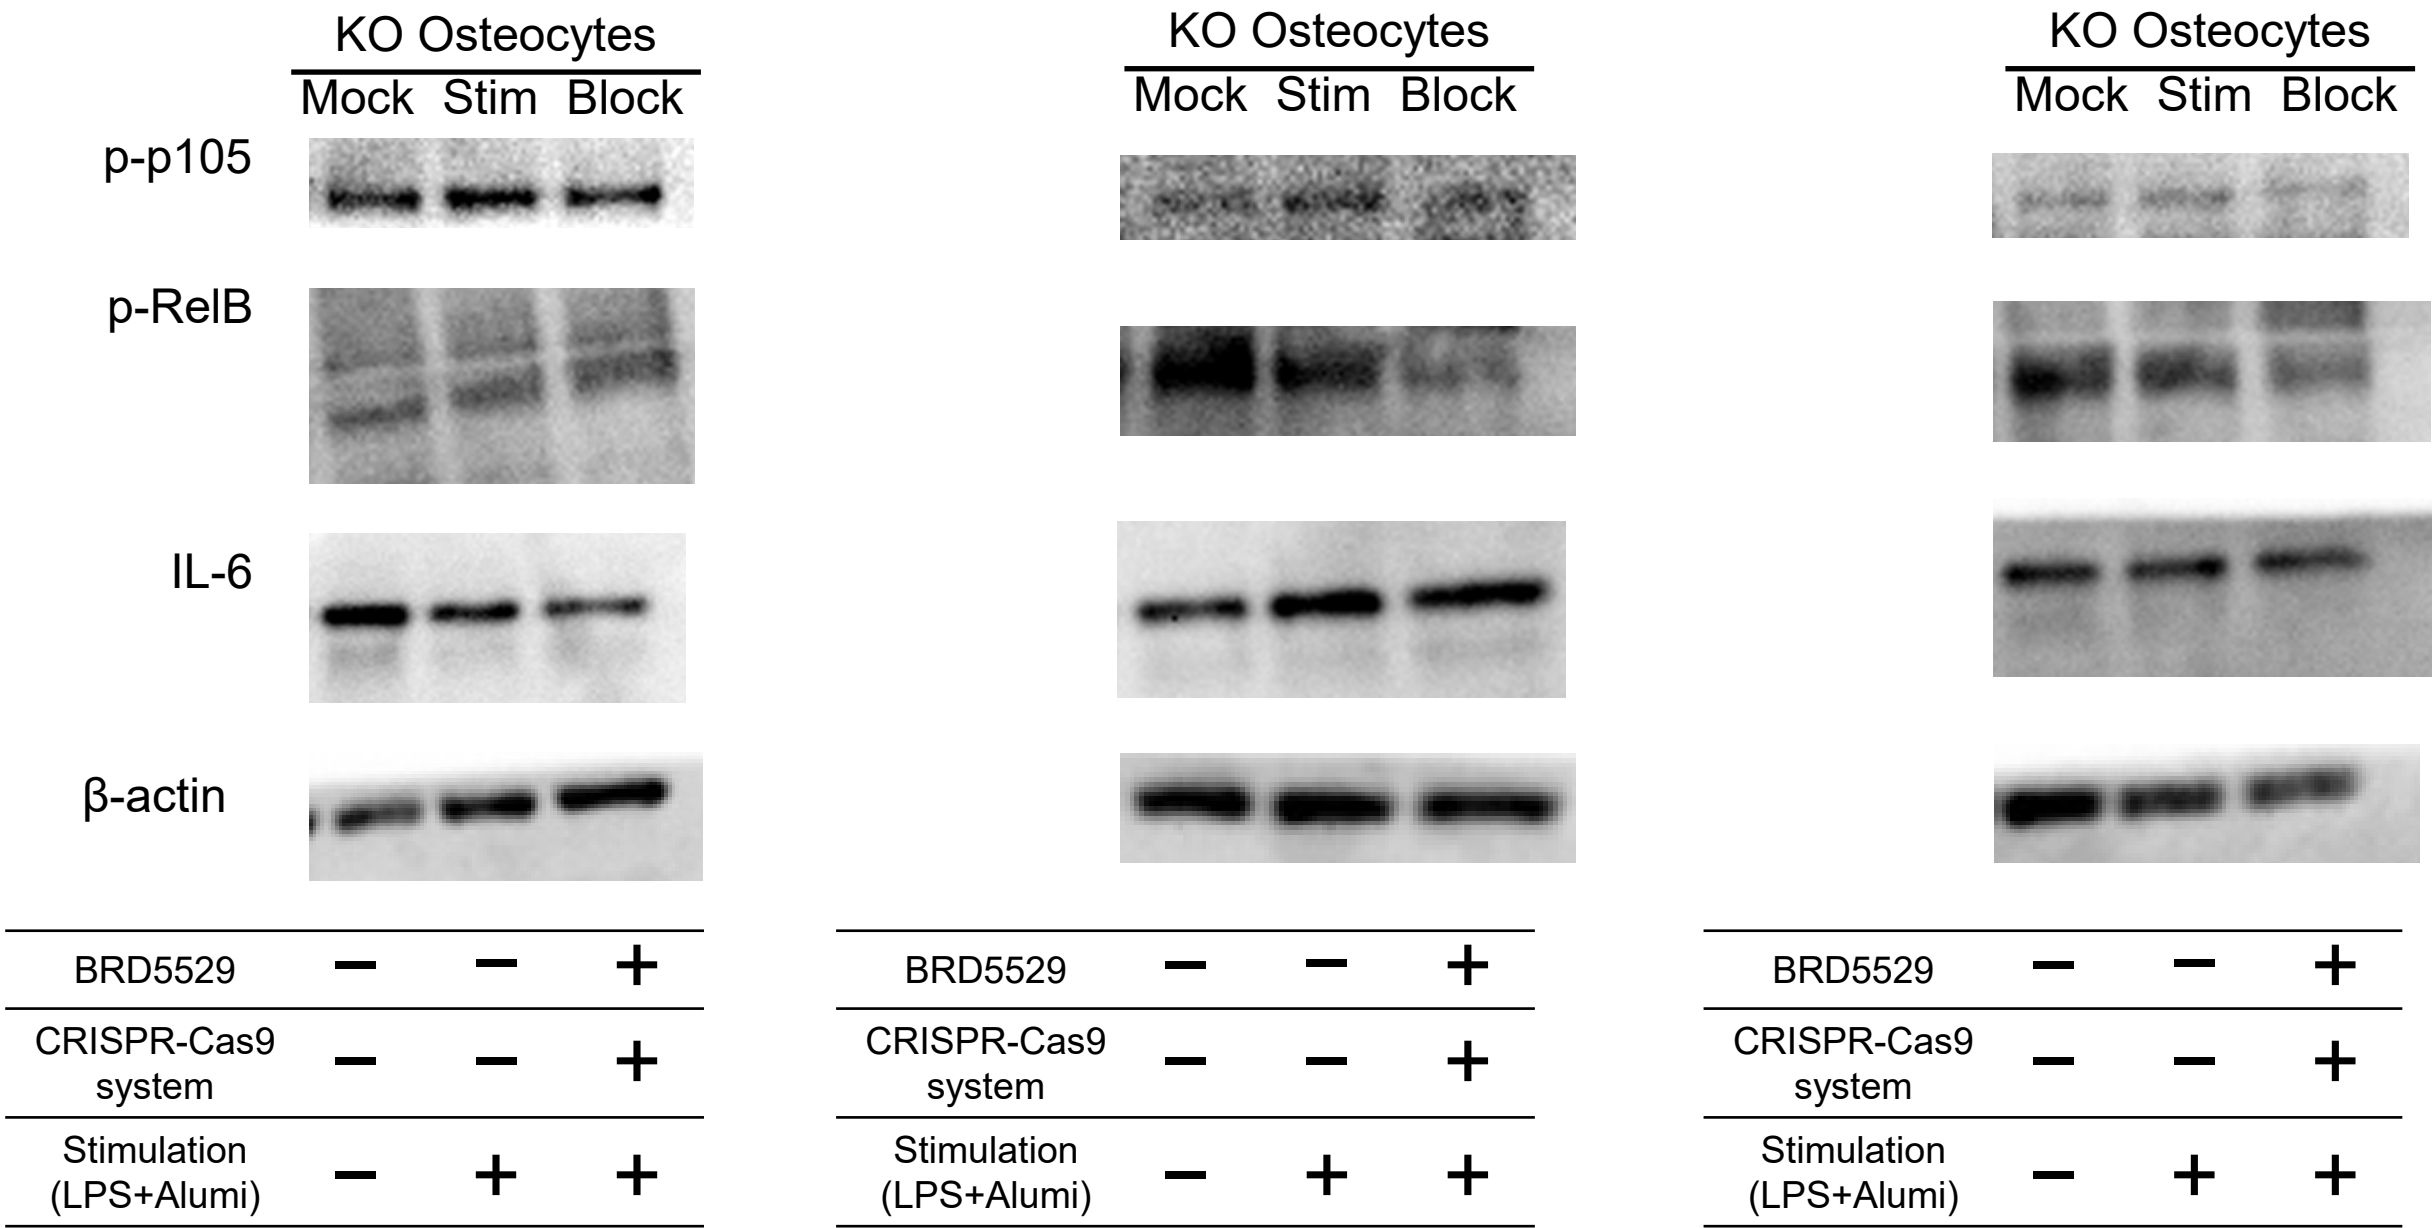

**Supplement:** Supplementary file 2 — Raw data

How the deposited data were processed for this re-analysis (not part of the article)

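RNA sequencing of stimulated primary osteocytes was analysed, with 3 libraries from WT mice and 3 labelled Gsdmd-deficient. The genotype and replicate number of each library were taken from the sample records and the paper. The authors trimmed 150 bp paired-end reads, aligned them to mm39 with HISAT2 and counted them on genes with featureCounts. They deposited raw counts per gene and a gene length in bases, and neither had been normalized. The deposited table also gives each gene's symbol, coordinates and biotype, and the coordinates printed are those of the table. Every column of counts matched a library. In the reference annotation used here (GENCODE M39 on GRCm39), 55980 of the 56748 genes lie on the same chromosome and 76.7% of those share a start or an end, and 0 genes reach beyond the end of their chromosome in that build.

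The library totals lay between 39566835 and 49734046 counts, with a median of 45128793 in WT and 41645500 in the libraries labelled Gsdmd-deficient. A group whose libraries all held 3 counts or fewer of a gene was treated as being at the floor, and the fold against it is given as a lower bound. Floors and folds cover counting error only, since reads without molecular identifiers are not independent molecules. Small counts were mostly even, as when both mates of a read pair are counted, so 3 counts can stand for fewer than 3 pairs, and lower bounds are also given with the floor at 6 counts.

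From the deposited counts, log2 fold changes, standard errors and p-values were computed with edgeR 4.0.16 in R 4.3.3. The steps were filterByExpr, TMM normalization, glmQLFit without robust estimation and glmQLFTest, with genotype as the only term. P-values were adjusted by the Benjamini-Hochberg method over the 17146 tested genes. CPM are counts divided by the TMM-scaled library size and multiplied by 1000000. Lists of genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with p-values adjusted over the lists, and the share of their members among the higher genes with Fisher's exact test. The lists were 24, namely 2 taken from Fig. S4D, one of the mediators the paper names, and others written by hand for pathways and cell types before the data were examined. Reactome sets came with fgsea 1.28.0 and were matched through Entrez identifiers and symbols of the GRCm38.p6 RefSeq annotation, used for names only.

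The procedure was tested on simulated data. Counts were drawn for 17146 genes from the real means, library sizes and dispersions, with 200 genes changed. After the same filter 16812 genes were tested. Of the 200 changed genes, 185 were recovered at the limits used, and 0 of the unchanged genes were called. With DESeq2 in place of edgeR, 180 were recovered.

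The genes named were Gsdmd, the genes the paper's text names for this experiment, the 5 higher and 5 lower genes with the smallest p-values, the 3 higher and 3 lower genes with the largest fitted fold change among those whose libraries do not overlap, and members of a list where the text is about that list. This rule and the alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0, edgeR's exact test, limma-voom, other normalizations, other filters, other limits, replicate number as a block, each library left out in turn, corrections for gene length and GC content, and other tests of the lists. GC content was taken from the merged exons of each gene, and 99.5% of the tested genes had a value. The alternatives added after the data had been seen were DESeq2 on genes with at least 1 count, DESeq2 on every gene of the table, counts halved and rounded up, and the Reactome sets tested with an estimated correlation and with fry.

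Western blots, immunostaining, co-cultures, the single-cell data and the cultures treated with LPS alone were not analysed here. GO and KEGG gene sets were not used here.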

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

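The tests of the share of stromal cells, of paralogs and of chondrocytes were chosen after the result was seen, as was the reading of Xist and the Y-linked genes together. The reading of the chondrocyte test was also changed after its value was seen: the list was first taken to go with a larger share of chondrocytes, since it passed under camera (adjusted p = 4.67e-10), and was then left open because Col2a1 fell. Directions follow the genotype labels, which Gsdmd itself went against.

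A signal in genes the paper does not discuss came from Xist. Its mean was 1138 CPM in the libraries labelled Gsdmd-deficient and 0.0468 CPM in WT. The 4 Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y had 0 counts in all 3 libraries labelled Gsdmd-deficient and means from 30.9 to 106.7 CPM in the 3 WT libraries. This is the pattern of female cells in one group and male cells in the other, in each of the 6 libraries. Genotype and sex therefore changed together. Of the 1920 genes called, 65 lie on X and 7 on Y, and 1848 lie on neither. Of the 7 calls on Y, 6 were lower in the libraries labelled Gsdmd-deficient and the other was higher. For those 1848 genes, an effect of sex and an effect of genotype cannot be told apart, because every library of one label is of one sex. The median log2 fold change was -0.002 on X and 0.008 on the autosomes.

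Markers of macrophages and of leukocytes in general formed a further signal in genes outside the paper's discussion. The macrophage list had a median log2 fold change of 3.09, with all 16 tested genes of 18 called higher, and the pan-leukocyte list had a median of 2.88, with 16 of 18 called higher. The most abundant of them rose as well, Lyz2 from 985.8 to 4518 CPM, Mpeg1 from 65.4 to 530.4 CPM and Cd68 from 53.6 to 296.9 CPM. The 2 pan-leukocyte genes not called, Arhgdib and Lsp1, were already at 147.2 and 27.9 CPM in WT. A larger share of macrophages or other leukocytes in the cultures labelled Gsdmd-deficient was tested as a technical explanation of the myeloid genes in Fig. S4D. Such a share predicts that leukocyte markers rise by about the same factor, and these genes with them. The 34 leukocyte markers tested, listed before the data were examined, had a median log2 fold change of 2.94 (quartiles 2.44 and 3.18). The 67 genes of Fig. S4D outside those lists had 2.66 (quartiles 1.86 and 3.01), but the study picked them from these libraries and all were called higher, so their rise was fixed in advance and the test rests on the markers. Only 2 leukocyte markers, Csf1r and Fcgr1, are themselves in Fig. S4D. The values of the markers are consistent with a larger leukocyte share. The single markers spread more widely than their standard errors, as with 1.12 for Marco and 4.25 for Fcgr1 in the macrophage list, so a change in the state of these cells remains open beside a change in their number. An effect of the genotype on macrophages in the cultures was not tested. A lower share of stromal cells would raise the markers of every other cell type, but the endothelial list had a median of -2.06, with 4 of 6 tested genes called lower and Kdr called higher. This list did not pass under camera (adjusted p = 0.221) and passed under fry (adjusted p = 9.84e-05), and its median ranged from -3.11 to -0.46 over the alternatives. Reads shared between paralogs were argued against as the whole cause of the rise of the leukocyte markers, since the 30 markers outside families of similar genes had a median of 2.94 (quartiles 2.501 and 3.165), with 28 called higher. For the genes of Fig. S4D this stays open, because the 41 outside families of near-identical genes, at a median of 2.22, were picked by the study like the others.

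Chondrocyte genes also stood out, with a median log2 fold change of 1.90 over the 7 tested genes of the chondrocyte list, 4 of which were called higher. Acan rose from 0.124 to 20.2 CPM, Cnmd from 0.381 to 45.6 CPM and Comp from 567.0 to 2117 CPM. Col2a1, the second most abundant gene of the list in the libraries labelled Gsdmd-deficient, fell from 1428 to 797.8 CPM, and Col11a1 did not pass the threshold. A larger share of chondrocytes could raise such a set, and the median of 1.90 goes with it, but the members go both ways and a high level of Col2a1 in WT could hide a small share. Whether chondrocytes, sex, or the genotype lies behind it cannot be told apart. Without Gsdmd-deficient replicate 1 the median was 1.08, and among genes with at least 10 counts in every library it was 0.095.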

How the results depend on the processing

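The log2 fold changes of Gsdmd and Card9 and the 4 pathway lists kept their direction and their side of the threshold under every alternative that was run for them. The number of chemokine and cytokine genes called higher, 13 (range 11 to 14), stayed within 1.5 times. The number of Reactome sets past the threshold did not hold across tests. It was 100 with camera at the preset correlation and 0 with the correlation estimated per set, where the smallest adjusted p-value was 0.84. Under fry it was 510, and the counts of 0 and 510 were both added after the data had been seen. These tests differ in their question or their degrees of freedom, so neither 0 nor 510 settles the number of sets. Under the other alternatives, all with the preset correlation, it ranged from 75 to 136. The number of Ccl genes called lower went from 3 to 1 among genes with at least 10 counts in every library. Gsdmd ranged from 0.63 to 0.74 with adjusted p-values up to 6.85e-05, and Card9 from 2.91 to 3.13 with adjusted p-values up to 2.06e-08. The medians ranged from 2.13 to 2.31 for the NLR genes and from 2.66 to 2.95 for the osteoclast genes of Fig. S4D, from 0.15 to 0.24 for the NF-κB list and from 0.14 to 0.23 for the osteoclast differentiation list, with adjusted p-values up to 0.0185. Leaving out macrophage and leukocyte markers removed too few members of these lists to test them.

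The number of genes called changed by more than 1.5 times under 3 alternatives, each through its own construction. An adjusted p-value without a limit on the fold change gave 3445 higher and 3285 lower genes. A test against a log2 fold change of 1 (glmTreat) gave 704 and 419. Keeping genes with at least 10 counts in every library left 522 lower genes, since this removes genes that fell to near 0, and 870 higher genes. Under the other alternatives the numbers ranged within 1.5 times. With counts halved, added after the data had been seen, 1032 were higher and 691 lower. DESeq2 on the same genes gave 1088 higher and 802 lower genes, of which 1086 and 779 were also called by the quasi-likelihood test. Upper-quartile normalization gave 1043 and 892, with the median of all genes shifted by -0.069, the largest shift of any scaling. The higher genes made up 58.5% of all calls in the main setting and 53.9% to 62.5% across the alternatives that kept the limits. Leaving out one library gave from 1027 to 1153 higher and from 773 to 827 lower genes across the 6 fits.

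The rank of Card9 by p-value was 363, from 324 to 443 with one library left out, 525 with limma-voom, and 204 when the called genes were ranked by log2 fold change. With Card9 past the threshold throughout, its rank did not come nearer to 1 than 204 under any alternative.

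Replicate numbers were checked for pairing. Libraries with the same number did not deviate together, with correlations of -0.005, 0.002 and -0.01 across genes, so they share only a number. With replicate number as a block (replicate block), 1087 genes were higher and 772 lower, Gsdmd and Card9 kept their calls, and no call of a pathway list changed.

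Of the other lists, 4 reversed under some alternatives. The skeletal muscle list, with 3 tested genes, had a median of -0.40 and changed to 1.48 with all genes of at least 1 count, to 1.52 with DESeq2 on genes with at least 1 count and on every gene of the table, and to between -0.60 and 0.69 with one library left out. The neutrophil list changed from 1.05 to -2.07 with all genes of at least 1 count and to -1.28 with both of these DESeq2 settings, which were chosen after the data had been seen. The B cell list ranged from -0.40 to 1.44 and the proliferation list, with 18 tested genes and a median near 0, from -0.12 to 0.014 with one library left out. None of these 4 passed the threshold under camera in those fits. With the correlation estimated per list, 4 other lists no longer passed, namely the mediator, interferon-stimulated, fibroblast and stromal NF-κB target lists, and under fry 4 more passed. The chondrocyte list no longer passed among genes with at least 10 counts in every library. The sex list, with 5 genes, no longer passed with DESeq2 under any of the 3 filters. The cause was not tested.

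In the 6 libraries, 3 counts correspond to 0.0605 to 0.0773 CPM. This limits the genes at 0 counts in one group, whose fold changes are lower bounds (about 2 times smaller with a floor of 6 counts), and genes such as Tnfsf14 and Il1b, with under 50 counts in each WT library.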

Differences from the paper's values

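The deposited counts summed to a median of 43.39 M per library, or 21.69 M with counts halved (added after the data had been seen) for pairs counted as 2, against the paper's roughly 26.7 M reads per sample, of which the paper does not say whether a pair is 1 or 2. On the halved scale the values are within 1.5 times. None of the alternatives set before the data were examined changes these totals.

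The numbers of genes called were 1124 higher and 796 lower, against the paper's 874 lower genes, and both are within 1.5 times of the paper's numbers. The methods name edgeR with a false discovery rate and no limit on the fold change, and that setting gave 3445 and 3285. DESeq2's Wald test on the genes kept by filterByExpr, set before the data were examined, gave 1088 and 802. On genes with at least 1 count it gave 1132 and 876, and on every gene of the table it gave 1126 and 874, the same numbers as the paper's; these last settings were chosen after seeing the values, and the one on every gene was included because it had been seen to reach the paper's numbers. Leaving out WT replicate 3 gave 1126 higher genes, the same number as the paper's, with 827 lower.

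The paper names Card9 as the gene with the most significant increase. Here Card9 ranked 363 by p-value among genes with a positive log2 fold change. The smallest p-value among them belonged to Xist, or to Ctss or Lyz2 under some alternatives. None of the alternatives run placed Card9 nearer to the top than 204.

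The paper states that mice of matched sex were used in all experiments. Xist was at 1138 CPM in the libraries labelled Gsdmd-deficient and at 0.0468 CPM in WT, and Ddx3y was at 0 and 106.7 CPM.

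The paper describes Gsdmd as deleted in these cells. The counts of Gsdmd were higher in the libraries labelled Gsdmd-deficient, by a log2 fold change of 0.69.

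The paper reports the NLR pathway as enriched. Reactome's NLR set, which holds other genes than the KEGG pathway, had an adjusted p-value of 0.214 from camera, and 0.84 with an estimated correlation. It passed under fry (adjusted p = 0.000312, unadjusted 3.22e-06), which was added after the data had been seen and asks only whether the set changed at all. Reactome's smaller sets for inflammasomes and for the NLRP3 inflammasome, chosen after their values were seen, passed under camera (adjusted p = 0.0056 and 0.0278).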

Other observations

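The tests of other splits, length, library size, linkage to the floxed allele, stromal NF-κB targets and dilution were written before the data were examined, and the others after the result was seen. The correction for GC content was set before, and only its reading as a test came after. The readings of the tests of stromal NF-κB targets and of the most counted genes were also changed after their values were seen, as given with each. Directions follow the genotype labels.

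Only 1 of the 10 splits of the 6 libraries into 3 and 3 gave as many calls as the split by genotype. Each of the other 9 splits gave 0, with 171 to 259 genes at an unadjusted p-value under 0.05 against 7891 in the split by genotype. Those 9 splits mix the genotypes, so a difference between genotypes adds to the spread within their groups. Their 0 calls were therefore largely set in advance and carry little weight. With 10 splits the share cannot fall under 0.1, so this design cannot exclude chance by this count.

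The deposited totals are above the number of reads the paper states, which would follow if the file holds counts of single mates and not of read pairs. A median of 64.6% of the counts from 1 to 10 were even, and genes with 2 counts outnumbered genes with 1 count in every library. Both go with mates counted singly. Of the counts from 11 to 100, 51.9% to 53.2% were even, so parity speaks for this mainly among small counts. With counts halved, 1032 genes were called higher and 691 lower.

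Several technical explanations of the 1920 calls were argued against. Library totals overlapped between the groups, at 39590527 to 49734046 counts in WT and 39566835 to 45161392 in the libraries labelled Gsdmd-deficient. The exact permutation test of these totals (two-sided, p = 0.6) cannot fall under 0.1. It therefore decides nothing, and only the overlap argues against a difference in library size. With the trend of each library with gene length removed, 1927 genes were called, and with the trend with GC content removed, 1921. The 10 most counted genes took 11.6% to 12% of the counts in WT and 10.4% to 10.5% in the libraries labelled Gsdmd-deficient, so these shares separate the groups, which was first taken to leave this explanation open. The difference can shift the other genes by 0.0225 on the log2 scale, less than the limit of 1 for a call, and the reading by this size was chosen after the shares were seen. Within 10 Mb of Gsdmd, 10.8% of 259 tested genes were called, against 11.2% elsewhere (two-sided Fisher's exact test, p = 0.921), so linkage of donor strain variants to the floxed allele does not account for the calls in general. Sex, the make-up of the cultures and the genotype remain open. A batch of isolation, culture or library preparation, and strain background away from Gsdmd, were not tested and remain open too.

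Gsdmd was higher in the libraries labelled Gsdmd-deficient, with a log2 fold change of 0.69. Exchanged group labels would give this direction. A larger share of leukocytes could also give it, since the rise of Gsdmd is smaller than that of the leukocyte markers. The gene count does not separate the floxed exons, and the share of cells in which Cre had acted is not known, so the explanations cannot be told apart. Casp1, Nlrp3 and 8 other genes of the 16 on a list of inflammasome genes were called higher, with a median of 2.15 (adjusted p = 2.05e-06 from camera), whereas Gsdme, Casp4 and Nek7 did not pass the threshold.

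Osteocyte markers were scarce in all 6 libraries. Dmp1, whose promoter drives the Cre recombinase, had 0, 0 and 4 counts in WT and 2, 6 and 4 counts in the libraries labelled Gsdmd-deficient. Sost and Dkk1 had 0 counts in every library, and Mepe had 2 counts in 1 library and 0 in the others. Phex and Fgf23 stayed under 1 CPM on average. Of the 8 genes on the osteocyte list, 2 were tested, Pdpn with a log2 fold change of -0.28 and Ackr3 with 0.01, and their median of -0.13 changed to -0.43 without WT replicate 3. Fibroblast and osteoblast genes were abundant, with Fn1 at 44860 CPM, Col3a1 at 7548 CPM and Col1a1 at 5802 CPM in WT.

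A stronger NF-κB response of the stromal cells themselves was tested with 29 NF-κB targets that stromal cells express. Their median log2 fold change was 0.099, and the members went both ways, with 13 rising and 6 falling. Without WT replicate 1 the median was 0.049, and without WT replicate 3 it was 0.15. Upper-quartile normalization gave 0.031, the lowest value of any alternative. The genes named next were chosen after their values were seen. Mmp13, Il6, Saa3, Sod2, Mmp3 and Cxcl1 rose by 1.74, 1.24, 0.85, 0.84, 0.78 and 0.72, whereas Ptgs2, Csf1, Irf1 and Nfkbia fell by 0.63, 0.55, 0.41 and 0.23 on the log2 scale, and Csf2, at 0.764 CPM in WT, fell by 3.53. The list passed under camera (adjusted p = 0.00377) and not with an estimated correlation (adjusted p = 0.196), and under fry it passed (adjusted p = 0.000251). By the rule first used, passing under camera, the list went with a stronger stromal response. The rule was changed after this was seen, to ask also for the estimated correlation and for no falling member, so whether the stromal cells responded more strongly stays open.

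Dilution of stromal RNA by RNA of other cells was tested as an explanation of the lower genes. The 22 tested markers of fibroblasts, osteoblasts and osteocytes had a median log2 fold change of -0.26, and they moved apart, from -3.12 for Postn to 2.01 for Ibsp. At an adjusted p-value below 0.05, 6 of the markers rose and 13 fell, so one common dilution does not account for the lower genes, though a small one stays open. That 6 rose was chosen as the value of this test after the values were seen. The endothelial list, at -2.06, fell by more than the median of the stromal markers.

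The remaining lists gave the following. Of the 5 genes of the sex list, 1 was called higher and 4 lower (adjusted p = 5.53e-10), with a median of -8.90 once the 4 genes at the floor are set to their lower bound. Of the osteoclast list, 2 of 8 tested genes were called higher, Acp5 and Atp6v0d2, and Mmp9 was called lower, with a median of -0.21 that did not pass under camera (adjusted p = 0.706) and was -0.49 without Gsdmd-deficient replicate 1. The osteoblast list had a median of -0.40 (adjusted p = 0.000113) and the fibroblast list -0.32 (adjusted p = 0.00618). The interferon-stimulated list had a median of 0.66, with 8 of 20 genes called higher and 0 lower (adjusted p = 0.00578). The proliferation list had a median of -0.05, with 0 of 18 genes called and 3 falling at an adjusted p-value below 0.05 without the limit on the fold change. Of the neutrophil list, 2 of 10 genes were tested, with a median of 1.05, and of the B cell list 2 of 8, also at 1.05. The skeletal muscle list had 3 of 8 genes tested and a median of -0.40. None of the genes of the T and NK cell, erythroid and mast cell lists had enough counts to be tested. The p-values are from camera, adjusted over the lists.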
